# Nascent RNA sequencing identifies a widespread sigma70-dependent pausing regulated by Gre factors in bacteria

**DOI:** 10.1038/s41467-021-21150-2

**Published:** 2021-02-10

**Authors:** Zhe Sun, Alexander V. Yakhnin, Peter C. FitzGerald, Carl E. Mclntosh, Mikhail Kashlev

**Keywords:** Bacteriology, Transcription

## Abstract

Promoter-proximal pausing regulates eukaryotic gene expression and serves as checkpoints to assemble elongation/splicing machinery. Little is known how broadly this type of pausing regulates transcription in bacteria. We apply nascent elongating transcript sequencing combined with RNase I footprinting for genome-wide analysis of σ^70^-dependent transcription pauses in *Escherichia coli*. Retention of σ^70^ induces strong backtracked pauses at a 10−20-bp distance from many promoters. The pauses in the 10−15-bp register of the promoter are dictated by the canonical −10 element, 6−7 nt spacer and “YR_+1_Y” motif centered at the transcription start site. The promoters for the pauses in the 16−20-bp register contain an additional −10-like sequence recognized by σ^70^. Our in vitro analysis reveals that DNA scrunching is involved in these pauses relieved by Gre cleavage factors. The genes coding for transcription factors are enriched in these pauses, suggesting that σ^70^ and Gre proteins regulate transcription in response to changing environmental cues.

## Abstract (web summary)

Transcription by bacterial RNA polymerase is interrupted by pausing events that play diverse regulatory roles. Here, the authors find that a large number of *E. coli* sigma70-dependent pauses, clustered at a 10−20-bp distance from promoters, are regulated by Gre cleavage factors constituting a mechanism for rapid response to changing environmental cues.

## Introduction

Transcription pausing is a fundamental mechanism shared by all three domains of life and is known to regulate gene expression, alternative splicing, co-transcriptional RNA processing, termination, and synchronization of transcription and translation^1–4^. In *E. coli*, a special pausing signal G_−10_Y_−1_G_+1_ (Y_−1_ represents the pause site)^5–7^ was proposed to slow down RNA polymerase (RNAP) near a translation start site, allowing coordination of RNAP movement with co-transcriptional translation. The elemental pause could be further stabilized by an RNA hairpin formed in the RNA exit channel of RNAP^8,9^ or by RNAP backtracking^10,11^. During backtracking, RNAP moves backward along the DNA and the nascent RNA causing the extrusion of the RNA 3′ end into the RNAP secondary channel to induce a long pause or transcription arrest^10,12^. The backtracked pauses can be rescued by removing the extruded 3′ RNA end in a cleavage reaction stimulated by Gre cleavage factors^13–15^. In addition, transcription factors such as RfaH and RpoD (σ^70^) have been shown to induce transcription pausing by interacting with RNAP and DNA^4^.

The housekeeping initiation factor sigma70 (σ^70^) recognizes the −10 and −35 elements in the promoter regions to form an open promoter complex (RPo) by unwinding the DNA duplex between the −10 element and the transcription start site (TSS)^16^. Normally, escape of RNAP from the promoter causes the release of σ^70^ in a stochastic manner^17^. However, in vivo chromatin immunoprecipitation followed by sequencing (ChIP-seq) and in vitro biochemical data show that σ^70^ is retained in RNAP at a significant distance from the promoter and the efficiency of the retention depends on the transcription unit^18–20^. The −10-like sequence in the initial transcribed region of the pR’ promoter of bacteriophage lambda has been shown to cause the retention of σ^70^ in the RNAP holoenzyme (Eσ^70^) leading to transcription pausing^21^. In the σ^70^-dependent pause, the DNA strands in the transcription bubble become scrunched inside RNAP and the strain accumulated during scrunching results in a backtracked σ^70^-dependent pause state^22–24^, which allows proper loading of the accessory antitermination bacteriophage λ Q protein. Elongation factors GreA and GreB release σ^70^-dependent pauses in vitro^14,25,26^ by stimulating the nascent RNA cleavage activity of backtracked RNAP. Although the σ^70^-dependent pauses have been detected at several *E. coli* and phage promoters^27,28^, their robustness, prevalence and their effect on gene expression in vivo remain largely unknown.

Nascent elongating transcript sequencing (NET-seq) has been developed to monitor the genome-wide transcription pausing at single nucleotide resolution in vivo^29^. In this study, we report a modified version of NET-seq combined with RNase I footprinting of the nascent transcripts (RNET-seq) for genome-wide identification of σ^70^-dependent transcription pauses in *E. coli*. We found that a strikingly large number of *E. coli* genes contain strong σ^70^-dependent pauses in the 5′ untranslated regions (UTRs) clustered at a distance of 10−20 bp from promoters. We determined the DNA signals essential for these pauses, identified the mechanism of their rescue by Gre factors, and proposed their role in repressing gene expression and in transcriptional responses to changing environmental cues.

## Results

### RNET-seq identifies σ^70^-dependent transcription pausing in *E. coli*

In this work, we employed the RNET-seq technique for genome-wide identification of paused ternary elongation complexes (TECs) of RNAP containing the σ^70^ subunit isolated from wild-type (WT) and Δ*greAB E. coli* cells (Fig. 1a). Briefly, transcription-engaged RNAP was released from *E. coli* nucleoids by treatment with DNase I and RNase I followed by immobilization on Ni^2+^-NTA agarose beads through His-tag fused to σ^70^ (RpoD) or the β’ (RpoC) subunit (σ^70^ and β’ datasets). Treatment with RNase I degraded all transcripts except for the 3′-proximal fragments strongly protected by RNAP. A substantial fraction of the immobilized complexes was capable of [α-^32^P] UTP incorporation and susceptible to the RNA cleavage stimulated by GreB (Fig. 1b and ref. ^7^), indicating their engagement in active transcription. A strong positive correlation was observed between the biological replicates of RNET-seq when the normalized counts of reads in each gene were compared (Supplementary Fig. 1). The in vitro RNase I footprints of the regular paused TECs containing the σ^70^ subunit consisted of 16−17 nt of the 3′-proximal RNA (Supplementary Fig. 2). Similarly, the in vivo footprints by RNET-seq centered at 17−18 nt and 16−17 nt lengths in β’-WT and σ^70^-WT datasets, respectively (Fig. 1c). We noted that the σ^70^-WT data also contained short 6−15-nt RNAs derived from pausing close to promoters. The majority of short 6−11-nt RNAs could not be uniquely mapped to the reference *E. coli* genome and were discarded (Supplementary Fig. 3).

**Fig. 1:**
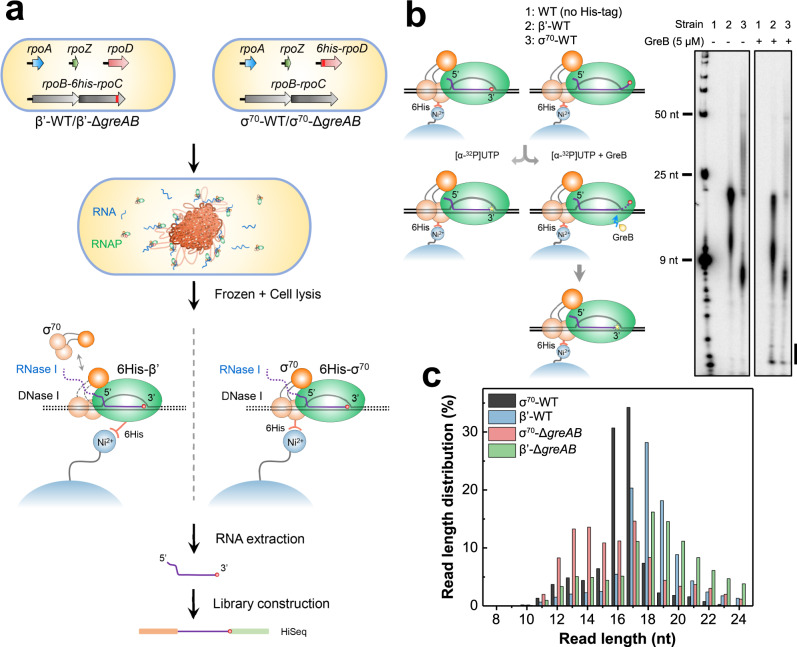
RNET-seq identifies σ^70^-dependent pauses and the corresponding translocation states of RNAP in WT and Δ*greAB* cells. **a** Principles of RNET-seq. The σ^70^ and β’ strains with 6His-tagged RpoD (σ^70^) and RpoC (β’) subunits were used for purification of the intact paused TECs from bacterial nucleoids after treatment with nucleases (see details in Methods). The green oval represents the RNAP core enzyme. Three connected brown circles represent individual domains of the σ^70^ subunit bound to the −10/−35 promoter elements or to RNAP core. β’-WT/β’-Δ*greAB*, WT or Δ*greAB* with His-tagged β’; σ^70^-WT/σ^70^-Δ*greAB*, WT or Δ*greAB* with His-tagged σ^70^. **b** PAGE of the ^32^P-RNA-labeled paused complexes and their sensitivity to GreB-stimulated cleavage. WT, *E. coli* W3110 strain lacking the His-tag in σ^70^ and β’. The first lane, RNA ladder. Vertical bar, cleavage products. Similar quantity of paused TECs were used to allow direct comparison of the RNA yields between β’-WT and σ^70^-WT cells. Data shown are representative of three independent experiments. **c** Histogram shows RNA length distributions (RNA footprints) for the uniquely mapped RNET-seq reads from the indicated strains. The length of protected RNA allowed determination of the translocation register of RNAP in β’-WT at each pause: 16−17-nt, 18-nt and >18-nt RNAs corresponded to the post-translocated, pre-translocated and backtracked states, respectively^51^. The average read lengths for σ^70^-WT, β’-WT, σ^70^-Δ*greAB* and β’-Δ*greAB* strains are 16.3-nt, 18.0-nt, 16.0-nt and 18.3-nt. The <16-nt RNAs were derived from RNAP pausing at a short <16-bp distance from promoters where the nascent transcripts were not yet accessible to the nucleases.

GreA and GreB proteins were previously identified as the major regulators of RNAP pausing and arrest close to promoters^25,30^. The σ^70^ data from Δ*greAB* cells showed a characteristic shift of the RNA length from 16–17 nt to 12–17 nt suggesting that, in the absence of Gre factors, σ^70^-dependent pauses predominantly occurred in the 12–17-nt registers downstream from TSS (Fig. 1c, black and pink columns). We suggest that reactivation of backtracked pauses by Gre factors cleavage resulted in RNA extension to the 16–17-nt registers in WT cells. The σ^70^-dependent pauses in Δ*greAB*, but not in WT cells, were also enriched in >17-nt reads suggesting that Gre factors efficiently suppressed RNAP backtracking caused by σ^70^, and/or rescued the backtracked complexes^14^ (Fig. 1c, pink column).

### Proximity of σ^70^-dependent transcription pauses to promoters

The RNET-seq peak representing a typical σ^70^-dependent pause is shown in Fig. 2a. Only the peaks where the read counts are at least 20-fold over the median value of all RNA reads in a 51-bp window centered at the peaks are assigned as pause sites. In total, we identified 7412 and 3543 pauses recovered by σ^70^- and β′-affinity pull-down in WT cells (σ^70^-WT and β′-WT), respectively (Supplementary Data 1). The σ^70^-WT library had lower background than the β′-WT of RNA reads in the 51-bp window, which resulted in a larger number of the pauses counted in σ^70^-WT compared to β′-WT cells. This observation indicated that the majority of σ^70^ subunit was bound to RNAP within the narrow promoter-proximal regions of the genome. About 26% of the β′-WT pause sites were shared with the σ^70^-WT pause sites and the fraction of shared pauses increased to 57% in Δ*greAB* cells (Fig. 2b). The total number of pauses was also 1.6–1.8-fold higher in Δ*greAB* cells: 12211 pauses in σ^70^-Δ*greAB* cells and 6498 pauses in β′-Δg*reAB* cells (Supplementary Data 1). These data suggested that a substantial fraction of σ^70^-dependent pauses at these sites was suppressed or released by Gre factors in WT cells. The Δ*greAB* cells had a larger number of pause sites and increased the normalized enrichment in untranslated and antisense regions compared to WT cells (Fig. 2c; Supplementary Fig. 4).

**Fig. 2:**
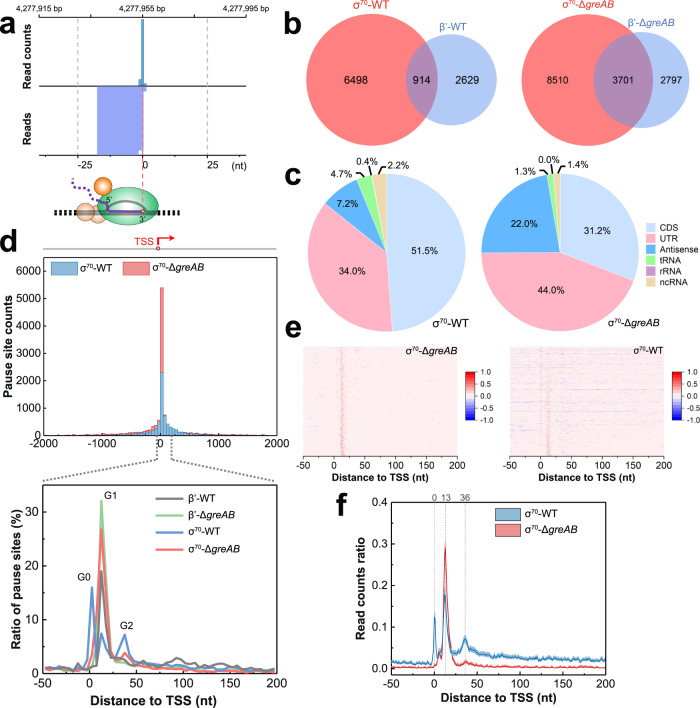
Classification of σ^70^-dependent transcription pauses. **a** Example of σ^70^-dependent pause upstream of the *yjcE* coding sequence (CDS) identified by RNET-seq in the σ^70^-Δ*greAB* strain. The genomic coordinates for 3’ ends of all uniquely mapped RNA reads (bottom lane) were determined and the read count for each 3′ end position was calculated and plotted (top lane). The genomic positions where 3’ end/3’ end median (51-bp window) read counts ratio (pause score) was ≥ 20 and read counts/10^6^ reads was ≥ 10 satisfied our stringent definition for a pause site. **b** Venn diagrams show the total and shared numbers of pauses identified in σ^70^-WT (*n* = 7412), β’-WT (*n* = 3543), σ^70^-Δ*greAB* (*n* = 12211) and β’-Δ*greAB* (*n* = 6498) strains. **c** Distribution of σ^70^-dependent pauses among CDS, UTR, Antisense, tRNA, rRNA and ncRNA regions in σ^70^-WT and σ^70^-Δ*greAB* strains. The “Antisense” pauses included those in CDS, tRNA, rRNA and ncRNA genes. **d** Distribution of pause sites in promoter-proximal regions. The TSS coordinates identified by dRNA-seq^64^ were used to plot pause counts against the pause distance from the nearest TSS on the same DNA strand. The zero and positive coordinates correspond to the pauses overlapping the TSS or located downstream of the TSS, respectively. The upper panel shows the counts of pauses in 50-nt bins within −2000/+2000-bp window centered at the TSS. The bottom panel shows the ratio obtained by dividing the count of pause sites in a 5-bp sliding window to the total count of pause sites in the −50/+200-bp register surrounding the TSS. Heatmap (**e**) and mean (**f**) of the read counts for σ^70^-Δ*greAB* G1 pause sites (*n* = 3099) in σ^70^-Δ*greAB* (left) and σ^70^-WT (right) strains. The pause sites were ranked based on the pause score (described in **a**). The counts of reads aligned to the sense and antisense strands in each coordinate were normalized to 0 to 1 and 0 to −1 by dividing the maximum read count in each −50/+200-bp region. The regions with multiple pause sites were counted only once (**e**). The dashed line and number on the top indicate the distance of the peak from the TSS. The line and the shadowed region represent the mean and 95% confidence interval for the read counts ratio (**f**).

The majority of strong σ^70^-dependent pauses in WT and Δ*greAB* cells was localized within ~50 bp distance downstream of the annotated TSS (Fig. 2d, top). We arbitrarily separated these pauses into G0, G1, and G2 groups located at −2 to 3, 10 to 20, and 31 to 39 bp distance from the closest TSS, respectively (Fig. 2d, bottom). Although these three groups were similarly populated in σ^70^-WT cells, the G1 pauses (Supplementary Data 2) dominated in Δ*greAB* cells, suggesting that Gre factors primarily suppressed or released pausing at a short 10−20-bp distance from TSS. Heatmap analysis further revealed that G1 pauses were significantly enriched in σ^70^-Δ*greAB* compared to σ^70^-WT cells (Fig. 2e). In contrast, G0 and G2 pauses predominantly observed in σ^70^-WT cells were rarely as strong as G1 pauses (Fig. 2f). Notably, G0 pauses had their 5′ RNA ends residing upstream of the closest TSS, indicating that they originated from promoters located upstream from the nearest TSS. Most G0 and G2 pauses were substantially weaker than the G1 pauses in both, WT and Δ*greAB* cells (Supplementary Data 1), and these pauses were not analyzed further.

### Two categories of G1 pauses

As reported previously, a promoter-like −10 sequence located downstream from the original promoter is essential for σ^70^-dependent pausing^21,27,28^. To investigate whether the −10-like region (−10LR) was involved in G1 pauses in σ^70^-Δ*greAB* cells, we sorted these pauses based on their distance from the TSS and aligned them via centering at the corresponding TSS. A putative −10LR was identified for the pauses in the 16−20-nt, but not in the 10–15-nt G1 register (Supplementary Fig. 5). Information content (Ri) quantification of −10LR by a σ^70^ model^31^ showed an average Ri above 0 for pauses 16–20-nt from the TSS (Fig. 3a). Based on this difference, G1 pauses were subdivided into two categories: proximal G1p (10–15 nt) and distal G1d (16–20 nt). The G1d category showed significantly higher Ri of −10LR compared to all σ^70^ promoters from RegulonDB^32^ (Fig. 3b). The significantly shorter read length at G1p pauses compared to G1d and all other peaks indicated a close proximity of G1p pauses to promoters with their 5′ end residing directly at the TSS (Fig. 3c). Accordingly, the relatively long read length of the nascent RNA at G1d pauses suggested a high fraction of backtracked pausing (Fig. 3d and ref. ^7^).

**Fig. 3:**
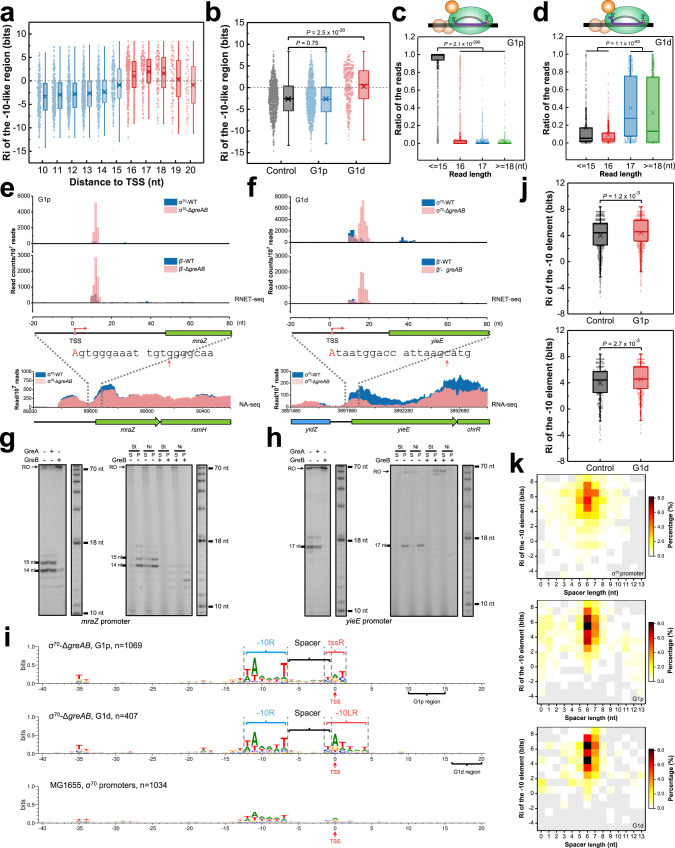
Statistical and in vitro biochemical analysis of G1 pauses. **a** Information content (Ri) for −10LR (−10-like region) encoded by all σ^70^-Δ*greAB* G1 pauses as a function of its distance from the TSS. The second base in the −10-like hexamer marked the location of the −10LR. The highest Ri of the hexamers ranging from −1 to +2 was adopted and assigned to −10LR (*n* = 3099). **b** Boxplot compares the Ri of −10LR for proximal G1p and distal G1d pauses. All σ^70^ promoters from RegulonDB with a labeled −10 element were used as a control, *n* = 950 σ^70^ promoters. In this and all subsequent boxplots, the median (solid line), mean (cross), 25th and 75th percentiles are indicated, and the whiskers represent 1.5-fold interquartile range. **c**, **d** Read length distribution at G1p (*n* = 1069) and G1d (*n* = 407) pauses, respectively. Ratio of reads, number of reads with specific length(es)/number of total reads. The cartoon on the top depict the backtracked translocation states of G1d complexes based on a significant difference of their read lengths. Note, that the short ≤15-nt RNAs detected at most G1p pauses were due to the close proximity of G1p pauses to the TSS that precluded determination of the translocation state of G1p complexes by treatment with RNase I. **e**, **f** RNET-seq and RNA-seq profiles of two representative genomic regions containing G1p and G1d pauses identified by RNET-seq at *mraZ* and *yieE* promoters, respectively. The first 20 nt of *mraZ* and *yieE* transcripts are shown. The red capital letters and arrows indicate the TSS and the pause peaks from RNET-seq data. **g**, **h** in vitro validation of the σ^70^-dependent G1p and G1d pauses at *mraZ* and *yieE* promoters, respectively. The left panel shows nascent RNA in the paused complexes obtained in the presence and absence of GreA or GreB. Immobilization on streptavidin beads through 5′-biotin DNA was used to confirm integrity of the RNA-labeled paused complexes (right panel). Eσ^70^ with His-tagged σ^70^ was used for the assay confirming the presence of σ^70^ in the paused complexes. RO, run-off transcripts; St, streptavidin; Ni, Ni^2+^-NTA agarose; S, supernatant; P, pellet. The representative results are based on three independent experiments. **i** Sequence logo for σ^70^-Δ*greAB* G1p and G1d promoters and for σ^70^ promoters from RegulonDB. The DNA sequences were aligned relative to the TSS. Only the strongest pause was used for analysis of the TSSs following multiple pause sites. Coordinate “0” represents TSS (commonly marked as the +1 site) in the sequence logo, otherwise the standard “+1” TSS nomenclature was used. −10R, −10 promoter element; tssR, region surrounding TSS; −10LR, −10-like region; spacer, spacing region between −10R and TSS. **j** Boxplot comparing Ri of the −10 elements for G1p (top) and G1d (bottom) promoters. G1p promoters, *n* = 1069 and G1d promoters, *n* = 407. −10R of the same numbers of randomly chosen promoters were used as a control. **k** Heatmap showing correlation between distribution of spacer length and information content (Ri) of the promoter −10 element for all σ^70^ promoters (top), promoters containing G1p (middle) and G1d (bottom) pauses. The two-tailed Mann-Whitney *U*-test was used for the statistical analysis shown above.

Figure 3e and 3f shows representative G1p and G1d pause sites identified by RNET-seq at *mraZ* (G1p) and *yieE* (G1d) promoters. An in vitro transcription assay confirmed the presence of pauses at the same distance from the TSS as the pauses that were determined by our RNET-seq. These pauses were not observed in the presence of GreA and GreB proteins, indicating that G1p and G1d pauses included backtracked intermediates that were rescued by Gre factors (Fig. 3g, h, left). Pulling down the ^32^P-RNA-labeled paused complexes by His-tagged σ^70^ or by biotin group in template DNA confirmed the presence of a major fraction of σ^70^ subunit in both paused complexes in vitro (Fig. 3g, h, right). The close similarity of the in vitro and in vivo results suggested that the σ^70^ subunit was involved in G1p and G1d pauses in promoter-proximal regions of many *E. coli* genes in vivo. Additionally, RNA-seq confirmed the 1.3- and 2.5-fold higher number of reads in a 200 bp region immediately downstream of the *mraZ* and *yieE* pause sites in WT compared with the Δ*greAB* cells (Fig. 3e, f, bottom). This enrichment indicated the transcriptional upregulation of the corresponding genes caused by suppression of the G1 pausing by Gre factors in vivo.

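RNA-seq was carried out on total RNA of σ70-WT (W3110 with a His tag on rpoD) and σ70-ΔgreAB (the same tagged strain with greA and greB disrupted by resistance genes) cells grown in LB to an OD600 of 0.5, with 3 libraries per strain. The authors aligned the reads with STAR, counted them per gene with HTSeq, and deposited values in TPM for 4497 features, which sum to 1000000 in each library. TPM is normalized for gene length and library size, so the number of reads behind a value is not shown, and the paper's Reporting Summary gives only a minimum number of reads per library. The steps between the lowest values gave the relative total of length-scaled reads in each library, taking σ70-WT replicate 1 as 1. This total was 1.44 and 1.31 in σ70-WT replicates 2 and 3, and 1.33, 1.19 and 1.29 in σ70-ΔgreAB replicates 1, 2 and 3. It follows the number of reads only where the make-up of the libraries is alike, so between the strains it is a rough guide to depth. Changes were tested from the TPM with limma on log2(TPM + 1), which understates the change of low genes, over the 4012 features with a mean TPM of at least 1. With Benjamini-Hochberg adjustment, 1887 of these differed between the strains, 1275 higher and 612 lower in σ70-ΔgreAB (67.6% higher). This split depended on the scaling: with the TPM of each library divided by its median ratio to the mean library, 898 genes were higher and 871 lower (50.8% higher), and with quantile normalization 941 were higher and 846 lower (52.7% higher). The median log2 change of all genes was 0.19 in the TPM as deposited, so changes are also given relative to this shift. The Pearson correlation of log2(TPM + 1) across genes was 0.976 to 0.984 between libraries of a strain and 0.923 to 0.937 between strains.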

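The disrupted genes were low in σ70-ΔgreAB. The TPM of greA (b3181) was 360.6 ± 61.1 in σ70-WT and 12.3 ± 2.84 in σ70-ΔgreAB (SD, n = 3 each). The log2 change was -4.77 (standard error 0.18, adjusted p = 5.29e-07 from limma with Benjamini-Hochberg adjustment). The TPM of greB (b3406) was 38.8 ± 2.40 and 3.93 ± 2.20 (SD, n = 3 each). Its log2 change was -3.10 (standard error 0.30, adjusted p = 8.24e-05 from the same limma fit). For both genes all σ70-WT libraries were above all σ70-ΔgreAB libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).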

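For whole genes rather than the region downstream of the pause, the TPM of mraZ (b0081) was 194 ± 4.94 in σ70-WT and 162 ± 4.40 in σ70-ΔgreAB (SD, n = 3 each), a ratio of 1.20. Its log2 change in σ70-ΔgreAB was -0.27 (standard error 0.077, adjusted p = 0.0211 from limma with Benjamini-Hochberg adjustment), or -0.45 relative to the median of all genes. The call for mraZ was not kept in every setting: the adjusted p from limma was 0.0562 with a variance prior that did not depend on expression, and it reached 0.0785 without σ70-ΔgreAB replicate 1, over a range of 0.00164 to 0.0785. The ratio rose to 1.39 after median-of-ratios scaling. The TPM of yieE (b3712) was 42.9 ± 5.55 in σ70-WT and 22.5 ± 3.70 in σ70-ΔgreAB (SD, n = 3 each), a ratio of 1.91. Its log2 change was -0.90 (standard error 0.16, adjusted p = 0.00211 from limma with Benjamini-Hochberg adjustment), or -1.09 relative to the median of all genes. For both genes every σ70-WT library was above every σ70-ΔgreAB library (two-sided exact permutation test, p = 0.1, the smallest possible here). From the higher number of reads downstream of both pauses in the presence of Gre factors, the paper concludes that suppression of G1 pausing raises transcription of these genes.

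**Figure D1:**
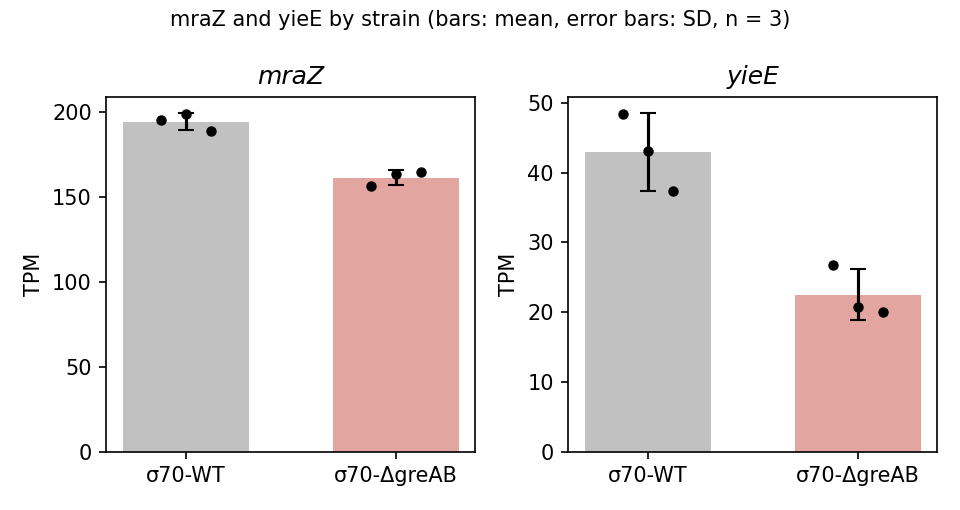
TPM of mraZ and yieE in σ70-WT and σ70-ΔgreAB cells. Bars show the mean, error bars the SD and points the 3 libraries of each strain. The σ70-WT libraries lie above the σ70-ΔgreAB libraries for both genes.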

An alignment of the G1p and G1d promoter sequences revealed several DNA motifs located immediately upstream from the G1 pauses, which were absent in the reference group of σ^70^-dependent promoters. The distinct promoter −10 element (−10R) for both the G1p and G1d promoters (Fig. 3i) indicated a more conserved −10R and/or more conserved 6-bp spacer length between −10R and TSS for the G1 promoters. A significantly higher Ri of the −10R element was observed at promoters located upstream of G1p and G1d pauses (Fig. 3j), as well as for the entire subset of σ^70^ promoters that followed by pause sites identified in this work (Supplementary Fig. 6). A heatmap showed a relatively broad spacer length distribution among all σ^70^-dependent promoters in *E. coli* (Fig. 3k, top). In contrast, the G1p (63%) and G1d (66%) promoters had more uniform 6−7 nt spacer between the −10R and TSS, indicating that the narrow spacer length might contribute to the strength of G1 pauses (Fig. 3k, middle and bottom). The TSS region (tssR) of G1p promoters, consisted of three nucleotides centered at +1 TSS, was enriched with a “YR_+1_Y” motif with a + 1 purine (R) surrounded by two pyrimidines (Y) (Fig. 3i). Interestingly, the same “YR_+1_Y” motif preceded by a 6-nt spacer was previously reported as a strong predictor for genome-wide TSS position and promoter strength^33^. A similar tssR motif was also identified in the reported σ^70^ promoters followed by σ^70^-dependent pauses (Supplementary Fig. 7). Thus, promoter-proximal σ^70^-dependent pausing appears to exhibit two distinct mechanisms involving binding of a σ^70^ to strong canonical −10R promoter element, optimal 6/7-bp spacer, and “YR_+1_Y” tssR (G1p promoter), and those containing an additional −10LR sequence at a conserved 11-bp distance downstream from the −10R of the original promoter (G1d promoter). We noticed that the distance between −10R and −10LR sequences approximately corresponded to a single helical turn of B-DNA placing these elements on the same side of the DNA helix. This may facilitate a transition from G1p to G1d pause by the hopping of σ_2_ domain, which is a modular domain of σ^70^ to bind −10 element (see Discussion for more details).

### −10R, −10LR, tssR elements and spacer contribute to G1p and G1d pauses

Our in vitro testing of several G1p and G1d promoters showed that the pausing patterns and sensitivity to Gre factors closely matched the in vivo results. Briefly, the relative pause strength was largely reduced by GreA or GreB at a representative panel of G1 promoters that we tested in vitro (Supplementary Fig. 8, 9). The effect of GreB on these pauses was stronger than that of GreA (Fig. 4a, b). Several point mutations, introduced to the G1p and G1 promoters that increased the Ri of their −10 element (−10R Ri+), significantly increased G1p, but not G1d pause strength, indicating that strong binding of σ^70^ to −10R was essential for the G1p pauses (Fig. 4c, d; Supplementary Fig. 10). On the other hand, mutations (−10LR Ri+/−) increasing or decreasing Ri of the distal −10LR of G1d promoters increased or decreased the G1d pause strength, respectively suggesting that the downstream −10LR was involved in G1d pausing (Fig. 4e; Supplementary Fig. 11c, d). The R_−1_-to-Y and R_+2_-to-Y mutations increasing tssR Ri of G1p promoters carrying the sub-optimal R_−1_R_+1_Y_+2_ and Y_−1_R_+1_R_+2_ sequence moderately increased the pause strength of a subset of the pauses. Y-to-R mutations at “Y_−1_R_+1_Y_+2_” tssR of G1p promoters that decreased their Ri significantly reduced G1p pausing indicating contribution to pause strength of the pyrimidine residues adjacent to TSS (Fig. 4f; Supplementary Fig. 11a, b). Although not all gain-of-function G1d promoter −10R and G1p promoter tssR mutations improved the pause strength (Fig. 4d, f), the statistical analysis of loss-of-function mutations strongly indicated that −10R and “Y_−1_R_+1_Y_+2_” tssR of G1p promoters, as well as −10R and −10LR of G1d promoters were both essential for G1 pauses.

**Fig. 4:**
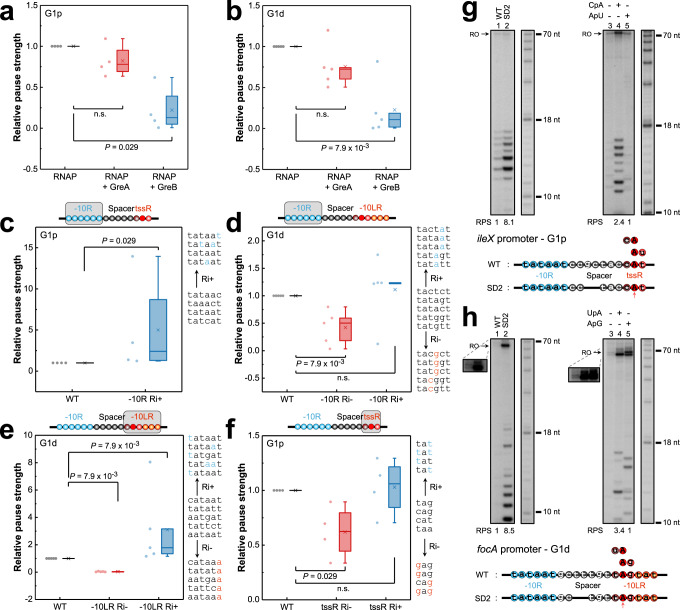
−10R, spacer length and tssR/−10LR determine G1p and G1d pauses in vitro. Boxplots of pause strength for G1p (**a**) and G1d (**b**) pauses in the absence and presence of GreA or GreB. G1p (*exuR*, *mraZ*, *ileX* and *mocA*; *n* = 4 G1p promoters) and G1d (*yieE*, *minC*, *gadW*, *mrdB* and *artP*; *n* = 5 G1d promoters) promoters were used for the analysis (**a**–**f**). The pause strength was determined by dividing the signal intensity of run-off and paused RNA products to the signal intensity of paused RNA product in the gel for each in vitro template (Pause strength = Signal intensity[paused RNA]/(Signal intensity[paused RNA] + Signal intensity[run-off])). The pause strength in the absence of Gre factors was set to 1 (**a**, **b**). Boxplots show the effect on pause strength of −10R and tssR mutations in G1p promoters (**c**, **f**), and −10R and −10LR mutations in G1d promoters (**d**, **e**). Pause strength of the WT promoters was set to 1 (**c**–**f**). −10R (−10LR; tssR) Ri−/Ri+ , mutated −10R (−10LR; tssR) with decreased or increased Ri are indicated. The gray rectangle in each cartoon represents the motif used for mutation analysis. The original and mutated (colored in blue or red) DNA sequences designed to increase (Ri+) or decrease (Ri−) Ri are shown on the right in gene order. Two-tailed Mann-Whitney *U*-test was used for statistical analysis of the data. Effect of the spacer length on G1p (**g**) and G1d (**h**) pauses. The in vitro transcription was initiated on the WT template or on the mutant template with the shortened DNA spacer (left); different dinucleotide RNA primers overlapping the tssR were employed to alter the position of the TSS (right). The inset shows the run-off transcripts with higher exposure to visualize the faint bands. Data represent three independent experiments. Structural elements of the WT and mutated promoters are shown on the bottom. Each circle represents a single nucleotide. Open blue circles, −10R; Dark red circle, overlapped nucleotide between spacer and tssR/−10LR; Open black and dark red circles, spacer; Red circles, tssR; Red and orange circles, −10LR; Filled red circle, TSS. Red arrows indicate TSS. WT, wild-type promoter; SD2, spacer with 2-nt deletion; RPS, relative pause strength. The analysis included the data from two or more independent experiments.

Finally, we tested the impact of the 6-bp −10R/TSS spacer length on G1 pauses using the *ileX* (G1p) and *focA* (G1d) promoters, both containing the suboptimal 8-bp spacers not typically found in G1 promoters. A 2-bp deletion reducing the *ileX* spacer to 6-bp length caused 8.1-fold increase of the G1p pause strength (Fig. 4g, lanes 1 and 2). Interestingly, a 2.4-fold increase was also observed for the wild-type *ileX* promoter when the regular dinucleotide A_+1_U_+2_ RNA primer corresponding to the native A_+1_ of *ileX* tssR, was replaced with C_−1_A_+1_ primer to induce a 1-bp upstream shift of the TSS, which also shortened the −10R/TSS distance from 8 to 7-bp length (Fig. 4g, lanes 4 and 5; Supplementary Fig. 12). This finding suggested that the 6-bp distance between the 5′ RNA end and −10R, rather than the length of the DNA spacer per se, was crucial for G1p pauses. A similar result was obtained with the G1d *focA* promoter (Fig. 4h), pointing to a similar role of spacer in both types of G1 pauses. Shortening of the *yieE* promoter spacer from 7 to 6 bp moderately increased the pause strength (Supplementary Fig. 13) indicating that a 6-bp spacer length appeared to be optimal for the G1 pauses. Taken together, our mutational analysis confirmed that consensus −10R, 6-bp spacer, and “YR_+1_Y” tssR, all known characteristic for strong *E. coli* promoters, were prerequisites for G1p pausing. In addition, the more distal G1d pauses required the −10LR located 11 bp downstream from the original −10R. This genome-wide result is consistent with the transcription pausing caused by binding of σ^70^ subunit to promoter-proximal −10-like sequences^21,27,28^ that was previously identified at several *E. coli* promoters in vitro.

### G1 pauses involve backtracking and an extended transcription bubble

To address the structural foundation of G1 pauses, we probed conformational changes in the RNA-DNA hybrid and transcription bubble in TECs at several G1p and G1d pauses identified in vivo and confirmed in vitro. The complete resistance to RNase T1 and RNase I of the nascent RNA at G1p^*mraZ*^ and G1d^*yieE*^ pauses (in UTRs of the *mraZ* and *yieE* genes) consisting of 14−15-nt and 17-nt transcripts, respectively (Fig. 5a, b), and the high sensitivity of these complexes to GreB-induced transcript cleavage (Fig. 3g, h), indicated the presence of backtracked pauses at both G1 pause sites. Treatment with GreB generated cleavage products shortened by 4–5-nt at the 3′ end, confirming 4−5-bp backtracking of RNAP at the G1p and G1d pauses (Fig. 5c; Supplementary Fig. 14). As reported before, backtracking at ≥3-bp distance increases sensitivity to GreB and makes these pauses more resistant to GreA^13^. In contrast, backtracking at 1–2-bp distance makes these pauses more susceptible to GreA^34^. The substantially lower sensitivity of G1p and G1d pauses to GreA compared to GreB (Fig. 4a, b) confirmed backtracking of more than 2 bp at the G1 pauses.

**Fig. 5:**
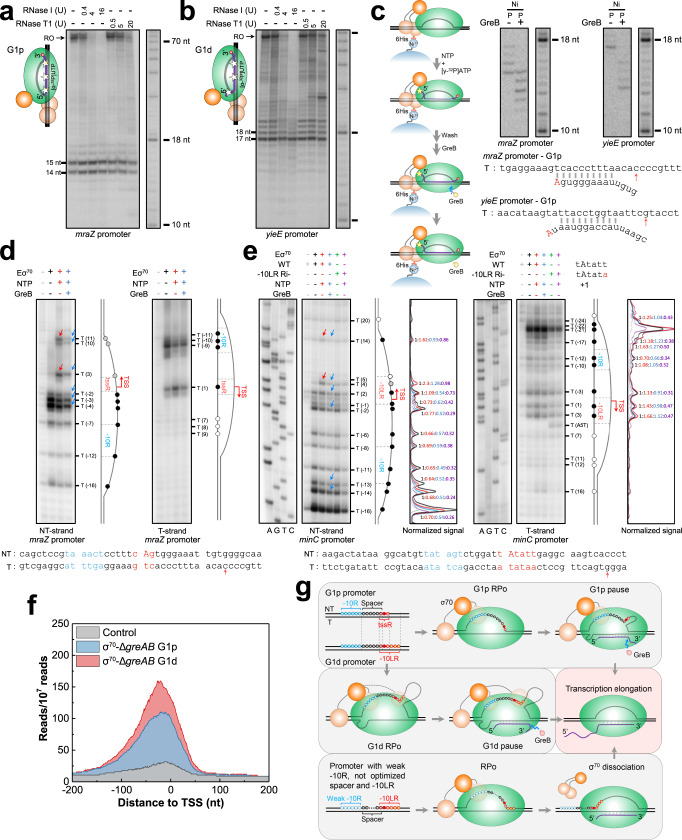
In vitro analysis of G1p/G1d pauses and the corresponding open promoter complexes. Protection of the nascent RNA by Eσ^70^ (6His-σ^70^) holoenzyme from digestion by RNases I and T1 at G1p (**a**) and G1d (**b**) pauses. In the regular (non-paused) elongation complex, RNAP protects 14 nt (RNase T1) and 17−18 nt (RNase I) of the 3’ RNA from nuclease digestion^65^. The cartoons on the left show the proposed alternative translocation states of the RNA in the paused complex. The stars indicate the RNA positions labeled by [α-^32^P] UMP. Data shown represent two independent experiments. **c** GreB-induced transcript cleavage of nascent RNA at G1p (*mraZ*) and G1d (*yieE*) pauses. The workflow for the experiment is shown on the left. Ni, Ni^2+^-NTA beads; P, pellet. Results represent two independent experiments. The template strand sequences of the *mraZ* and *yieE* promoters and backtracked RNAs at the pause sites are shown at the bottom. Red arrows indicate the pausing peaks identified by RNET-seq. **d** Permanganate footprints of the non-template and template strands of the transcription bubble at the *mraZ* (G1p) promoter. The positions of all T residues in the bubble are indicated. The diagrams on the right show the transcription bubble at the *mraZ* promoter during G1p pausing. Black filled circles, T residues sensitive to KMnO_4_ in the absence and presence of NTP; gray filled circles, permanganate-sensitive T residues only in the presence of NTP; white filled circle, T residues resistant to permanganate. **e** Permanganate footprints of the transcription bubble at the *minC* (G1d) promoter. Both DNA strands of the *mraZ* and *minC* promoters including the −10R (blue), tssR/−10LR (red) elements and TSS (red capital) are shown at the bottom, and the corresponding G1p and G1d pause sites are marked by red arrows. **f** Profiles of median ChIP-seq reads coverage at G1p, G1d and control promoters based on the heatmaps (Supplementary Fig. 16). Permanganate footprinting results are representative of three independent experiments. **g** Model depicting the structural properties of σ^70^-dependent G1p and G1d pauses. The interaction of σ^70^ domains with the promoter elements, the DNA scrunching and the corresponding changes in the RNA register at G1p and G1d pauses are indicated.

Potassium permanganate footprinting, which probes unpaired T residues in DNA, showed relatively normal size (~17-nt) and location of the transcription bubble in the RNAP-promoter open complex (RPo) at the *mraZ* promoter, which codes for a G1p pause (Fig. 5d, −NTP, black lane). In contrast, the TEC at the G1p^*mraZ*^ pause showed an unusually long ~27-nt bubble, substantially larger than the bubble detected in the regular TEC carrying the similar length of nascent RNA that was obtained from T7A1 promoter containing no G1 pause (Fig. 5d, +NTP, red lane; Fig. 5g; Supplementary Fig. 15). Strikingly, the corresponding paused TEC at the G1d^*minC*^ promoter exhibited an even larger (>30-nt) transcription bubble compared to the size detected at G1p pause sites (Fig. 5e, red arrows; Fig. 5g). A point mutation introduced to the −10LR of *minC* eliminated the G1d^*minC*^ pause also reduced the size of the bubble to the scale typically observed in the RPo (Fig. 5e, purple lane). Thus, the extended bubble appeared to be a hallmark of the G1d promoters making them different from the regular and the G1p promoters. Cleavage of the nascent RNA at the G1p^*mraZ*^ and G1d^*minC*^ sites by GreB rescued these pauses (Fig. 3g; Supplementary Fig. 9b). However, treatment with GreB reduced, but did not completely eliminate the bubble at these pause sites and promoter region (Fig. 5d, e, blue arrows), suggesting that these promoters contained a large fraction of RNAP capable of forming a RPo-like promoter complex, which was trapped in the catalytically inactive state^30,35^. Our analysis of the published ChIP-seq/σ^70^ data^36^ confirmed a high enrichment of RNAP holoenzyme in a 400-nt window centered at the TSS of the G1p and G1d promoters compared to the promoters lacking G1 pauses (Fig. 5f; Supplementary Fig. 16).

### σ^70^-induced pausing controls the expression of regulator genes

Although regulation of σ^70^-dependent pauses by Gre factors has been well documented in vitro^14,27,28^, their biological role and impact on genome-wide transcription levels warranted further investigation. Our data showed that G1 pauses were significantly increased in cells lacking Gre factors. ~70% of all G1 peaks from RNAP (G1p, 1128/(1128 + 424); G1d, 366/(366 + 158)) identified in Δ*greAB* cells had the matching strong σ^70^ peaks that accumulated at G1 pauses (Fig. 6a). Not all pausing peaks identified by σ^70^-affinity were also identified by β′-affinity. A substantial fraction of σ^70^ may have dissociated from Eσ^70^ during promoter escape or was lost during purification of the complexes by β′-affinity. The RNA-seq also showed that genes containing G1 pauses were expressed at a significantly higher level compared to the randomly selected genes (Fig. 6b), which was consistent with the canonical −10 element of the strong G1 promoters (Fig. 3i). 

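The full sets of genes with G1p and G1d pauses were not analysed here, because placing the pauses on genes needs an annotation of the genome release used for the alignment, which was not used here. Some of the genes the paper names for G1 pauses, grouped before the data were examined, were ranked instead by their mean TPM over the 3 σ70-ΔgreAB libraries among all 4497 features. The 3 genes of the G1p group (mraZ, exuR and ileX) had a median TPM of 76.6 and a mean percentile of 55.9. The percentiles were 83.1 for mraZ, 71.1 for exuR and 13.4 for ileX. The low mean of the group thus rests on ileX, which was listed at 0 in σ70-ΔgreAB replicates 2 and 3. Their ranks did not differ from those of the other features (two-sided exact rank-sum test across genes, p = 0.740). The 2 genes of the G1d group (yieE and focA) had a median TPM of 44.6 and a mean percentile of 58.2 (same exact test, p = 0.700). The median TPM of the other features was 25.6 beside the G1p group and 25.7 beside the G1d group. The paper also lists mocA among G1p promoters and minC, gadW, mrdB and artP among G1d promoters (Fig. 4), and lists with these were added after the data were seen. With mocA, the mean percentile of the G1p group was 52.8 (exact rank-sum test, p = 0.849). With minC, that of the G1d group was 67.2 (same exact test, p = 0.316), and with all 4 added genes 64.1 (p = 0.239). Genes are not independent replicates, and so few genes cannot show a modest difference.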

Gene ontology (GO) analysis^37^ showed that *E. coli* genes containing the G1 pauses were enriched among genes coding for the general and gene-specific transcription regulators (Fig. 6c). Most importantly, our RNA-seq analysis of transcription levels in σ^70^-WT and σ^70^-Δ*greAB* cells revealed that genes harboring G1 pauses were consistently downregulated in the σ^70^-Δ*greAB* compared to σ^70^-WT cells, and this downregulation was especially pronounced in genes containing the strong G1 pauses (Fig. 6d). 

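The set of genes shown in Fig. 6d was not analysed here for the same lack of an annotation, and the change was measured in genes the paper names for pauses. A list of 6, fixed before the data were examined, holds 5 genes with a G1 pause (mraZ, exuR, ileX, yieE and focA) and yjcE, which the paper gives as an example of a σ70-dependent pause without calling it G1. Of the 6 genes, 4 were lower in σ70-ΔgreAB (mraZ, exuR, ileX and yieE) and 5 lay below the median change of all genes. Their median log2 change was -0.16, and -0.37 after median-of-ratios scaling. With limma and Benjamini-Hochberg adjustment 3 of the 6 differed between the strains over all genes tested, 2 of them lower (mraZ and yieE), and 3 did adjusted over the list alone. focA (b0904) was higher in σ70-ΔgreAB, with a log2 change of 0.60 (standard error 0.13, adjusted p = 0.00539 from limma with Benjamini-Hochberg adjustment). After quantile normalization its log2 change was 0.30 (adjusted p = 0.0865, the highest of its alternatives). The paper describes the spacers of the focA and ileX promoters as suboptimal. Pause scores were not matched to the named genes, so their pauses were not sorted by strength. exuR (b3094) changed by -0.06 (standard error 0.11, adjusted p = 0.661), which is within the replicate error, and without σ70-WT replicate 2 its change was 0.0025. It was called lower with quantile normalization (log2 change -0.31, adjusted p = 0.0439, the lowest of its alternatives). ileX (b3069) was listed at 0 in 3 of the 6 libraries, and its change could not be told from 0 (adjusted p = 0.489 from limma). yjcE (b4065) changed by 0.16 (adjusted p = 0.439 from limma), and by -0.037 after median-of-ratios scaling. As a list, the 6 genes did not differ from the other genes tested (camera with a preset correlation of 0.01, p = 0.249, fry, p = 0.256, camera with an estimated correlation, p = 0.399). With yjcE left out, a choice made after the data were seen, the median of the other 5 was -0.27, with 4 lower (camera, p = 0.187, fry, p = 0.125, camera with an estimated correlation, p = 0.283).
The other list holds 5 genes the paper names as near, antisense to or containing a G1 pause, and Fig. 4 also lists promoters under their names, as G1p for mocA and as G1d for minC, gadW, mrdB and artP. Of the 5 genes, gadW was lower in σ70-ΔgreAB (log2 change -0.39, adjusted p = 0.124 from limma), reaching an adjusted p of 0.0358 after median-of-ratios scaling and 0.0185 after quantile normalization, and mocA, minC, mrdB and artP were higher. The change of minC was 0.13 as deposited and -0.074 after median-of-ratios scaling. mrdB (log2 change 0.79, adjusted p = 0.00361) and artP (log2 change 0.53, adjusted p = 0.00257) differed between the strains by limma with Benjamini-Hochberg adjustment. Over this list 2 genes passed adjusted over the list alone. The median log2 change was 0.49, with p = 0.462 from camera, p = 0.00852 from fry and p = 0.537 from camera with an estimated correlation. Unlike camera, fry does not compare the list with other genes, whose shift of 0.19 is part of this change. The median of the list was 0.30 after median-of-ratios scaling and 0.25 after quantile normalization. Without σ70-WT replicate 1 the median of this list was 0.17. Over all 10 genes named for G1 pauses, without yjcE and also chosen after the data were seen, the median was 0.033, with 5 lower, 5 that differed and 2 of these lower (camera, p = 0.686, fry, p = 0.377, camera with an estimated correlation, p = 0.791).
From the RNA-seq of both strains, the paper states that genes with G1 pauses are downregulated in the absence of Gre factors, most of all those with strong pauses.

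**Figure D2:**
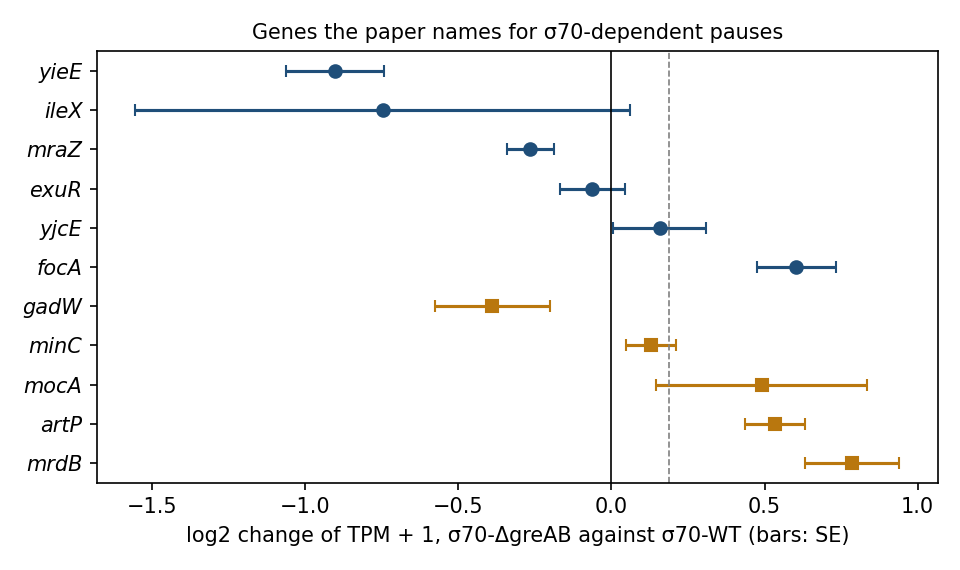
Log2 change of TPM + 1 in σ70-ΔgreAB against σ70-WT for genes the paper names for σ70-dependent pauses, on the horizontal axis. Circles mark the list of 6 genes, 5 with a G1 pause and yjcE, squares the 5 genes near, antisense to or containing a G1 pause, and bars the standard error. The solid line is at 0 and the dashed line at the median of all genes, 0.19.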

Our analysis of the published RNA-seq data revealed that the transcription of the *greA* and *greB* genes were regulated in an opposite manner under each stress condition, causing induction of one but repression of the other *gre* gene (Supplementary Fig. 17). In turn, the G1 pauses are released by either GreA or GreB depending on the type of stress and backtracking distance of the corresponding pause. Thus, our results provide strong evidence that the highly dynamic G1 pauses with the rapidly exchanging backtracked states are involved in a global regulation of promoter escape and in the local transcriptional networks governed by specialized transcription regulators (Fig. 6e).

**Fig. 6:**
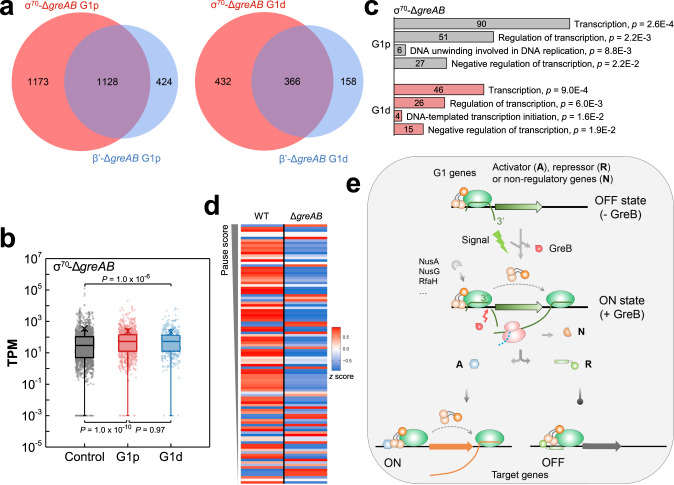
Role of σ^70^-dependent pauses in transcription regulation. **a** Venn diagrams of all G1p (left) and G1d (right) pauses from Δ*greAB* cells identified in this work. **b** Boxplot of transcripts per million (TPM) for the genes with and without G1p or G1d pauses. Control genes, *n* = 1641; genes with G1p pauses, *n* = 863 and genes with G1d pauses, *n* = 386. *P* value was calculated by two-tailed Mann-Whitney *U*-test. **c** Gene Ontology (GO) analysis of genes with G1p and G1d pauses in the corresponding promoter-proximal regions. All significantly enriched gene categories are listed. The number of genes in each category is shown inside the bars. **d** Heatmap shows the transcription pattern of genes containing G1 pauses in σ^70^-WT and σ^70^-Δ*greAB* datasets. The G1 genes whose start codon is ≤ 20 bp upstream and ≤ 100 bp downstream from σ^70^-Δ*greAB* G1 pause sites (pause score ≥ 1000, *n* = 104) are shown. Data from three biological replicates are presented. WT, σ^70^-WT strain; Δ*greAB*, σ^70^-Δ*greAB* strain. **e** Schematic illustration of the mechanism for σ^70^-induced promoter-proximal pausing, its suppression by GreB, and the impact of the pausing on global regulation of transcription. σ^70^ induces strong backtracked G1 pauses to inhibit gene transcription by hindering RNAP elongation. The GreB expression is increased under certain environmental stresses to relieve the G1 pauses. The release of G1 pauses increases the corresponding genes transcription, especially the genes coding for transcription regulators. The transcription regulators further up- or down-regulate transcription of target genes to response to environmental perturbations.

## Discussion

Promoter-proximal pausing is broadly employed for regulation of genes in metazoans^1,2,38^. However, only a limited number of bacterial and bacteriophage promoters have been shown to be regulated by promoter-proximal pausing in vitro, and the protein factors involved in vivo remain unknown. Here, by using σ^70^ subunit-based RNET-seq with a single nucleotide resolution, we identified the genome-wide pause sites caused by the σ^70^ subunit in *E. coli*. Further analysis showed that these pause sites are largely enriched in the promoter regions and regulated by Gre factors. We characterized two distinct mechanisms for promoter-proximal pausing that act in vivo consecutively at 10–15-bp (G1p) and 16–20-bp (G1d) distances from the TSS. The G1p promoters consist of the canonical −10R, a 6–7 nt −10R to TSS spacer, and a “YR_+1_Y” tssR. All of these features were previously shown to determine the high strength of *E. coli* promoters^33,39–42^. Although the strong σ^70^ binding seemed to facilitate rapid and stable recruitment of RNAP in vivo, it also hindered promoter escape due to the strong anchoring of σ^70^ to the canonical promoter elements, ultimately leading to DNA scrunching and RNAP inactivation by backtracking as depicted in Fig. 5g. Promoter clearance is generally considered as a hallmark of transition from transcription initiation to elongation. Transcription initiation is a multistep process in which formation of the open promoter complex is following by multiple cycles of abortive transcription, generating short 2–15-nt RNAs that are rapidly released from RNAP^43^. The transition to productive elongation occurs at a ~9–11-nt distance from promoters^44^. The G1p paused complexes primarily occur in the 10–15-nt register of promoters rather than the complexes engaged in abortive transcription. These pauses, but not the abortive complexes were efficiently rescued by GreB to increase the run-off products (Supplementary Fig. 18). These data indicate that the σ^70^-dependent G1p pausing derives from the early elongation complexes that remain bound to promoters.

The G1d pauses shared a similar promoter-like structure as the G1p pauses but contained an additional −10LR element that causes retention of σ^70^ after RNAP escapes from the promoter. This mechanism is reminiscent of the pauses reported in vitro at the λpR’ and *lac* promoters^21,27,28^, which also have a canonical −10 region, a 6-nt spacer between −10 region and TSS and a −10-like region, to which σ^70^ binds to induce RNAP pausing at a 16−17-bp distance from the corresponding TSS. These similarities strongly indicate that the σ^70^-dependent pauses identified in vitro at the λ bacteriophage pR’ promoter have the same mechanism as the σ^70^-dependent G1d pauses described in our work. We noticed that a large number of G1 promoters contained both G1p and G1d pauses, suggesting that the G1p promoters may increase the local concentration of σ^70^ near the promoter DNA to facilitate hopping of the σ_2_ domain from the original −10 element to the secondary −10LR sequence located nearby. Indeed, the −10LR of G1d promoters appeared to be positioned at ~11 bp downstream from the original −10R on the same face of the DNA helix, which may further promote σ_2_ domain hopping to generate similar contacts with DNA in RPo and G1d-paused TEC as reported at λpR’ promoter^45^. In this model, the other domains of the holoenzyme may remain bound to the original promoter elements. The dsDNA constrained by the σ_2_ domain may help maintain the interaction between σ_4_ and the −35 promoter element to further stabilize the paused elongation complex. Although elemental pauses have been reported as precursors for the longer hairpin-dependent and backtracked pauses in *E. coli*^4,8^, we did not identify the putative elemental pause motifs near the G1 pauses, indicating that they seem not to be essential for σ^70^-dependent pausing.

The metadata analyses (Fig. 5f; Supplementary Fig. 16) showed that the G1 promoters effectively recruit RNAP, but strongly limit its escape to productive elongation. Holding RNAP at the promoter should block access of other RNAP molecules to the corresponding gene^35,46^, thus, turning RNAP itself into a general transcription repressor. The G1 pausing may represent yet another layer of gene repression in addition to the well-known mechanisms of promoter occlusion by repressors that block open complex formation^39^. In addition, the G1 pauses may expedite a transcriptional response to changing environmental cues after being released by Gre factors. Indeed, transcription of the *greB* gene appeared to be induced under different stress conditions (Supplementary Fig. 17) supporting its crucial role in stress responses. This mechanism seems to be similar to the robust promoter-proximal pausing of RNA polymerase II and its rescue by TFIIS for rapid response to external signals in eukaryotes^1,2,47^. We found that G1 pauses are enriched in the genes coding for transcription regulators (Fig. 6c), ultimately establishing the G1 pause-containing genes as key nodes involved in regulation of cellular responses to environmental perturbations.

Binding sites for σ^70^ on RNAP core overlap with those for the general Nus factors (NusA, NusG and RfaH) known to synchronize transcription and translation, control pausing during elongation and processivity of RNAP^48–51^ (see Fig. 6e). The G1 pauses may serve as a checkpoint enabling a temporal assembly of these factors at the promoter to guarantee the subsequent proper readout and regulation by the downstream elongation and termination signals. This notion is consistent with a negative correlation between the binding pattern of σ^70^ and the binding patterns of NusA and NusG observed by ChIP-seq analysis of promoter-proximal regions^52^. The G1 pausing may also stabilize binding of σ^70^ to RNAP and make transcription of the target genes, such as ncRNA and antisense RNA genes, independent of regulation by Nus and Rho factors^18,53^. In addition, the G1 pausing could increase retention of σ^70^ in the elongation complexes at a large distance from the original promoter to additionally reinforce pausing caused by σ^70^-mediated recognition of the −10-like sequences^18^.

Further analysis is required to investigate the role of the robust σ^70^-dependent pausing in transcription elongation at a large distance from promoters including transcription terminators^54^. The high evolutionary conservation of σ^70^ suggests that this pausing mechanism is likely shared by other bacteria. RNA polymerase II initiation factors TFIIB and TFIIE^55–57^, possessing homology with bacterial σ factors, are the likely candidates to regulate promoter-proximal pausing in eukaryotes.

## Methods

### Bacterial strains and growth conditions

*E. coli* strains β′-WT (W3110 *rpoC*-6×His::*kan*) and β′-Δ*greAB* (W3110 *rpoC*-6×His::*kan greA*::*tet greB*::*amp*) were engineered as was previously described^7^. σ^70^-WT (W3110 6×His-*rpoD*) strain was constructed using a CRISPR-Cas9 system. For the His-tagging, a homologous recombination DNA with His-tag DNA sequence (5′-catcaccatcaccatcac-3′) was inserted 3′ of the G residue of the start codon (ATG) of *rpoD* and the ~1.0 kb surrounding DNA was amplified by overlap PCR and cloned into plasmid pTargeT. After electroporation, the tagged strain was identified by PCR and confirmed by Sanger sequencing. The *greA* and *greB* genes were disrupted by P1 transduction from strain β′-Δ*greAB* to obtain the σ^70^-Δ*greAB* (W3110 6×His-*rpoD greA*::*tet greB*::*amp*) strain. The primers used are shown in Supplementary Data 3. All *E. coli* strains were grown in LB medium (tryptone 10 g l^−1^, yeast extract 5 g l^−1^, NaCl 10 g l^−1^) or on LB plate containing 50 μg ml^−1^ kanamycin, 40 μg ml^−1^ spectinomycin, 50 μg ml^−1^ ampicillin or 12.5 μg ml^−1^ tetracycline when appropriate.

### RNET-seq and data analysis

Cell collection, lysis and elongation complexes pull-down. An overnight cell culture was diluted in 100 ml LB medium (OD_600_ = 0.02) and cultured at 37 °C to reach a mid-log phase (OD_600_ = 0.5). To stabilize binding of σ^70^ to RNAP core during TEC purification, low ionic strength conditions (described below) were used throughout the purification protocol. Namely, the cell culture was combined with an equal volume of frozen 2 × crush buffer (20 mM Tris-HCl pH 7.8, 10 mM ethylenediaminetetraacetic acid (EDTA), 100 mM NaCl, 1 M Urea, 25 mM NaN_3_, 2 mM β-mercaptoethanol, 10% ethanol, 0.4% NP40, 1 mM PMSF) and the cells were collected by centrifugation (18000 g, 15 min, 4 °C), instantly frozen in liquid nitrogen and placed on ice. The cells were resuspended and lysed by 120 kU Ready-Lyse lysozyme (Lucigen), 400 U RNase I (Invitrogen) and 40 U alkaline phosphatase (NEB) at room temperature for 10 min. The chromosomal DNA was pelleted and treated with 300 U RNase I, 6 U Turbo DNase (Invitrogen) and 100 U DNase I (Roche) by vortexing at room temperature for 10 min. After centrifugation (18,000 g, 3 min, 4 °C), the supernatant containing the solubilized TECs (~700 μl) was incubated with 200 μl of Ni^2+^-NTA beads for 1 h at 4 °C with continuous shaking (1000 rpm). The beads were washed 4 times with 1 ml of the wash buffer (20 mM Tris-HCl pH 7.8, 1 M betaine, 5% glycerol, 2 mM β-mercaptoethanol, 2.5 mM imidazole) and 3 times by 1 ml pre-elution buffer (20 mM Tris-HCl pH 7.8, 40 mM KCl, 0.3 mM MgCl, 5% glycerol, 2 mM β-mercaptoethanol, 2.5 mM imidazole). The TECs immobilized on the beads were digested once again with 100 U RNase I, 2 U Turbo DNase and 40 U DNase I in 150 μl pre-elution buffer containing 200 μg ml^−1^ bovine serum albumin for 30 min at room temperature with continuous shaking (600 rpm). The beads were washed 4 times with the wash buffer and loaded onto 0.5 ml Ultrafree-MC centrifugal filters (Millipore). The immobilized material was eluted with the wash buffer containing 0.3 M imidazole. The nucleic acids in the eluates were extracted once with 400 μl phenol:chloroform:isoamylalcohol (PCI; 25:24:1) and once with 300 µl chloroform. The top water phase was collected and mixed with 3 volumes (~1200 µl) of isopropanol. After precipitation at −80 °C for 30 min and centrifugation, the nucleic acids pellet was washed by 180 µl of 80% ethanol and air-dried. The pellet was dissolved in 12 µl nuclease-free water. The DNA was removed by 2 U Turbo DNase and 10 U DNase I at 37 °C for 15 min. The residual RNA was extracted by PCI, precipitated by isopropanol and solubilized in 10 µl nuclease-free water.

Barcode ligation and reverse transcription. The RNA was ligated to 10.7 pmol barcode DNA linker using 200 U T4 RNA ligase 2 (NEB) overnight at 16 °C. The ligation product was extracted by chloroform, precipitated by isopropanol and solubilized in 10 µl nuclease-free water. Reverse transcription was performed using the RNA-DNA chimera and 3 µM phosphorylated reverse transcription primer in 1 × PrimeScript buffer containing 0.5 mM dNTPs, 5 mM DTT, 0.6 U µl^−1^ SuperaseIn RNase inhibitor (Invitrogen) and 10 U µl^−1^ PrimeScript Reverse Transcriptase (Takara) at 48 °C for 30 min. After 2 U RNase H (NEB) treatment for 15 min at 37 °C, the reaction mixture was separated by 10% Urea-TBE PAGE. The cDNA products at 75−100-bp range were excised from the gel and extracted with nuclease-free water for 10 min at 70 °C. The gel chunks were removed by filtering and the cDNA was precipitated by 3 volumes of isopropanol at −80 °C for 30 min and dissolved in 4 µl nuclease-free water.

Circularization, library preparation and Illumina sequencing. The resulting cDNA was circularized by 40 U ssDNA ligase (Lucigen) at 60 °C for 4 h. The circularized DNA was subjected to PCR to generate a sequencing library using Illumina index primers and PrimeSTAR Max DNA polymerase (Takara). The PCR product was loaded and electrophoresed by 8% TBE PAGE. The DNA product excised from the gel was extracted overnight by 680 µl DNA soaking buffer (0.3 M NaCl, 10 mM of Tris-HCl pH 8.0, 0.97 mM EDTA) at room temperature. The DNA library was precipitated by isopropanol, washed once by cold 80% ethanol, air dried and dissolved in 8 µl 10 mM Tris-HCl pH 8.0. The concentration of the library was determined by an Agilent 2100 bioanalyzer. Illumina sequencing was performed by the NIH Intramural Sequencing Center. The DNA libraries were quantified by qPCR, pooled and loaded on an Illumina HiSeq 2500 using 2 × 50 bp paired-end sequencing in rapid run mode.

Data analysis. After a quality check, the primer sequence was trimmed from the raw R1 reads by Cutadapt^58^ and PCR duplicates were removed using Clumpify from the BBMap suite based on the random barcode. The random barcode was further removed and the reads were aligned to the *E. coli* genome NC_000913.2 using Bowtie^59^. After disregarding the multi-mapped reads, some strong false-positive pausing peaks appeared in tRNA and rRNA genes, and other repetitive sequences in the genome. These peaks were excluded from the further analysis. The 5′ end coordinates of all uniquely aligned R1 reads, which correspond to 3′ end of RNA, were recorded by BEDTools^60^ and the total read counts at each coordinate were determined. The coordinate was picked up and defined as a transcription pause site when its read counts was at least 20-fold of the median read counts in a surrounding 51-nt window size and not less than 10 per million reads.

### DNA templates and in vitro transcription

The wild-type promoters from the −80 to +60 region relative to the TSS used for in vitro transcription, were amplified by PCR using genome as template and cloned into T-Vector pMD19 (Simple, Takara). Primers containing the mutations were used to PCR the whole derived pMD19 plasmid constructed above. The DNA product was self-ligated using T4 DNA ligase (Invitrogen) and transformed to DH5α competent cells. Mutations were confirmed by Sanger sequencing and the plasmid was used to amplify DNA template for in vitro transcription. When appropriate, a 5′-biotin-labeled primer was used to amplify DNA template with biotin labeling at the 5′ end of non-template strand. Primers used to amplify DNA templates are listed in Supplementary Data 3. Single round in vitro transcription reactions were performed in transcription buffer (40 mM Tris-HCl pH 8.0, 1 mM dithiothreitol, 0.1 mg ml^−1^ BSA, 10 mM MgCl_2_, 50 mM KCl) in two steps. First, 20 nM linear DNA template and 50 nM Eσ^70^ were mixed and incubated at 37 °C for 10 min to form the open complex. When indicated, 200 nM GreA or 50 nM GreB was added in this step. Then 20 µM GTP, UTP, CTP, 2 µM ATP and 5 µCi [γ-^32^P] ATP (PerkinElmer) were used to start the reaction for 10 min. In the second step, the reaction mixture was chased with the addition of 20 µM ATP and 10 µg ml^−1^ rifampicin for 3 min. The reaction was terminated by adding the same volume of 2 × stop buffer (10 M Urea, 250 mM EDTA pH 8.0, 0.05% xylene cyanol and bromphenol blue) and analyzed on 23% (10:1, acrylamide:bisacrylamide) polyacrylamide gel with 7 M urea. All procedures of in vitro transcription, the following RNase I, RNase T1 cleavage and GreB stimulated cleavage assays were performed at 37 °C unless indicated otherwise.

For testing RNAP activity before RNET-seq, 10 µl Ni^2+^-NTA beads with ECs were washed three times by 200 µl pre-elution buffer. Then 10 mM MgCl_2_ and 10 µCi [α-^32^P] UTP (PerkinElmer) were added to the beads to elongate the nascent RNAs for 10 min. After washing the beads three times by wash buffer, the ECs were eluted by 10 µl wash buffer containing 0.3 M imidazole. For pull-down experiments, 5′-end biotin labeled DNA template and reconstituted Eσ^70^ (6His-σ^70^) were used. The same in vitro transcription was done as mentioned above on 8 µl streptavidin and Ni^2+^-NTA beads. After reaction and spinning down the beads, the top solution was collected (“supernatant” fraction) and the bottom beads were immediately washed three times to stop the reaction. The transcription products were released by heating the beads resuspended by the same volume of stop buffer at 95 °C for 5 min (“pellet” fraction). To initiate transcription by dinucleotide, 200 µM CpA, ApU, UpA, or ApG (TriLink) were added during open complex formation. Then 20 µM NTPs, 2 µCi [α-^32^P] UTP and 10 µg ml^−1^ rifampicin were added and incubated for 3 min before stopping the reaction.

### RNase I and RNase T1 footprinting of the nascent RNA

In an 8 µl reaction mixture, 20 nM DNA template and 50 nM reconstituted Eσ^70^ (6His-σ^70^ or 6His-β’) was incubated for 10 min on 8 µl Ni^2+^-NTA beads. Then 20 µM GTP, ATP, 2 µM UTP and 3 µCi [α-^32^P] UTP were added to initiate the reaction at the *rrnB* P1 promoter for 10 min. An additional 20 µM CTP was used for the *mraZ* and *yieE* promoters. After chasing the reaction by 20 µM UTP and 10 µg ml^−1^ rifampicin for 3 min, the beads were washed twice and treated by the indicated amount of RNase I (Invitrogen) or RNase T1 (ThermoFisher) for 10 min at 24 °C. The beads were washed two times and extracted with 3 µl PCI to terminate the reaction.

### GreB cleavage assay

The same reaction on Ni^2+^-NTA beads that was used for the RNase footprinting was pre-incubated to form RPo. Transcription was initiated by adding 20 µM GTP, UTP, CTP, 2 µM ATP and 5 µCi [γ-^32^P] ATP for 10 min. The reaction was chased with 20 µM ATP for 3 min. After washing two times, 50 nM GreB was added for 10 min to induce cleavage of the transcripts. The beads were washed twice to stop the reaction and the products were denatured at 95 °C for 5 min.

### Potassium permanganate DNA footprinting

DNA was labeled by [γ-^32^P] ATP individually at the 5′ end of the template or the non-template strands. The labeled DNA (~12,000 cpm) and 150 nM Eσ^70^ were used to form the paused TECs. The sample was mixed with equal volume of 20 mM KMnO_4_ by vortexting for 15 s and quenched by 1.3 M β-mercaptoethanol. After adding 80 µg salmon sperm DNA (Invitrogen) and nuclease-free water to a total volume of 100 µl, the DNA fragments were extracted by PCI and precipitated by adding 1/10 volume of sodium acetate and 2.5 volumes of ethanol for 1 h at −20 °C. The pellet was resuspended in 10% (v/v) piperidine and treated for 15 min at 90 °C. The DNA fragments were re-precipitated and washed twice with 70% ethanol. The DNA pellet was dissolved in 20 µl nuclease-free water, dried by vacuuming and dissolved in the loading buffer (95% formamide, 20 mM EDTA pH 8.0, 0.2% SDS, 0.05% xylene cyanol and bromphenol blue). The sequencing ladders were generated by a Thermo Sequenase Cycle Sequencing Kit (ThermoFisher). The resultant DNA products were analyzed by 10% (19:1, acrylamide:bisacrylamide) PAGE containing 7.5 M urea.

### RNA-seq and data analysis

To extract total RNA for RNA-seq, 8 ml *E. coli* cells grown to mid-log phase (OD_600_ = 0.5) were spun down, resuspended in 800 µl TRIzol (Invitrogen) and incubated for 4 min at 95 °C. The total RNA was purified by 400 µl PCI extraction and 200 µl chloroform extraction. After centrifugation, an equal volume of isopropanol was added to the top water phase to precipitate the RNA. The genomic DNA was digested with 50 U DNase I for 30 min at room temperature. The RNA was purified by RNeasy Mini Kit (Qiagen) and its concentration was quantified by Agilent 2100 bioanalyzer. The libraries were constructed using TruSeq Stranded Total RNA Library Prep Kit (Illumina) and applied to MiSeq using 2 × 150 bp paired-end sequencing at the Center for Cancer Research Sequencing Facility. The reads that passed quality control and filtering of the raw data were aligned to the *E. coli* genome NC_000913.2 using STAR^61^. The raw counts of the aligned reads for each gene were calculated by HTseq^62^. Fold changes of genes transcription between different samples were calculated by DESeq2^63^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. All RNET-seq and RNA-seq data from this study were deposited to NCBI’s Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo) under the accession number GSE147611. The RNA-seq data used for *greA* and *greB* genes expression were obtained from GEO with the accession numbers GSE135516 [tps://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135516], GSE111094, GSE88980 and GSE90056. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Nascent RNA sequencing identifies a widespread sigma70-dependent pausing regulated by Gre factors in bacteria
**Source:** Nat Commun. 2021 Feb 10;12:906. doi: 10.1038/s41467-021-21150-2
**Supplement:** Supplementary file 1 — Supplementary information

**Supplementary Information**

**Title**

**Nascent RNA sequencing identifies a widespread sigma70-dependent pausing regulated by Gre factors in bacteria**

Zhe Sun^1^, Alexander V. Yakhnin^1^, Peter C. FitzGerald^2^, Carl E. Mclntosh^2^, Mikhail Kashlev^1*^

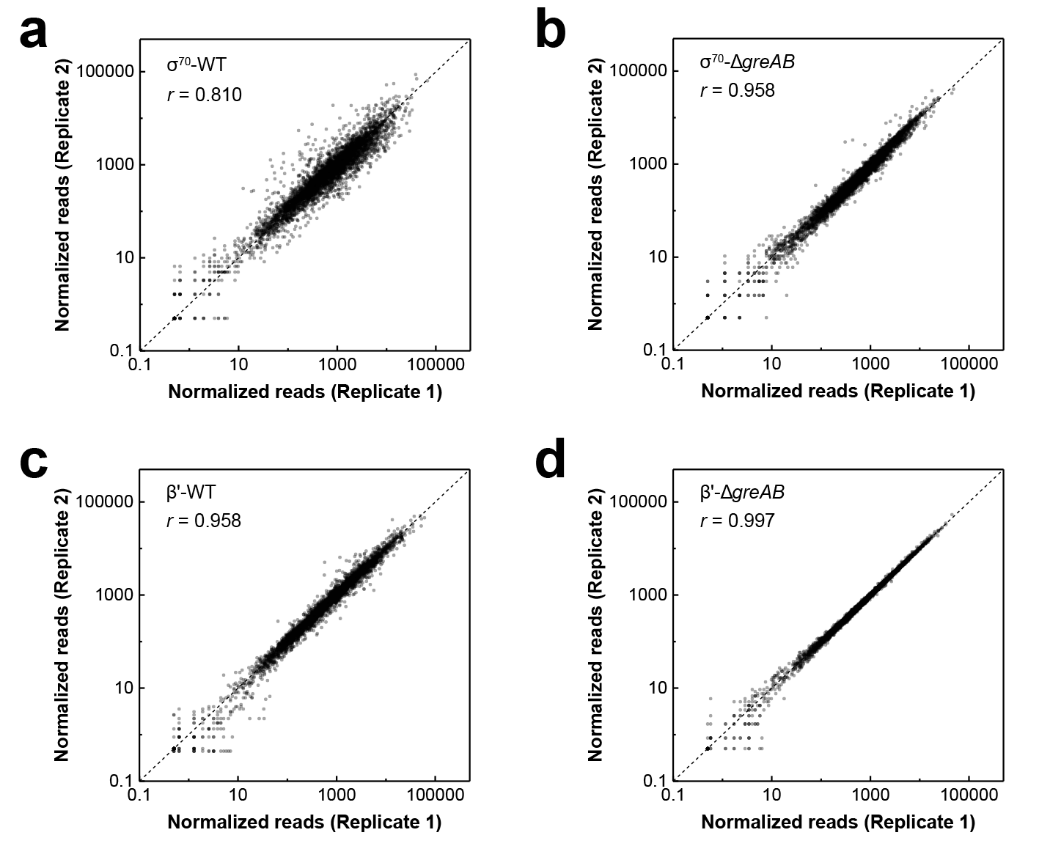

**Supplementary Fig. 1 Scatterplots showing a correlation between two biological replicates of RNET-seq from the different *E. coli* strains.** The total count of uniquely mapped reads for each *E. coli* gene from two biological replicates was normalized to the same library size (10^7^ reads). 0.5 count was manually added to the poorly expressed genes containing no mapped reads to obtain all data points and avoid bias in a log scale. The corresponding strain name is labeled in each figure. *r*, Pearson correlation coefficient.

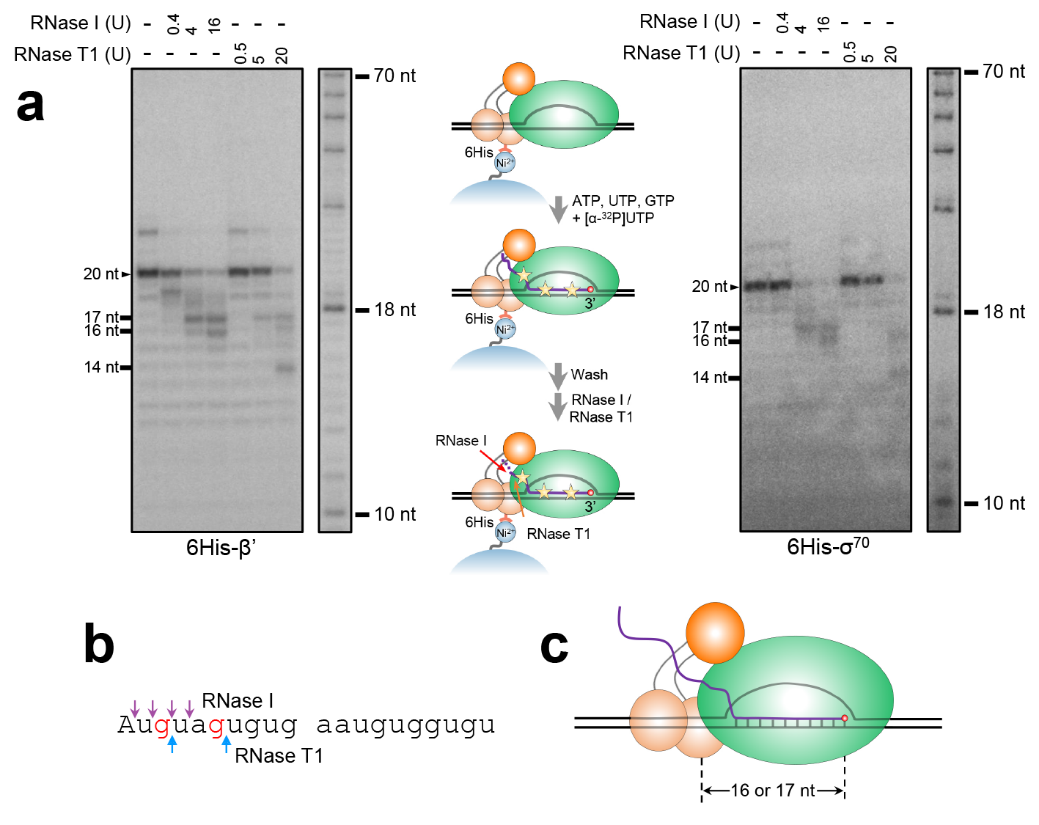

**Supplementary Fig. 2 In vitro analysis of Eσ^70^ holoenzyme footprints on the nascent RNA using TEC20 obtained from the *rrnB* P1 promoter and treated with RNase T1 and RNase I.** **a** Scheme in the middle shows the workflow of the experiment. The stars represent [α-^32^P] UMP incorporated into the nascent RNA. Red circle, RNA 3’ end. Eσ^70^ holoenzymes carrying a His-tag fused to β’ (left) or σ^70^ (right) was used to form the elongation complex carrying 20-nt RNA (TEC20) obtained from the *rrnB* P1 promoter in the presence of ATP, GTP, UTP and [α-^32^P] UTP, but without CTP. TEC20 was isolated on Ni^2+^-NTA beads by the β’ or the σ^70^ tag followed by treatment with the indicated amount of RNase I or RNase T1. Lanes on the right side of the gels display the RNA ladder. Data shown are representative of two independent experiments. **b** Sequence of the 20-nt nascent RNA and positions of the cleavage sites by RNase I (magenta arrows) and RNase T1 (blue arrows) are shown. **c** Schematic showing the length of nascent RNA in TEC20 protected by Eσ^70^.

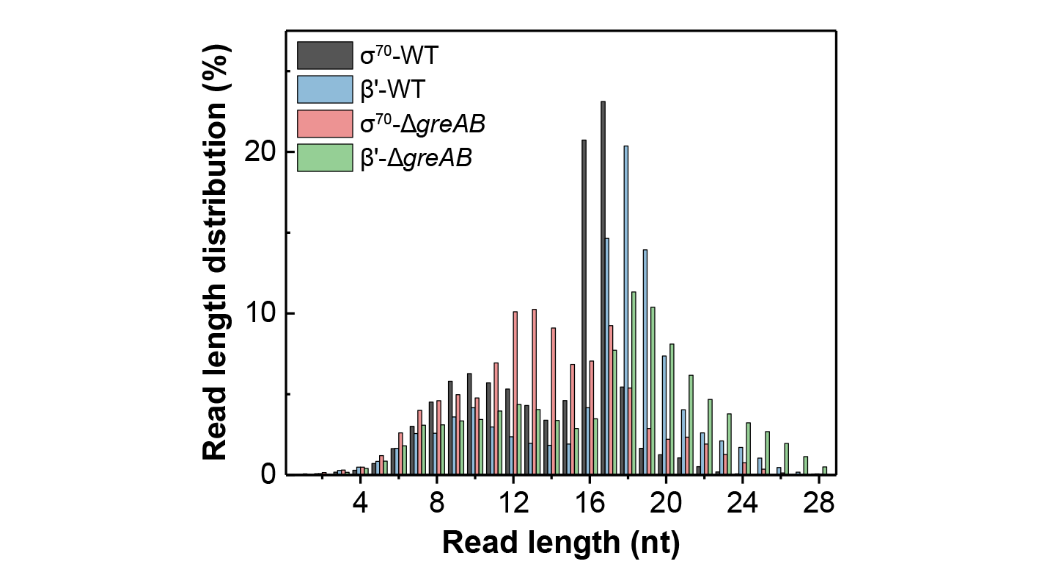

**Supplementary Fig. 3 The RNA length distribution in RNET-seq libraries from the indicated strains.** Histogram shows RNA length distributions for RNET-seq reads before alignment to the genome from the indicated strains. The average read lengths for σ^70^-WT, β’-WT, σ^70^-Δ*greAB* and β’-Δ*greAB* strains are 14.1-nt, 16.4-nt, 13.6-nt and 16.8-nt, respectively.

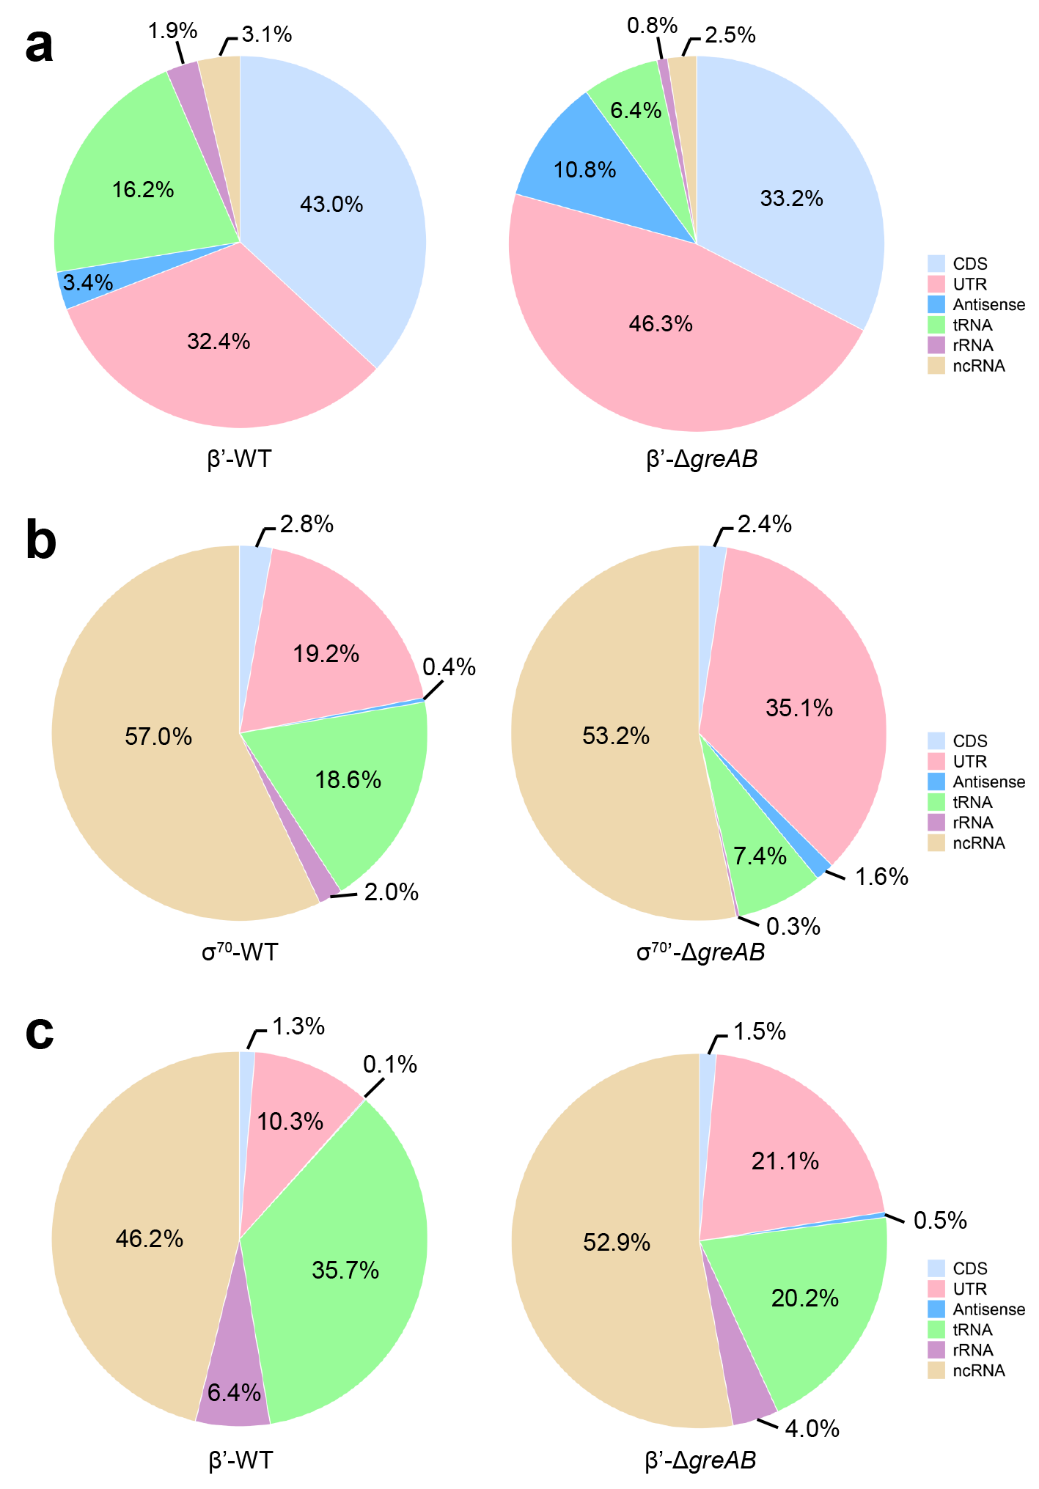

**Supplementary Fig. 4 Distribution of the pause sites and normalized enrichment across different genomic regions in different strains.** **a** Distribution of β’-dependent pauses among CDS, UTR, Antisense, tRNA, rRNA and ncRNA regions in β’-WT and β’-Δ*greAB* strains. β’-WT, *n* = 3543; β’-Δ*greAB*, *n* = 6498. The normalized distribution of σ^70^- **(b)** and β’- dependent **(c)** pause sites across different genomic regions. The lengths of all genomic regions are normalized to the same scale (per 1 kb).

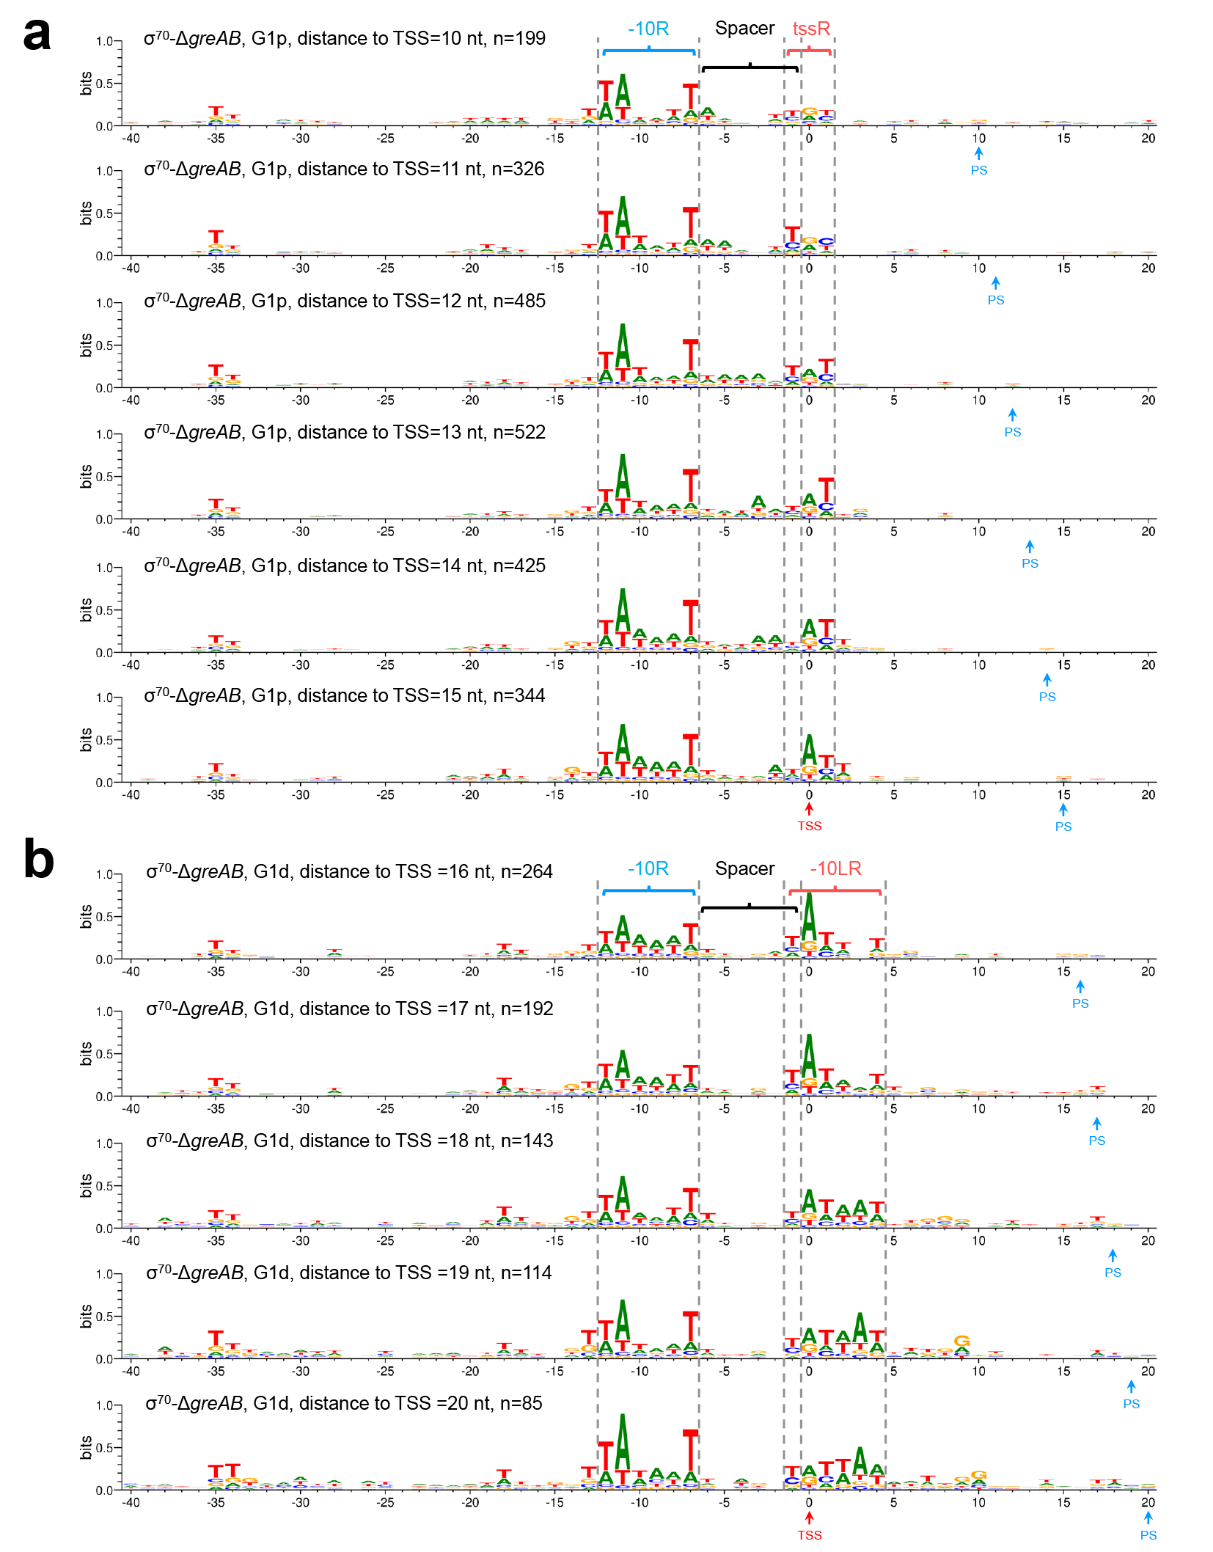

**Supplementary Fig. 5 Sequence logo analysis of G1 pause sites in σ^70^-Δ*greAB* cells located at the indicated distances from the TSS.** The DNA sequences surrounding the proximal G1p **(a)** and distal G1d **(b)** pause sites were sorted based on their distance from the TSS and aligned by centering at the corresponding TSS. In the sequence logo, “0” coordinate represents the TSS (red arrow). Blue arrow shows the 3’ RNA end at the pause sites (PS). The -10 element (-10R), spacer, TSS, and tssR/-10LR elements are indicated.

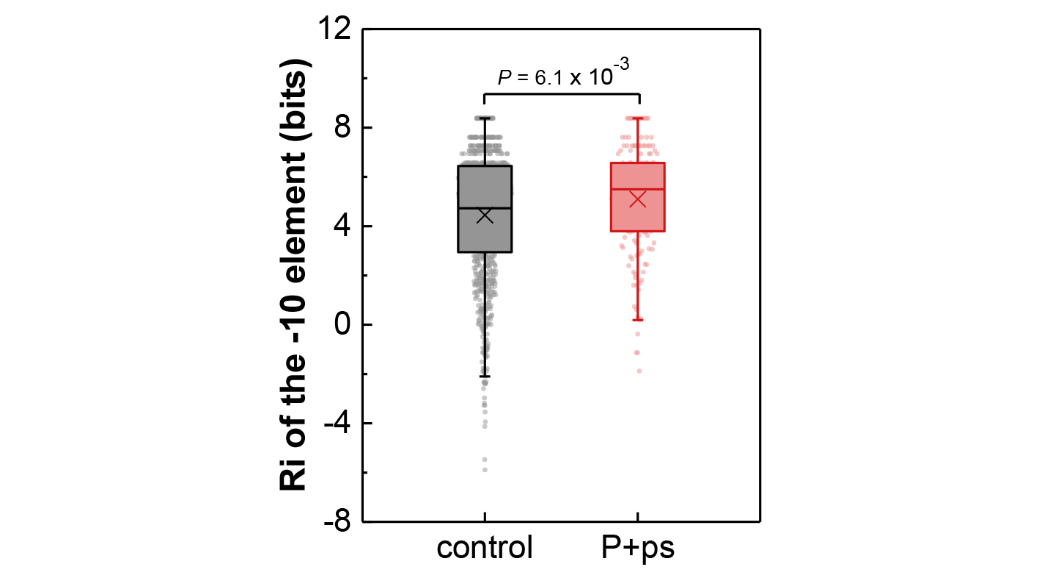

**Supplementary Fig. 6 Boxplot shows a comparison of Ri of -10R of control σ^70^ promoters and σ^70^ promoters containing σ^70^-dependent pauses.** control, all σ^70^ promoters from RegulonDB with a labeled -10 element (*n* = 950 promoters); P+ps, σ^70^ promoters with corresponding σ^70^-dependent pause sites identified in this study (*n* = 167 promoters). *P* value was calculated by two-tailed Mann-Whitney *U*-test. The median (solid line), mean (cross), 25th and 75th percentiles are indicated, and the whiskers represent 1.5-fold interquartile range.

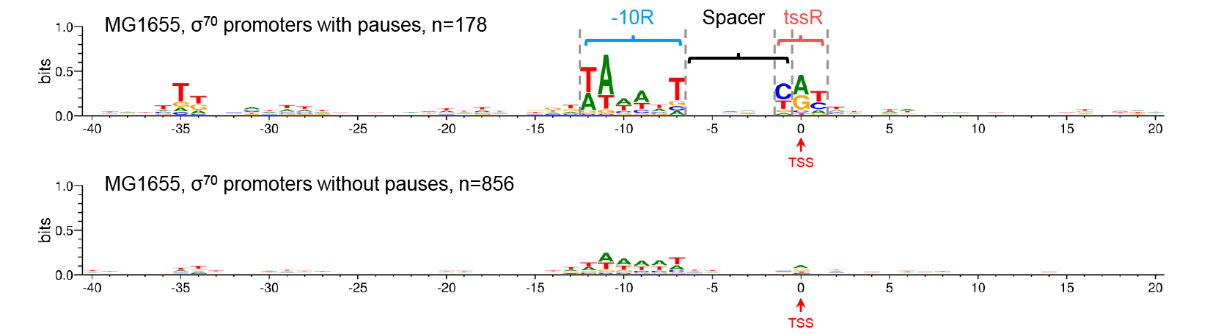

**Supplementary Fig. 7 Sequence logo analysis of the σ^70^ promoters with (top) and without (bottom) σ^70^-dependent pauses identified by RNET-seq.** Sequence logo of all σ^70^ promoters from RegulonDB except promoters that contain σ^70^-dependent pauses is shown at the bottom panel. DNA sequences were aligned relative to the corresponding TSS. In the sequence logo, coordinate “0” represents TSS.

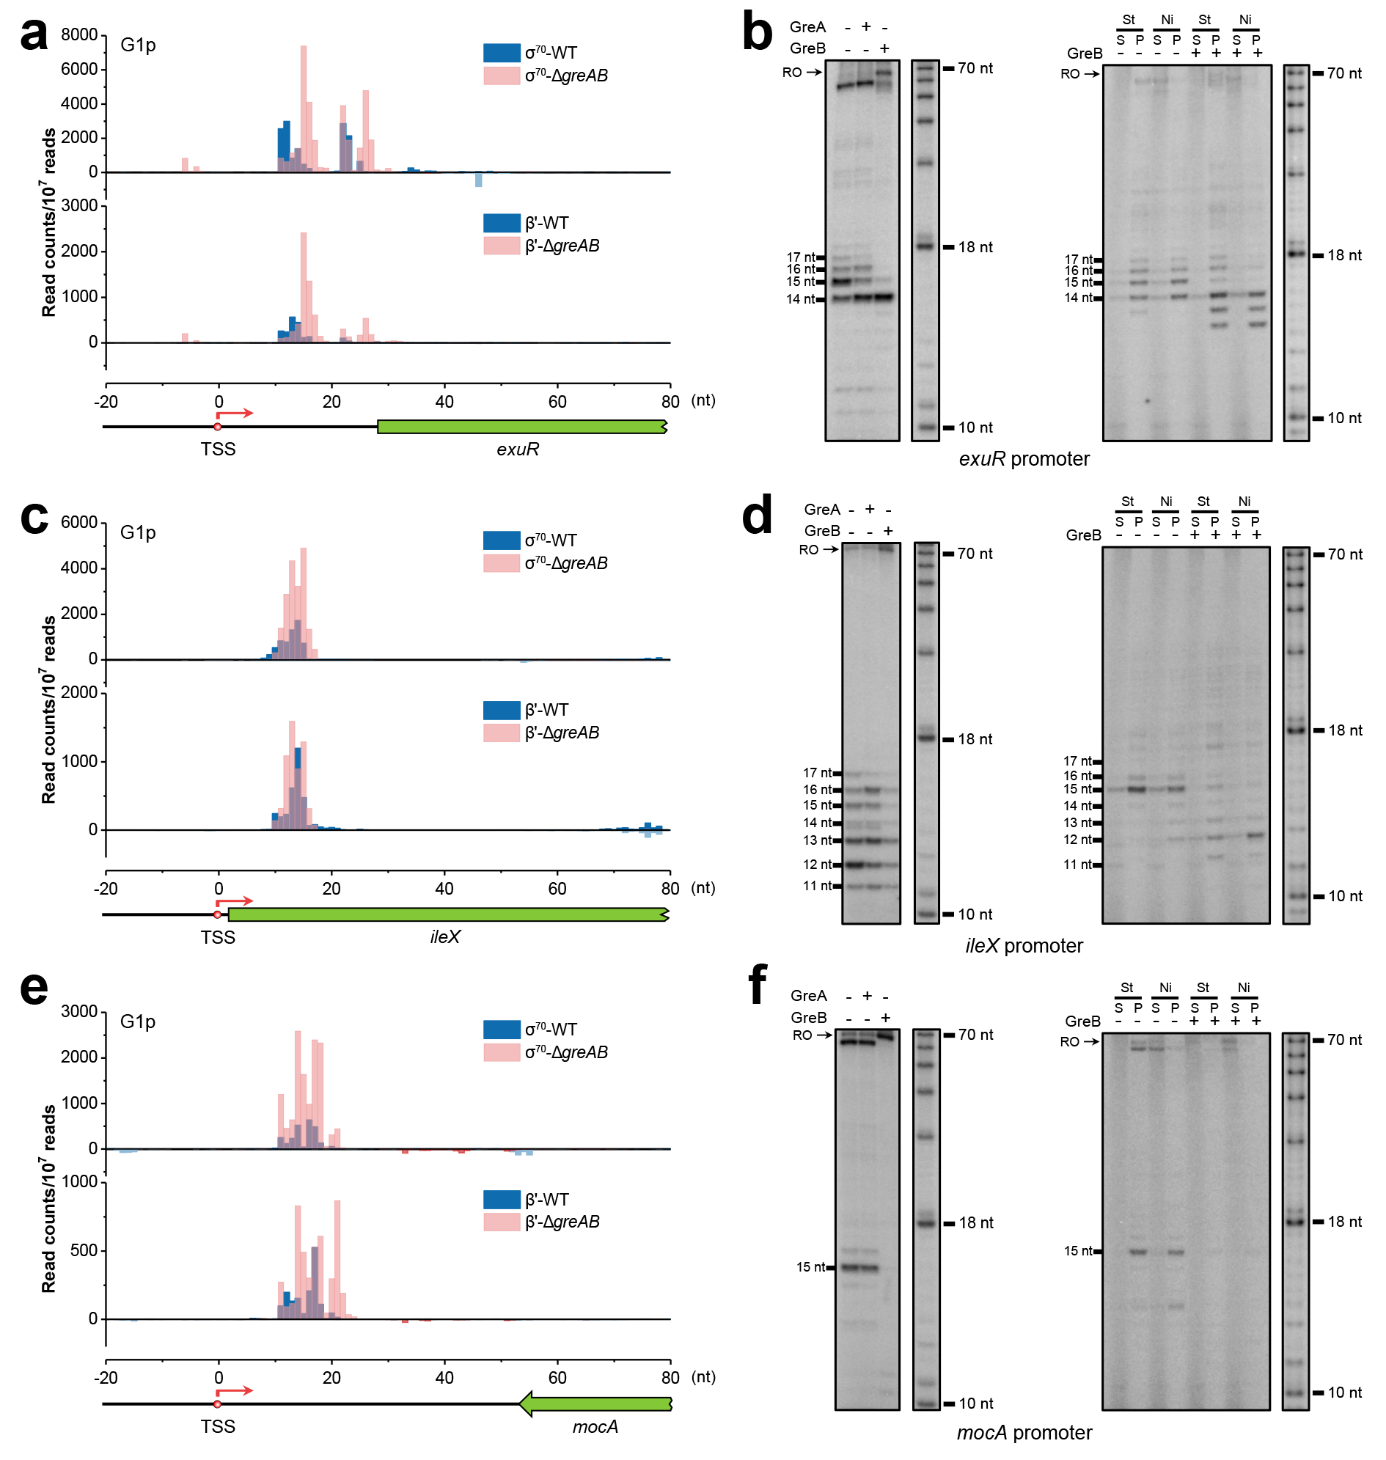

**Supplementary Fig. 8 In vitro validation of σ^70^-dependent G1p pauses.** RNET-seq data showing the σ^70^-dependent G1p pauses near *exuR* **(a)**, *ileX* **(c)** and *mocA* **(e)** genes. In vitro transcription assay confirmed the pause sites (left) and presence of σ^70^ in the paused complexes (right) obtained from *exuR* **(b)**, *ileX* **(d)** and antisense *mocA* **(f)** promoters. The left-side gels of **b, d, f** panels show the effect of GreA and GreB on the G1 pauses. The right-side gels of **b, d, f** panels show the RNAs pulled down on streptavidin beads by the 5’-biotinylated DNA templates (St), or by His-tag in σ^70^ subunit (Ni). S, supernatant fraction over the beads; P, RNAs retained on beads; RO, run-off transcript. Results represent two to four independent experiments.

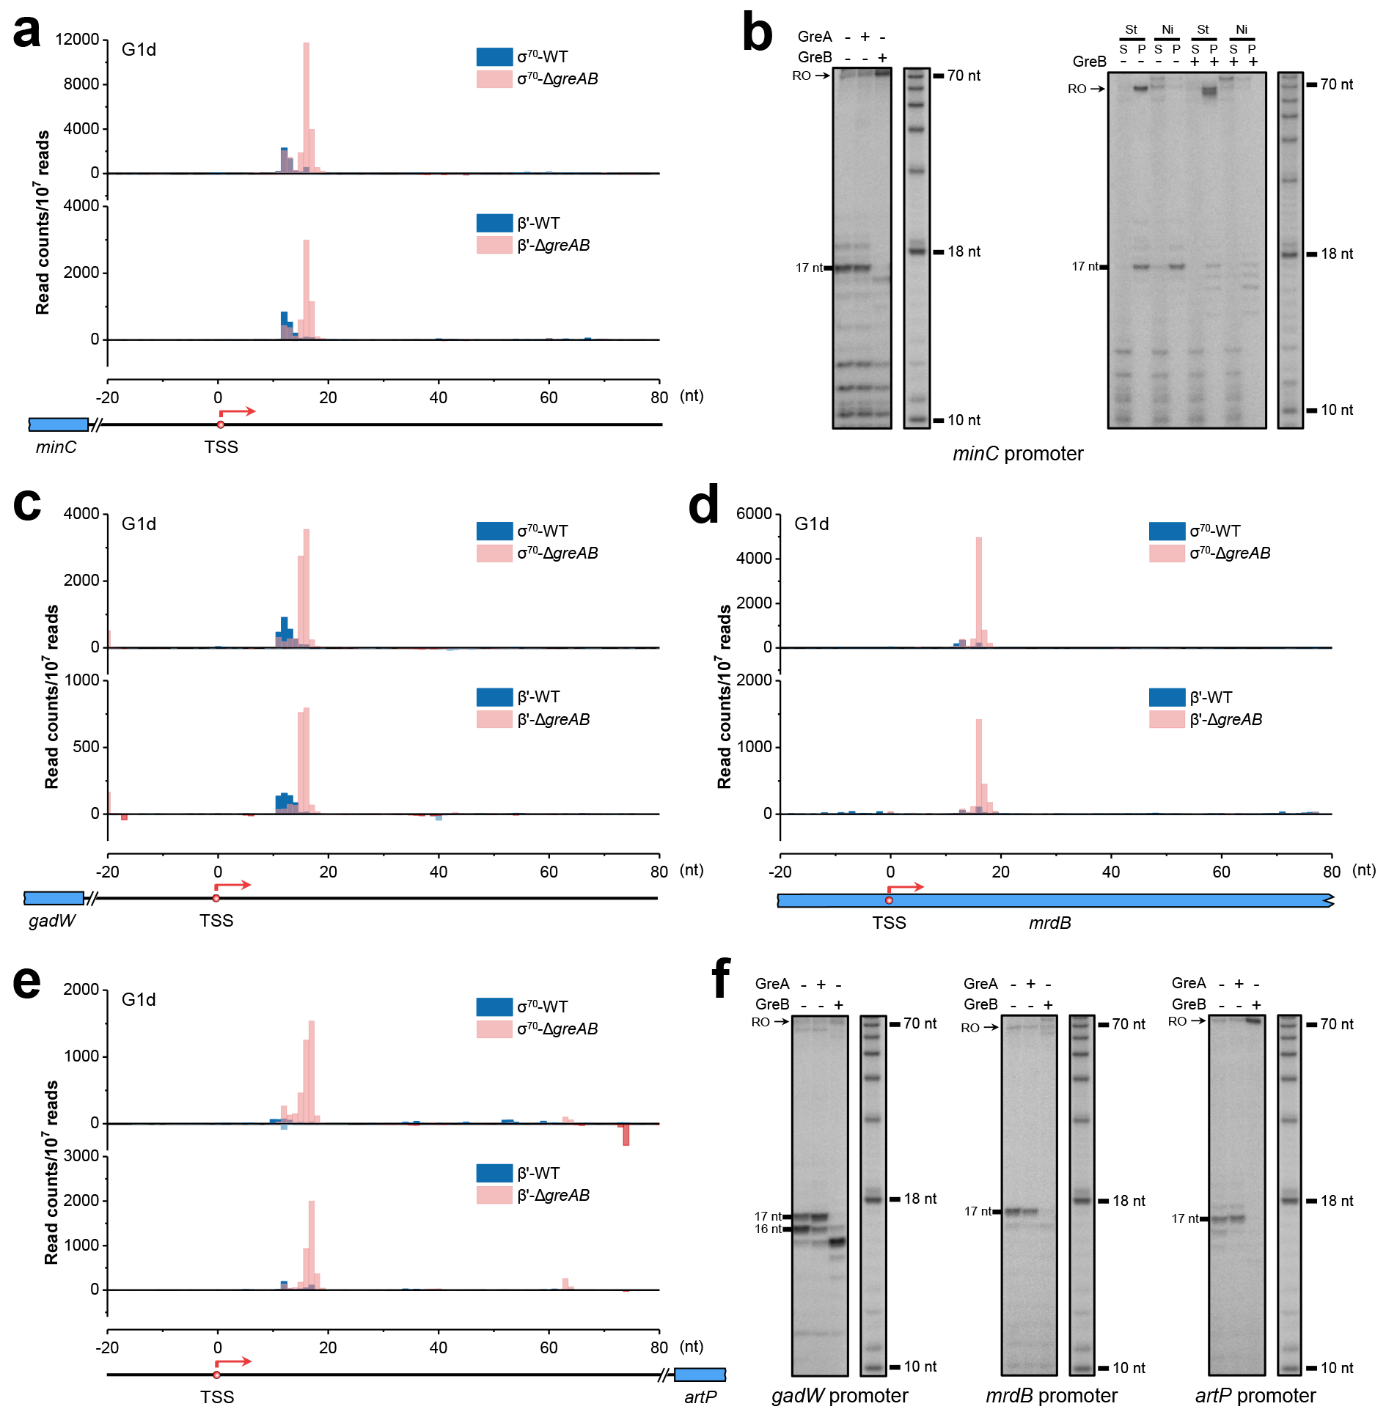

**Supplementary Fig. 9 In vitro validation of σ^70^-dependent G1d pauses.** The σ^70^-dependent backtracked G1d pauses were observed in RNET-seq data near or inside *minC* **(a)**, *gadW* **(c)**, *mrdB* **(d)** and *artP* **(e)** genes. In vitro transcription assay confirmed the pause site (left) and presence of σ^70^ in the paused complex (right) obtained from *minC* **(b)** promoter. In vitro transcription reproduced the σ^70^-dependent G1d pauses at the promoters near or inside *gadW, mrdB* and *artP* **(f)** genes. Results shown are representative of two to four independent experiments. See legend of Supplementary Fig. 8 for description of other experimental details.

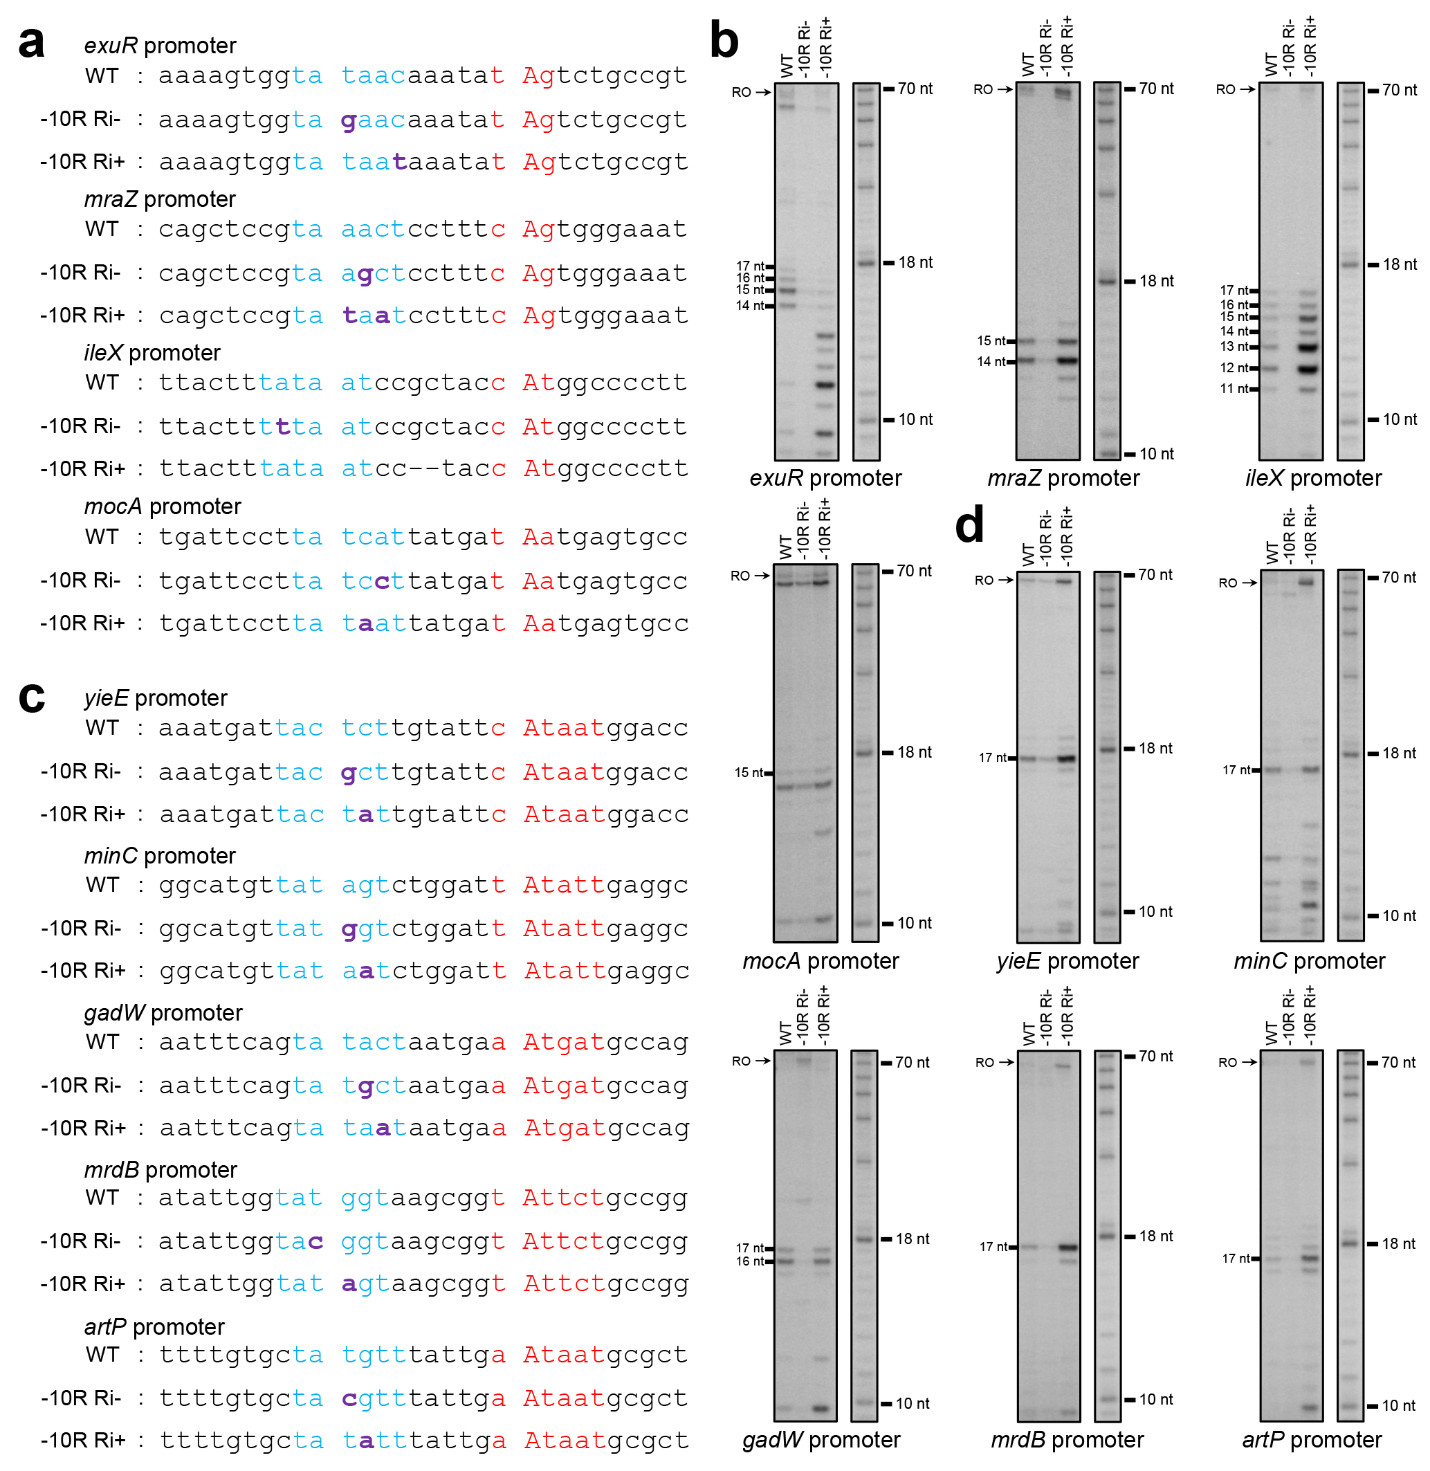

**Supplementary Fig. 10 Mutations in -10R promoter element affect G1p and G1d pauses in vitro.** The sequences of wild-type G1p/G1d promoters and the Ri-/+ mutations in -10R of the G1p **(a)** and G1d **(c)** promoters are shown. -10R is shown in blue; tssR/-10LR is shown in red; TSS is shown in red capital letter. The mutated positions are shown in purple. In vitro transcription reveals the effect of the -10R mutations on pause strength at both G1p **(b)** and G1d **(d)** promoters. -10R Ri-/+, mutated -10R with decreased/ increased Ri. Data shown represent three independent experiments.

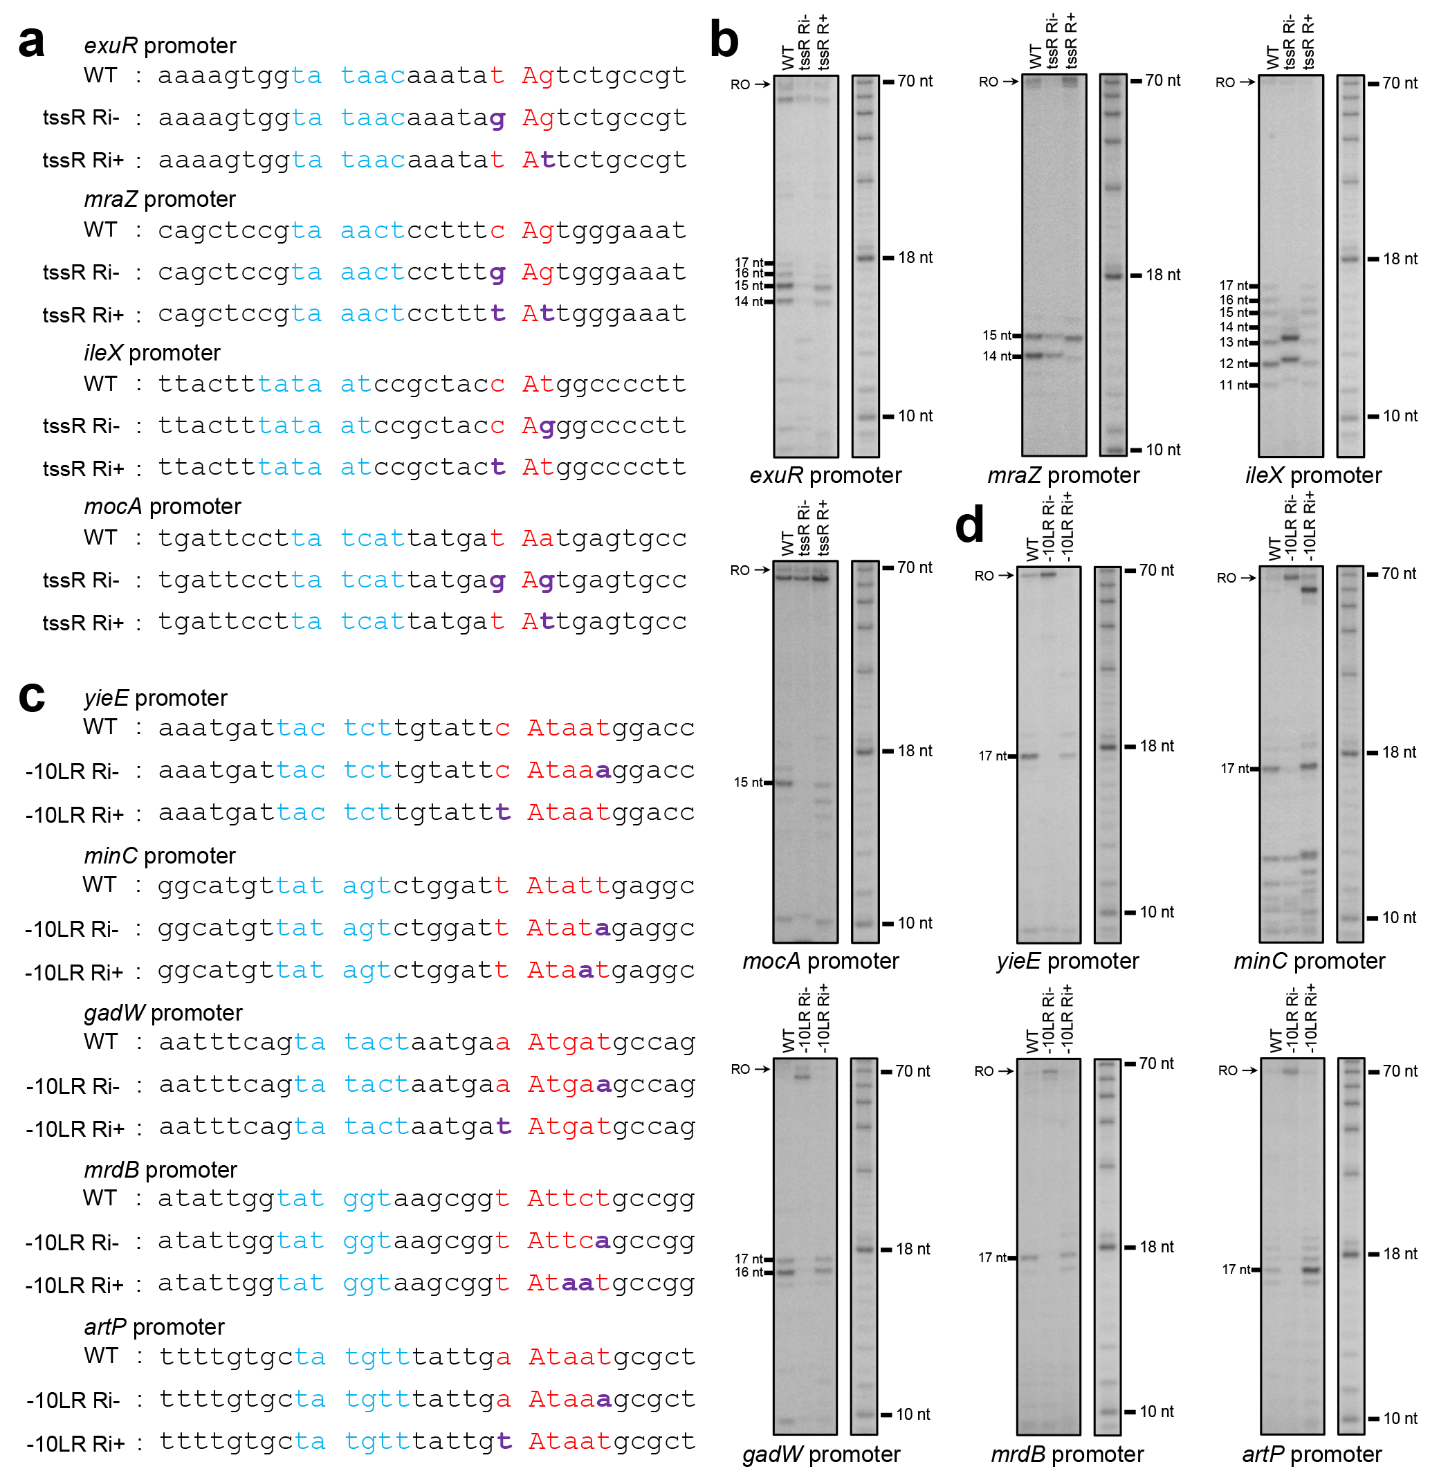

**Supplementary Fig. 11 tssR and -10LR elements on G1p and G1d promoters dictate the pause strength.** The DNA sequences of wild type, tssR Ri-/+ mutations of G1p **(a)** promoters and -10LR Ri-/+ mutations of G1d **(c)** promoters are shown. -10R is shown in blue; tssR/-10LR is shown in red; TSS is shown in red capital letter. In vitro transcription confirms importance of the tssR and -10LR sequences on pause strength at G1p **(b)** and G1d **(d)** promoter, respectively. tssR Ri-/+, mutated tssR with decreased/increased Ri; -10LR Ri-/+, mutated -10LR with decreased/increased Ri. Short abortive transcripts ~10 nt accumulate during in vitro transcription on some (but not all) promoters. Data shown are representative of three independent experiments.

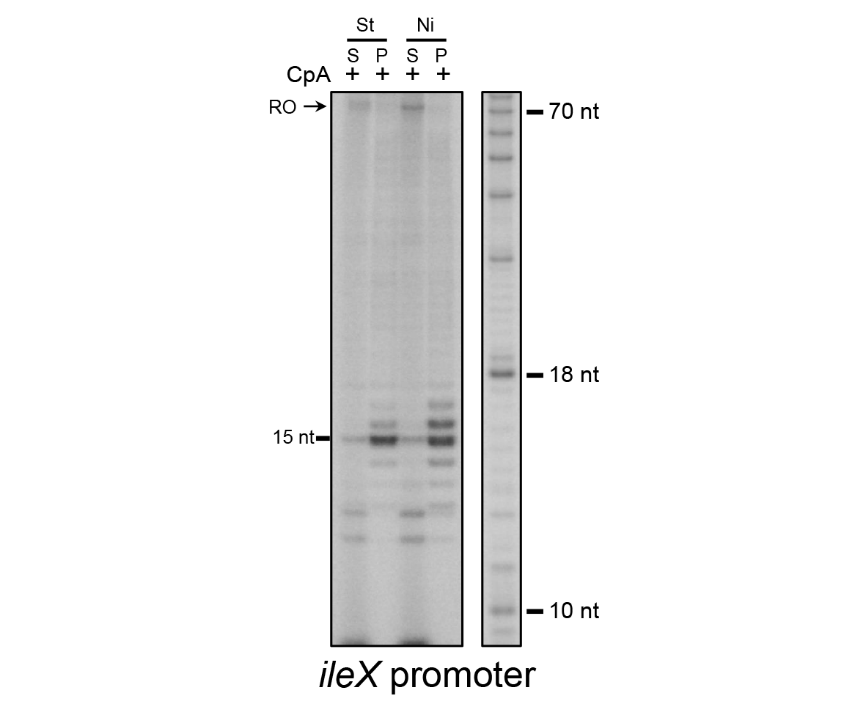

**Supplementary Fig. 12 G1 pausing in dinucleotide-primed in vitro transcription is σ^70^-dependent.** 5’-biotinylated *ileX* promoter DNA and Eσ^70^ holoenzyme with the His-tagged σ^70^ subunit were used for in vitro transcription with CpA_+1_ dinucleotide as the RNA primer. This primer shifted TSS 1 bp upstream from the original A_+1_ position of *ileX* promoter. Data are representative of two independent experiments. See legend of Supplementary Fig. 8 for description of other experimental details.

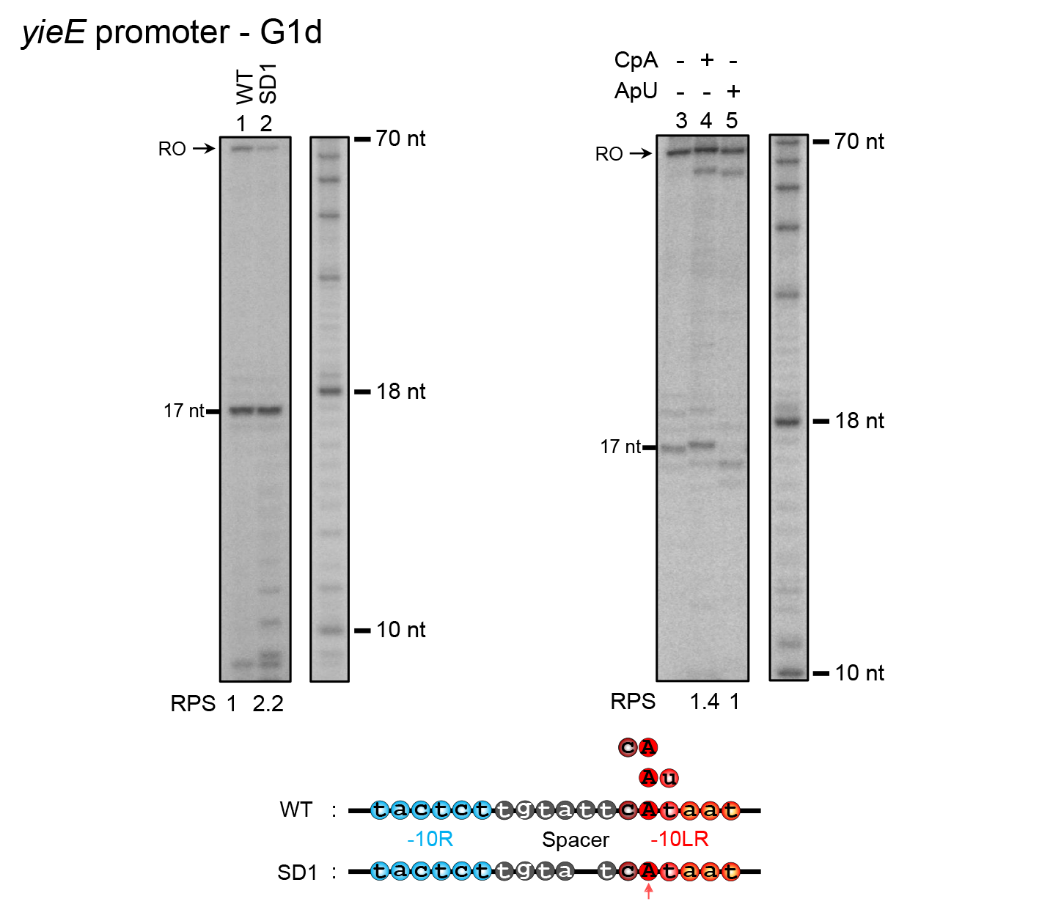

**Supplementary Fig. 13 Strength of G1d pause at *yieE* promoter depends on the spacer length.** In vitro transcription on wild type (lane 1, WT) or mutant (lane 2, SD1) DNA template (left-side panel). The G1d pause strength varies depending on RNA primer used for initiation of transcription on wild-type *yieE* promoter. Positions and sequences of the A_+1_pU primer for the natural TSS, and CpA_+1_ primer are shown. CpA_+1_ primer shifts TSS 1 nt closer to -10R. WT, wild-type promoter; SD1; 1-bp shortened spacer; RPS, relative pause strength. The representative results are shown based on two to three independent experiments.

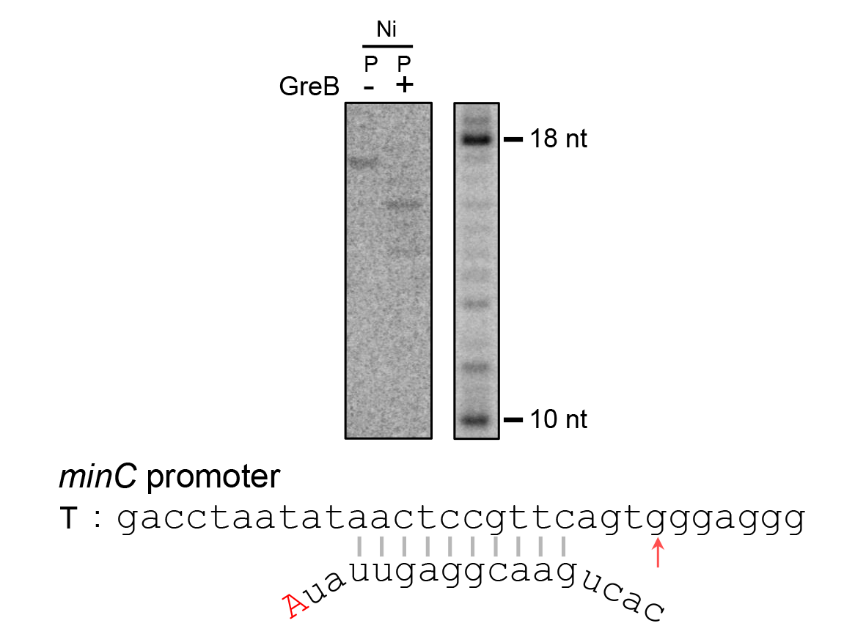

**Supplementary Fig. 14 GreB-induced transcript cleavage of the nascent RNA at the G1d*^minC^* pause.** Sequence of the template DNA strand (T) from the *minC* promoter and the backtracked RNA at the G1d*^minC^* pause are shown at the bottom. Red arrow, 3’ RNA end at the pause. The capital A letter, 5’ RNA end. Results are representative of two independent experiments. See legend of Supplementary Fig. 8 for description of other experimental details.

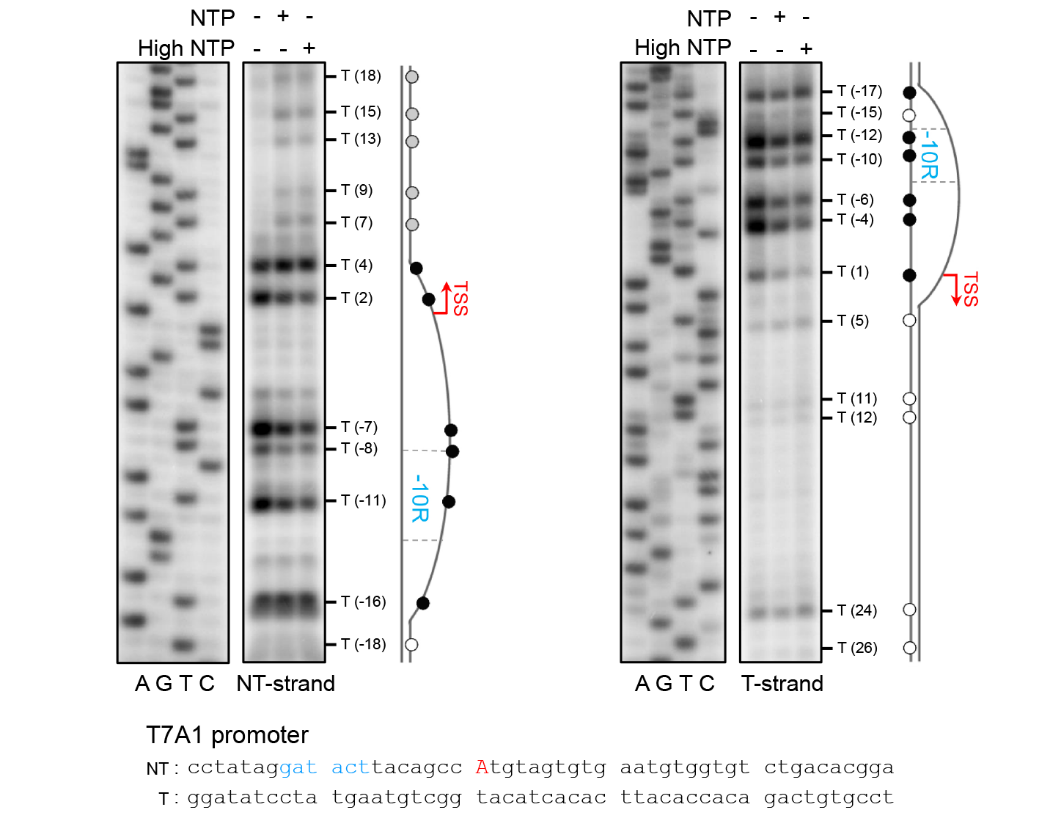

**Supplementary Fig. 15 Potassium permanganate footprinting of the template and non-template DNA strands in transcription bubble at the T7A1 promoter.** The positions of all T residues in the bubble are indicated. The diagrams on the right show the transcription bubble in T7A1 RPo and its conversion into a TEC by incubation with 1 mM or 20 μM NTPs as indicated. Black filled circles, T residues sensitive to KMnO_4_ in the absence and presence of NTP; gray filled circles, permanganate-sensitive T residues only in the presence of NTP; white filled circle, T residues resistant to permanganate. Results are representative of two independent experiments.

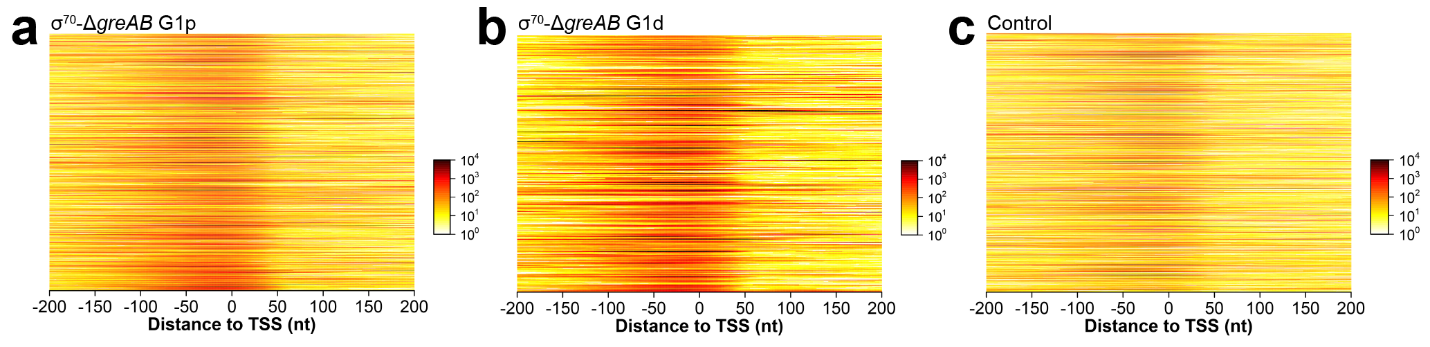

**Supplementary Fig. 16 Heatmaps showing the reads coverage from ChIP-seq data at G1p and G1d promoters.** The normalized read coverage surrounding the TSS (± 200 nt) of σ^70^-Δ*greAB* G1p (*n* = 1069) and G1d (*n* = 407) promoters were shown. The randomly selected promoters lacking G1 pauses were used as a control (*n* = 1299). ChIP-seq data were obtained from reference^1^.

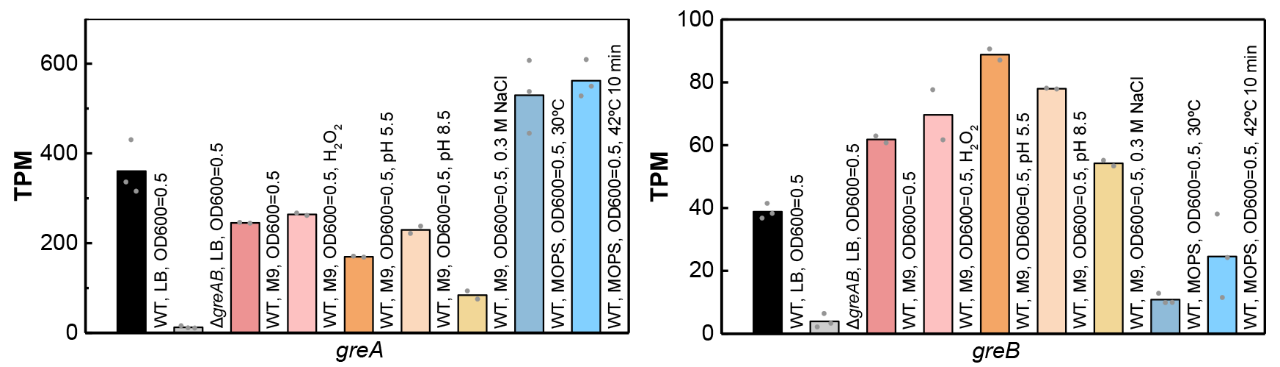

**Supplementary Fig. 17 Expression of *greA* and *greB* genes in transcripts per million (TPM) from RNA-seq data at different growth conditions.** The RNA-seq data were taken from GEO with the following accession numbers GSE135516^2^, GSE111094^3^, GSE88980^4^ and GSE90056. The labels at the right of each column display the strain identity, growth medium, OD_600_ used to collect the sample, and a special treatment of the cells when indicated. The analysis included *n* = 3, 3, 2, 2, 2, 2, 2, 3 and 3 biological replicates for each column from left to right, respectively.

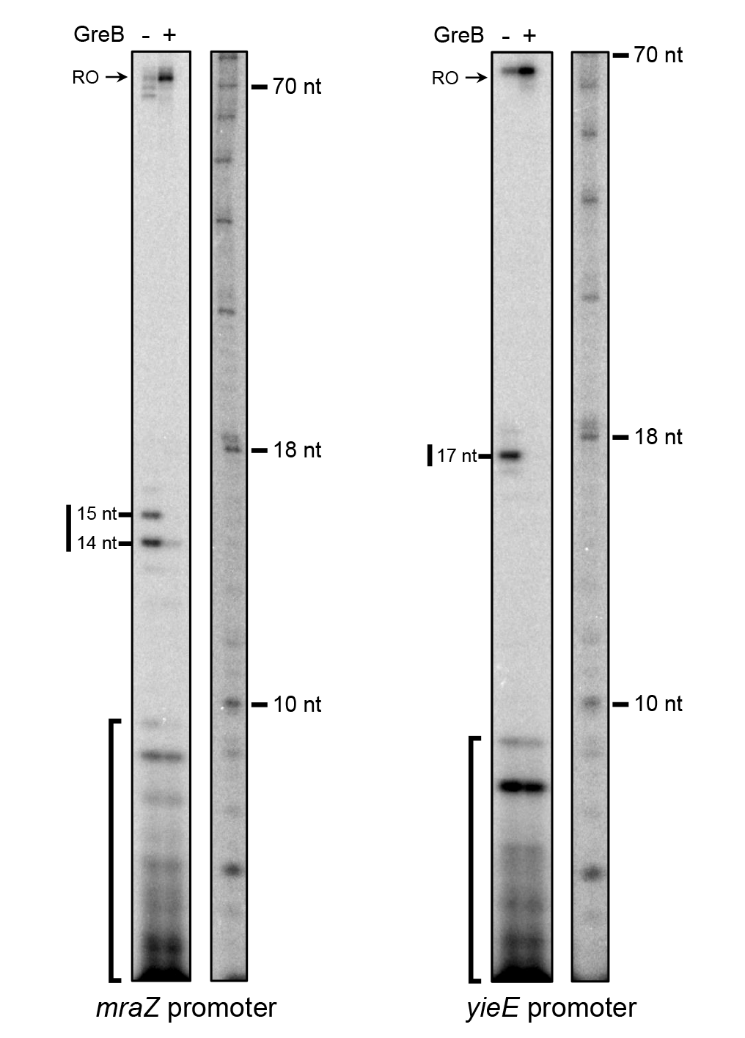

**Supplementary Fig. 18 Effect of GreB on the σ^70^-dependent G1p/G1d pauses and abortive transcription during initiation at G1 promoters in vitro.** In vitro transcription assay was performed using *mraZ* (G1p) and *yieE* (G1d) promoters in the absence or presence of GreB. RO, run-off transcript; vertical bar, paused transcripts; vertical brackets, abortive transcripts. The representative results are based on three independent experiments.

**Supplementary references**

1. Singh, S. S. et al. Widespread suppression of intragenic transcription initiation by H-NS. *Genes Dev.* **28**, 214-219 (2014).

2. Anand, A. et al. OxyR is a convergent target for mutations acquired during adaptation to oxidative stress-prone metabolic states. *Mol. Biol. Evol.* **37**, 660-667 (2020).

3. Gao, Y. et al. Systematic discovery of uncharacterized transcription factors in *Escherichia coli* K-12 MG1655. *Nucleic Acids Res.* **46**, 10682-10696 (2018).

4. Seo, S. W. et al. Revealing genome-scale transcriptional regulatory landscape of OmpR highlights its expanded regulatory roles under osmotic stress in *Escherichia coli* K-12 MG1655. *Sci. Rep.* **7**, 2181 (2017).

# Supplementary material for: Nascent RNA sequencing identifies a widespread sigma70-dependent pausing regulated by Gre factors in bacteria
**Source:** Nat Commun. 2021 Feb 10;12:906. doi: 10.1038/s41467-021-21150-2
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

RNET-seq raw data were collected on Illumina HiSeq 2500 by the NIH Intramural Sequencing Center.  
RNA-seq raw data were collected on MiSeq by the Center for Cancer Research Sequencing Facility.  
Basecalling was performed by RTA 1.18.  
Adaptor and barcode were removed by cutadapt 1.18.

#### Data analysis

For RNET-seq, duplicates were removed by bbmap 38.22.  
RNET-seq reads were aligned to E. coli MG1655 genome NC\_000913.2 using bowtie 1.2.2.  
RNA-seq reads were mapped to the genome by STAR 2.6.1.  
For RNET-seq, the 5' end coordinates of all uniquely aligned R1 reads were recorded and the total read counts at each coordinate were determined by bedtools 2.27.1.  

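HTSeq assigns aligned reads to the genes of an annotation and gives a whole number of reads per gene. The table of both strains holds TPM instead, in which such numbers are divided by the length of the gene and then scaled to a common total. A longer gene with the same TPM therefore rests on more reads, and the comparison of a gene between strains rests on its share of the library.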

For RNA-seq, the raw counts of aligned reads in each gene were calculated by HTseq 0.11.2.  
Fold changes of genes transcription between different samples were calculated by DESeq2 1.26.0.  
Pause peaks were determined by custom R scripts.  
Custom scripts were available at [https://github.com/Mikhail-NCI-Lab/RNET-seq\\_code](https://github.com/Mikhail-NCI-Lab/RNET-seq_code).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All RNET-seq and RNA-seq data from this study were deposited to NCBI's Gene Expression Omnibus (GEO) database (<https://www.ncbi.nlm.nih.gov/geo>) under the accession number GSE147611. The RNA-seq data used for greA and greB genes expression were obtained from GEO with the accession numbers GSE135516, GSE111094, GSE88980 and GSE90056. All uncropped gel images are included in source data files. Source data for all figures are provided with the paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample sizes. Each experiment was independently performed two or three times, because of the high sequencing depth (> 9 M reads/RNET-seq library; > 2 M reads/RNA-seq library), the small E. coli genome (4.64 M) and the high reproducibility (high correlation between two biological replicates). |
| Data exclusions | RNET-seq reads not uniquely aligned to the genome were discarded and not used for analysis.                                                                                                                                                                                                                                                           |
| Replication     | Two independent biological replicates of RNET-seq libraries and three independent biological replicates of RNA-seq libraries were made and high reproducibility of the data was confirmed. All biochemical experiments were reliably reproduced after being repeated two or three times.                                                              |
| Randomization   | Randomization is not applicable since samples were not allocated into group.                                                                                                                                                                                                                                                                          |
| Blinding        | Blinding is not applicable since samples were not allocated into group.                                                                                                                                                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

# Supplementary material for: Nascent RNA sequencing identifies a widespread sigma70-dependent pausing regulated by Gre factors in bacteria
**Source:** Nat Commun. 2021 Feb 10;12:906. doi: 10.1038/s41467-021-21150-2
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

Supplementary Data 1: Pause sites identified by  $\sigma 70$ - and  $\beta'$ -affinity in wild-type and  $\Delta greAB$  cells.

Supplementary Data 2: G1p and G1d pause sites identified by  $\sigma 70$ -affinity in  $\Delta greAB$  cells.

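The paper's table lists 1069 G1p sites, 10 to 15 nt from the TSS, of which 214 reach the pause score that Fig. 6d takes as strong. It lists 407 G1d sites, 16 to 20 nt from the TSS, of which 71 reach it. The pause score is the read count at a 3′ end over the median of its surroundings, and its median in the paper's table is 335 for the G1p sites and 270.0 for the G1d sites. The strands were nearly balanced, with 535 G1p sites on the plus and 534 on the minus strand, and 191 and 216 G1d sites.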

Supplementary Data 3: Primers used in this study.

# Supplementary material for: Nascent RNA sequencing identifies a widespread sigma70-dependent pausing regulated by Gre factors in bacteria
**Source:** Nat Commun. 2021 Feb 10;12:906. doi: 10.1038/s41467-021-21150-2

## Summary

Fig. 1b, uncropped gel image

Fig. 3g, uncropped gel image

Fig. 3h, uncropped gel image

Fig. 4g, uncropped gel image

Fig. 4h, uncropped gel image

Fig. 5a, uncropped gel image

Fig. 5b, uncropped gel image

Fig. 5c, uncropped gel image

Fig. 5d, uncropped gel image

Fig. 5e, uncropped gel image

Fig. S2a, uncropped gel image

Fig. S8b, uncropped gel image

Fig. S8d, uncropped gel image

Fig. S8f, uncropped gel image

Fig. S9b, uncropped gel image

Fig. S9f, uncropped gel image

Fig. S10b, uncropped gel image

Fig. S10d, uncropped gel image

Fig. S11b, uncropped gel image

Fig. S11d, uncropped gel image

Fig. S12, uncropped gel image

Fig. S13, uncropped gel image

Fig. S14, uncropped gel image

Fig. S15, uncropped gel image

Fig. S18, uncropped gel image

Fig. 1b

|                  |   |   |   |   |   |   |                      |
|------------------|---|---|---|---|---|---|----------------------|
| Strain           | 1 | 2 | 3 | 1 | 2 | 3 | 1: WT (no His-tag)   |
| GreB (5 $\mu$ M) | - | - | - | + | + | + | 2: $\beta'$ -WT      |
| Lane             | 1 | 2 | 3 | 4 | 5 | 6 | 3: $\sigma^{70}$ -WT |

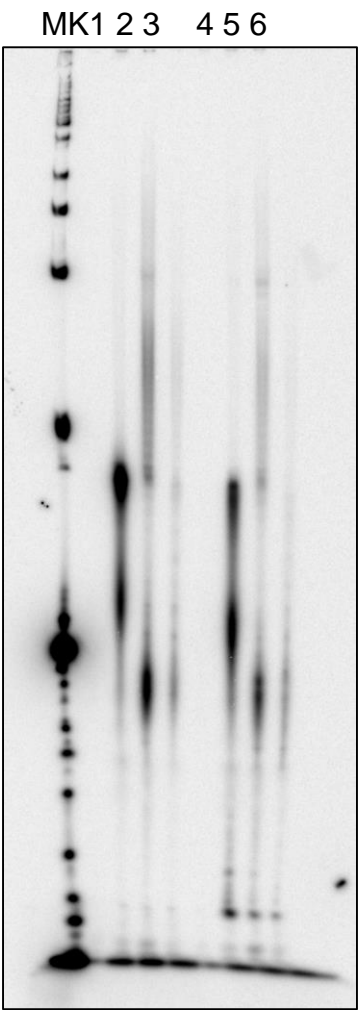

Fig. 3g

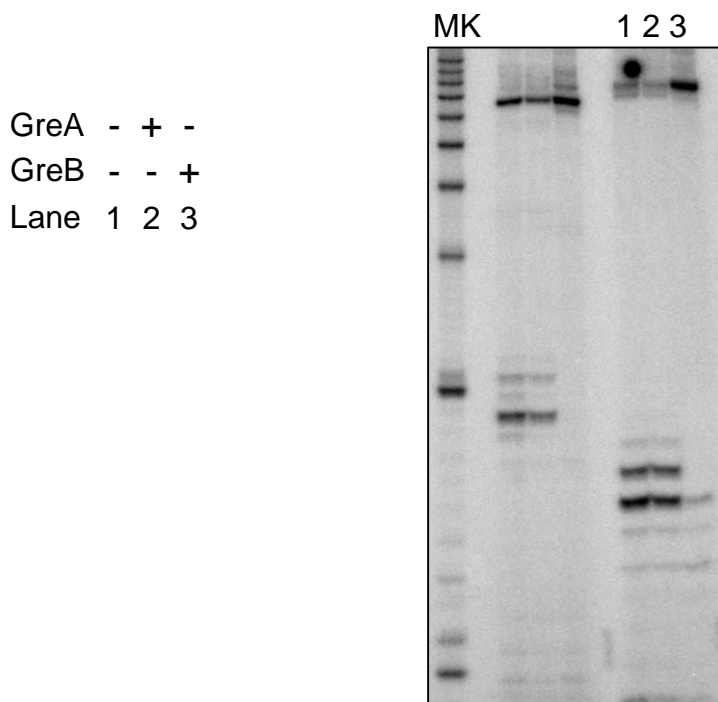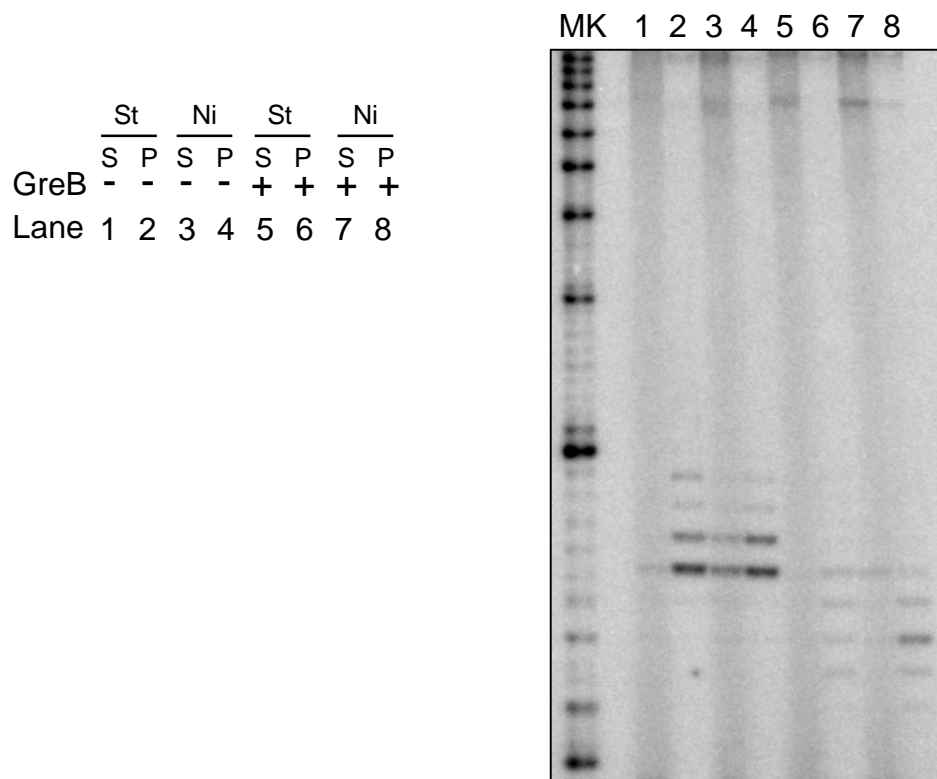

Fig. 3h

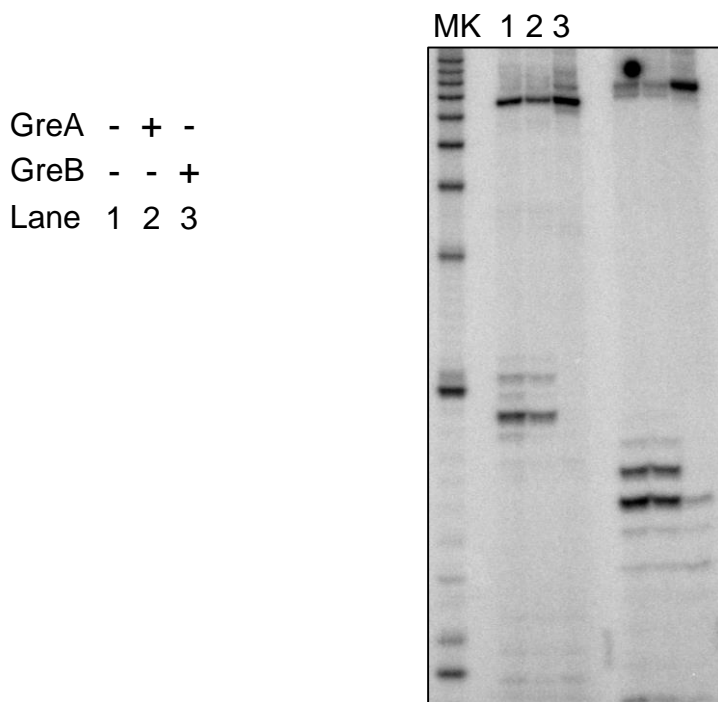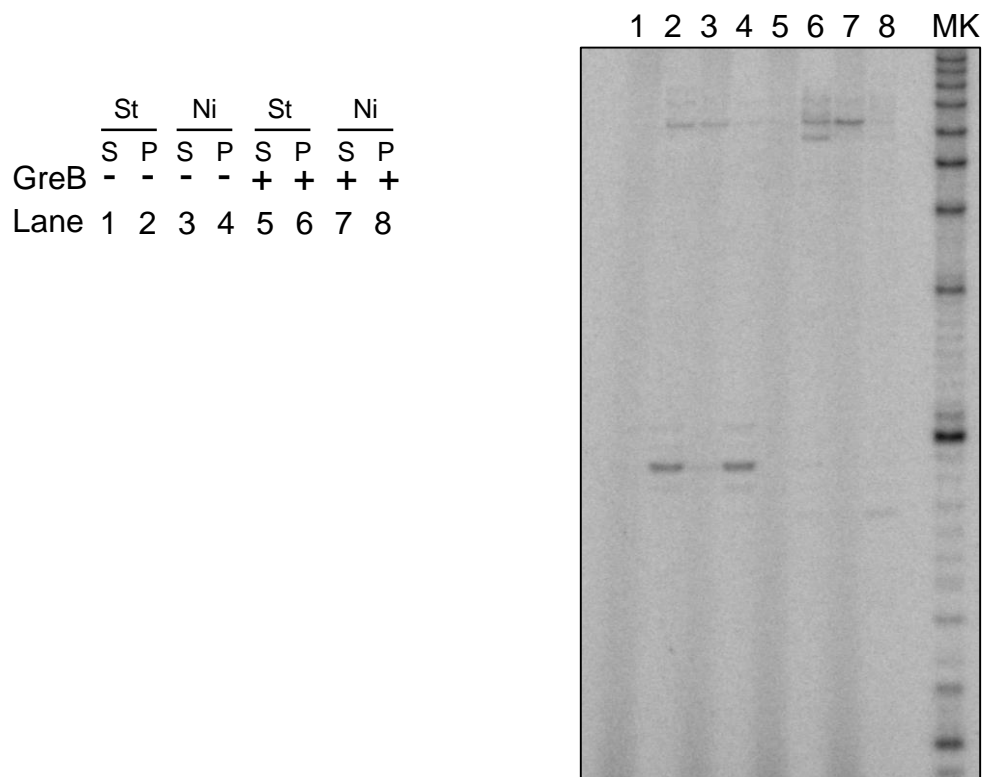

Fig. 4g

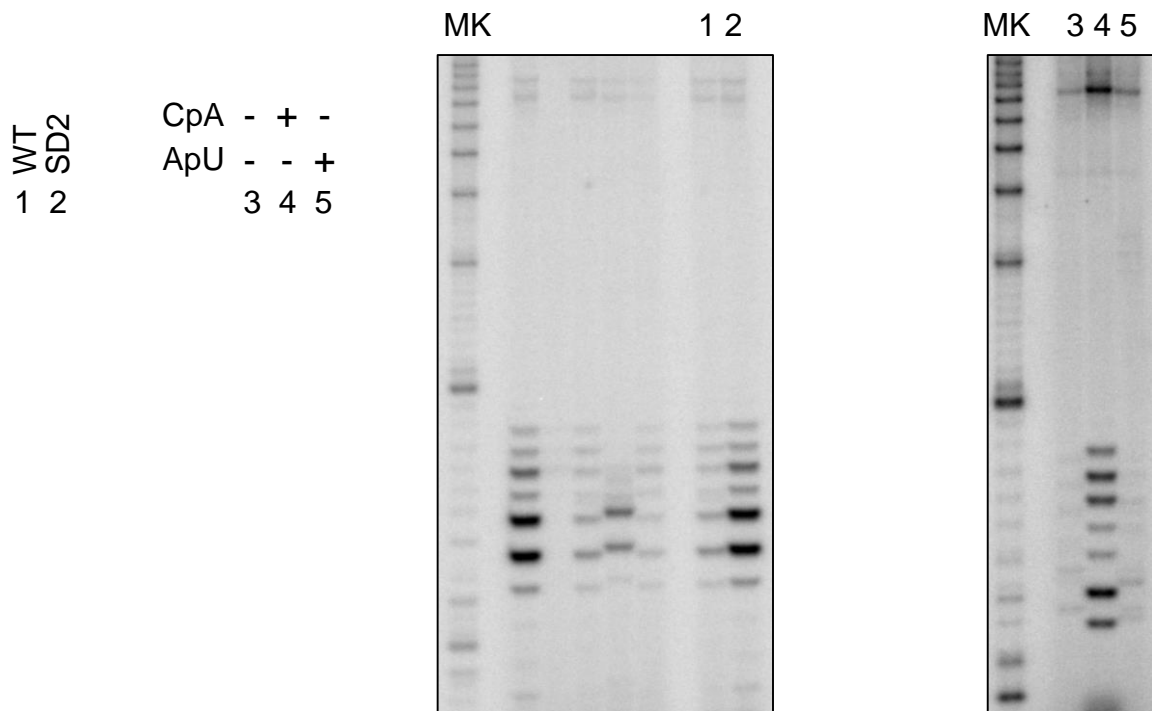

Fig. 4h

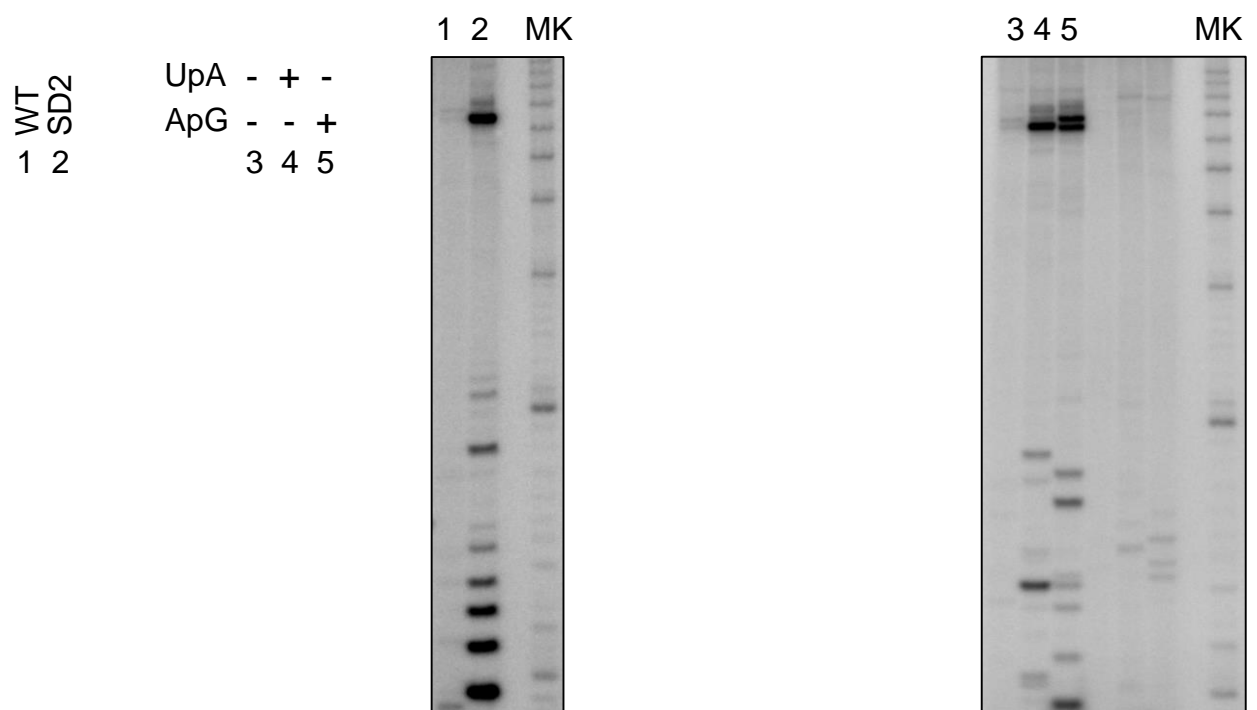

Fig. 5a

|              |   |     |   |    |     |   |    |
|--------------|---|-----|---|----|-----|---|----|
| RNase I (U)  | - | 0.4 | - | -  | -   | - | -  |
|              |   | 4   |   | 16 |     |   |    |
| RNase T1 (U) | - | -   | - | -  | 0.5 | 5 | 20 |
| Lane         | 1 | 2   | 3 | 4  | 5   | 6 | 7  |

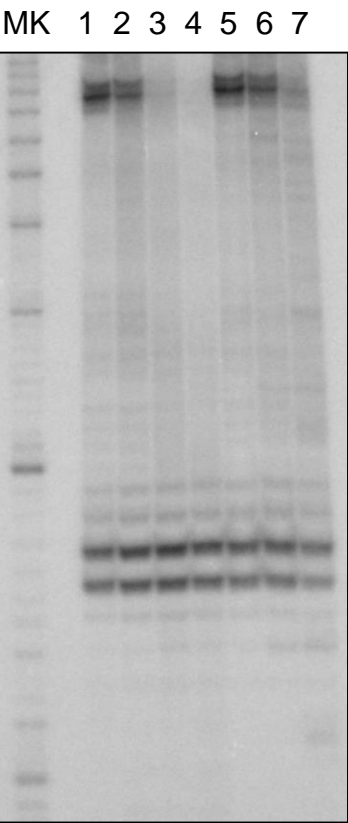

Fig. 5b

|              |   |     |   |    |     |   |    |
|--------------|---|-----|---|----|-----|---|----|
| RNase I (U)  | - | 0.4 | - | -  | -   | - | -  |
|              |   | 4   |   | 16 |     |   |    |
| RNase T1 (U) | - | -   | - | -  | 0.5 | 5 | 20 |
| Lane         | 1 | 2   | 3 | 4  | 5   | 6 | 7  |

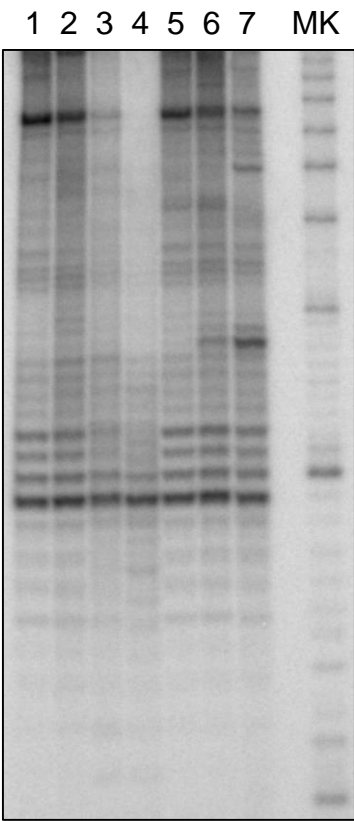

Fig. 5c

|      |    |   |
|------|----|---|
|      | Ni |   |
|      | P  | P |
| GreB | -  | + |
| Lane | 1  | 2 |

Fig. 5c (left)

|      |    |   |
|------|----|---|
|      | Ni |   |
|      | P  | P |
| GreB | -  | + |
| Lane | 3  | 4 |

Fig. 5c (right)

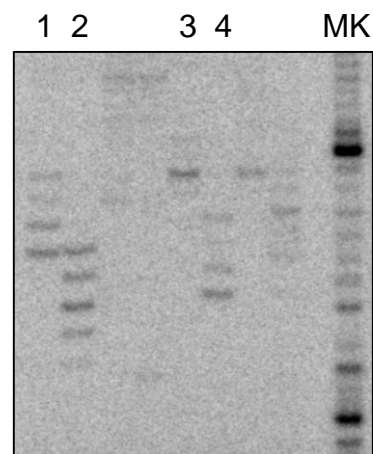

Fig. 5d

|                |   |   |   |   |
|----------------|---|---|---|---|
| $E\sigma^{70}$ | - | + | + | + |
| NTP            | - | - | + | + |
| GreB           | - | - | - | + |
| Lane           | 1 | 2 | 3 | 4 |

Fig. 5d (left)

|                |   |   |   |   |
|----------------|---|---|---|---|
| $E\sigma^{70}$ | - | + | + | + |
| NTP            | - | - | + | + |
| GreB           | - | - | - | + |
| Lane           | 5 | 6 | 7 | 8 |

Fig. 5d (right)

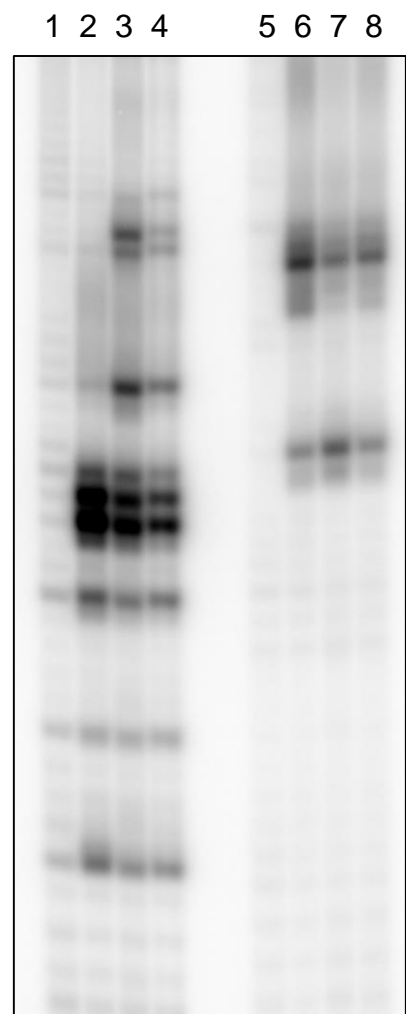

Fig. 5e

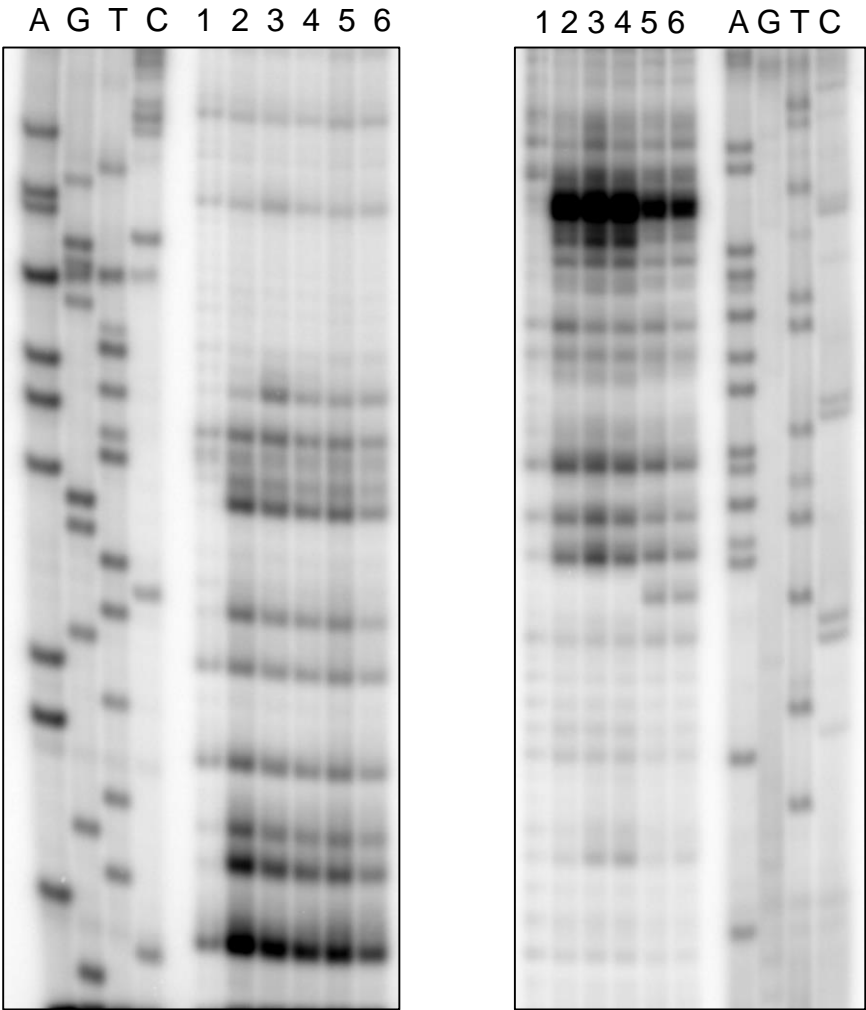

|                |   |   |   |   |   |   |
|----------------|---|---|---|---|---|---|
| $E\sigma^{70}$ | - | + | + | + | + | + |
| WT             | + | + | + | + | - | - |
| -10LR Ri-      | - | - | - | - | + | + |
| NTP            | - | - | + | + | - | + |
| GreB           | - | - | - | + | - | - |
| Lane           | 1 | 2 | 3 | 4 | 5 | 6 |

Fig. 5e (left)

|                |   |   |   |   |   |   |
|----------------|---|---|---|---|---|---|
| $E\sigma^{70}$ | - | + | + | + | + | + |
| WT             | + | + | + | + | - | - |
| -10LR Ri-      | - | - | - | - | + | + |
| NTP            | - | - | + | + | - | + |
| GreB           | - | - | - | + | - | - |
| Lane           | 1 | 2 | 3 | 4 | 5 | 6 |

Fig. 5e (right)

Fig. S2a

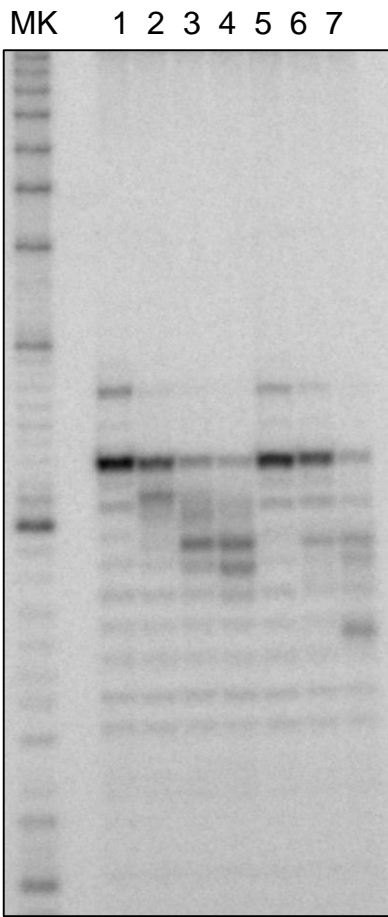

|              |   |     |   |   |     |   |    |
|--------------|---|-----|---|---|-----|---|----|
| RNase I (U)  | - | 0.4 | - | - | -   | - | -  |
|              |   | 4   |   |   |     |   |    |
| RNase T1 (U) | - | -   | - | - | 0.5 | 5 | 20 |
|              |   |     |   |   |     |   |    |
| Lane         | 1 | 2   | 3 | 4 | 5   | 6 | 7  |

Fig. S2a (left)

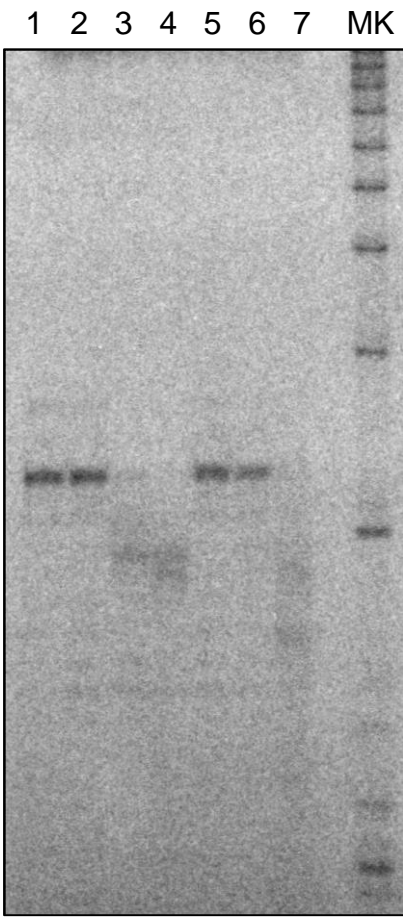

|              |   |     |   |   |     |   |    |
|--------------|---|-----|---|---|-----|---|----|
| RNase I (U)  | - | 0.4 | - | - | -   | - | -  |
|              |   | 4   |   |   |     |   |    |
| RNase T1 (U) | - | -   | - | - | 0.5 | 5 | 20 |
|              |   |     |   |   |     |   |    |
| Lane         | 1 | 2   | 3 | 4 | 5   | 6 | 7  |

Fig. S2a (right)

Fig. S8b

GreA - + -  
GreB - - +  
Lane 1 2 3

|      | St |   | Ni |   | St |   | Ni |   |
|------|----|---|----|---|----|---|----|---|
|      | S  | P | S  | P | S  | P | S  | P |
| GreB | -  | - | -  | - | +  | + | +  | + |
| Lane | 1  | 2 | 3  | 4 | 5  | 6 | 7  | 8 |

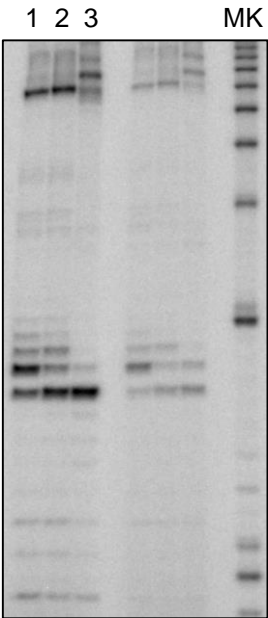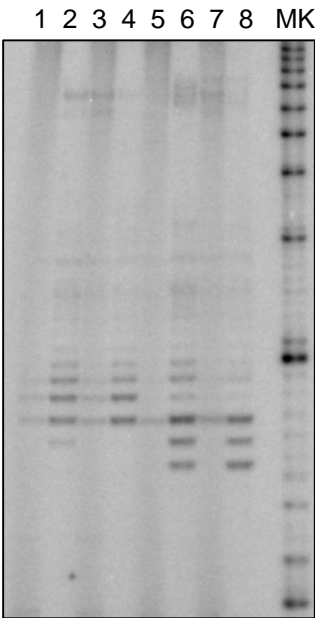

Fig. S8d

GreA - + -  
GreB - - +  
Lane 1 2 3

|      | St |   | Ni |   | St |   | Ni |   |
|------|----|---|----|---|----|---|----|---|
|      | S  | P | S  | P | S  | P | S  | P |
| GreB | -  | - | -  | - | +  | + | +  | + |
| Lane | 1  | 2 | 3  | 4 | 5  | 6 | 7  | 8 |

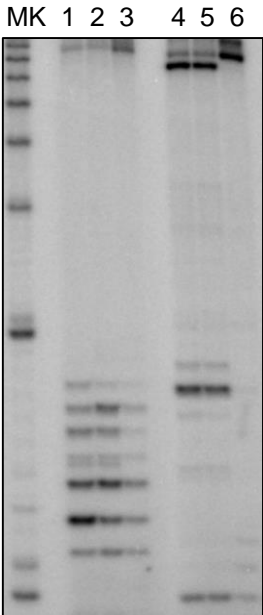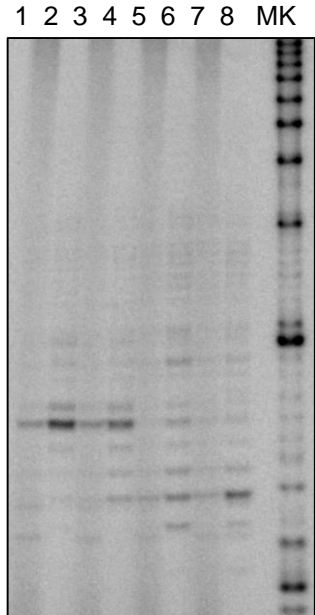

Fig. S8f

GreA - + -  
GreB - - +  
Lane 4 5 6

|      | St |   | Ni |   | St |   | Ni |   |
|------|----|---|----|---|----|---|----|---|
|      | S  | P | S  | P | S  | P | S  | P |
| GreB | -  | - | -  | - | +  | + | +  | + |
| Lane | 1  | 2 | 3  | 4 | 5  | 6 | 7  | 8 |

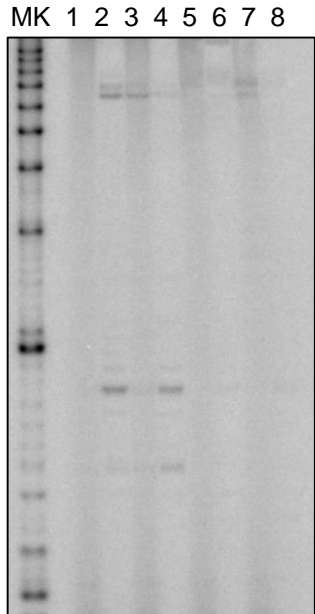

Fig. S9b

GreA - + -  
GreB - - +  
Lane 1 2 3

|      | St |   | Ni |   | St |   | Ni |   |
|------|----|---|----|---|----|---|----|---|
|      | S  | P | S  | P | S  | P | S  | P |
| GreB | -  | - | -  | - | +  | + | +  | + |
| Lane | 1  | 2 | 3  | 4 | 5  | 6 | 7  | 8 |

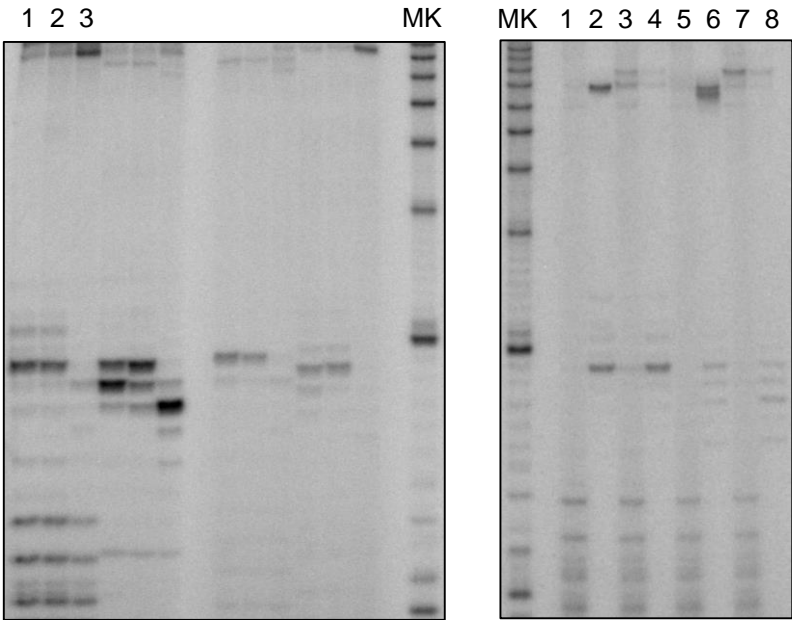

Fig. S9f

GreA - + -  
GreB - - +  
Lane 1 2 3

Fig. S9f (left)

GreA - + -  
GreB - - +  
Lane 4 5 6

Fig. S9f (middle)

GreA - + -  
GreB - - +  
Lane 7 8 9

Fig. S9f (right)

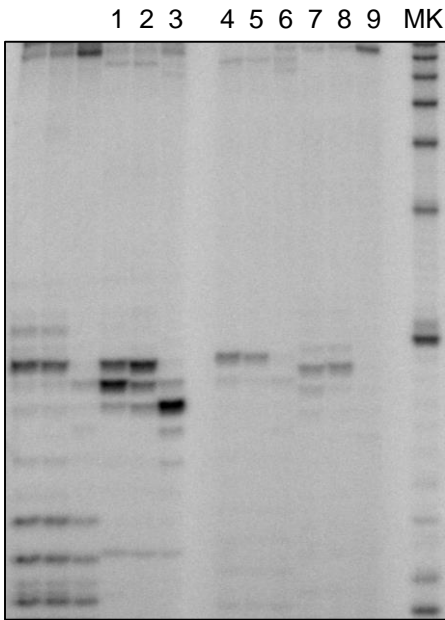

Fig. S10b Fig. S11b

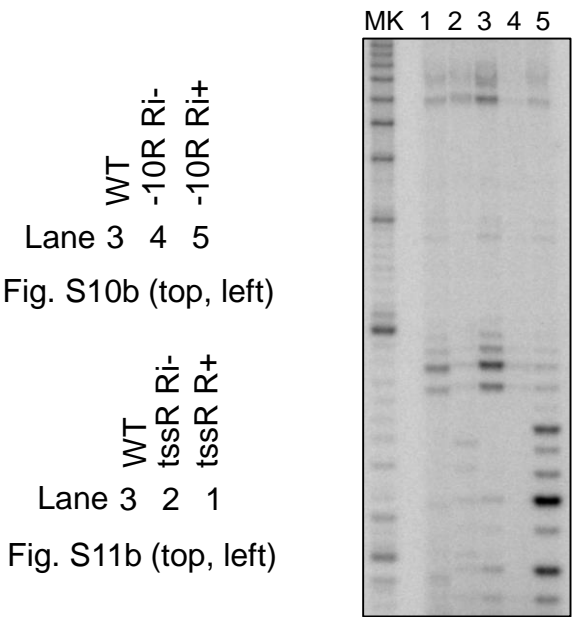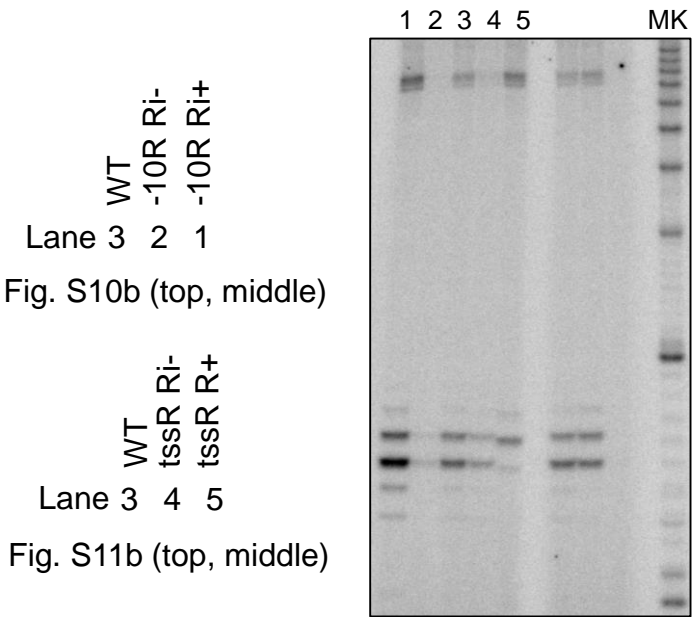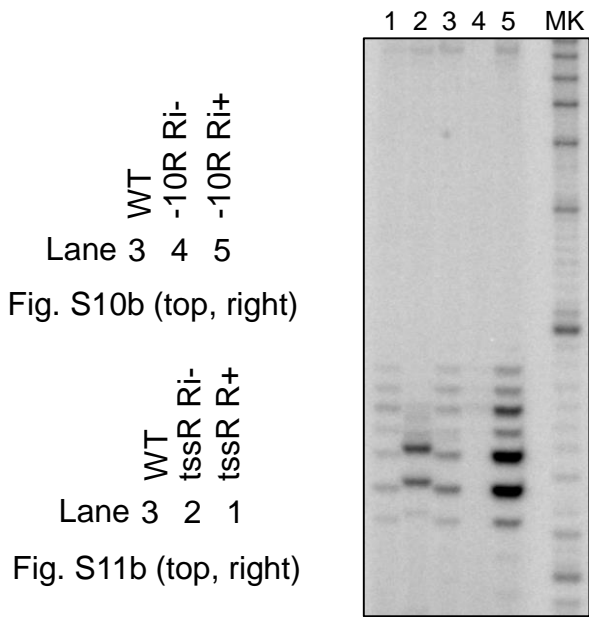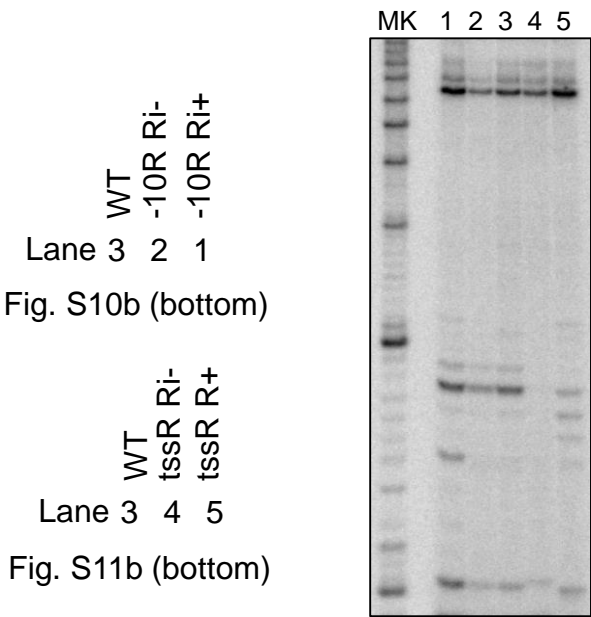

Fig. S10d Fig. S11d

WT Ri- Ri+  
-10R -10R -10R  
Lane 3 2 1  
Fig. S10d (top, left)

WT Ri- Ri+  
-10LR -10LR -10LR  
Lane 3 4 5  
Fig. S11d (top, left)

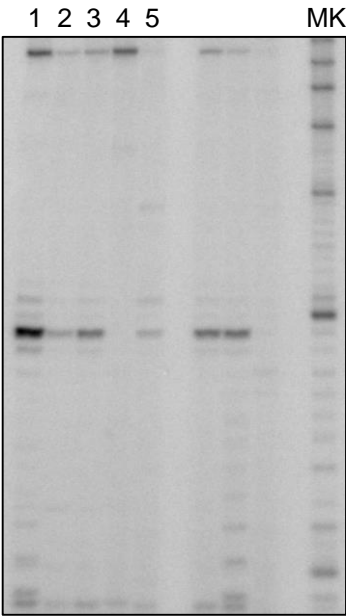

WT Ri- Ri+  
-10R -10R -10R  
Lane 3 2 1  
Fig. S10d (top, right)

WT Ri- Ri+  
-10LR -10LR -10LR  
Lane 3 4 5  
Fig. S11d (top, right)

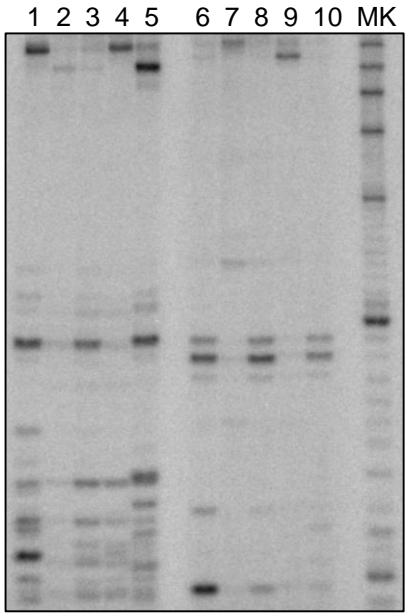

WT Ri- Ri+  
-10R -10R -10R  
Lane 8 7 6  
Fig. S10d (bottom, left)

WT Ri- Ri+  
-10LR -10LR -10LR  
Lane 8 9 10  
Fig. S11d (bottom, left)

WT Ri- Ri+  
-10R -10R -10R  
Lane 3 2 1  
Fig. S10d (bottom, middle)

WT Ri- Ri+  
-10LR -10LR -10LR  
Lane 3 4 5  
Fig. S11d (bottom, middle)

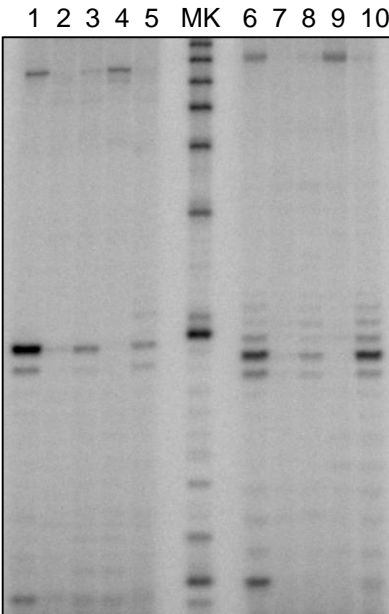

WT Ri- Ri+  
-10R -10R -10R  
Lane 8 7 6  
Fig. S10d (bottom, right)

WT Ri- Ri+  
-10LR -10LR -10LR  
Lane 8 9 10  
Fig. S11d (bottom, right)

Fig. S12

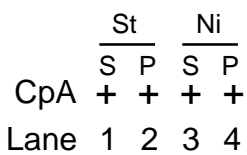

Fig. S13

|     |   |   |   |
|-----|---|---|---|
| CpA | - | + | - |
| ApU | - | - | + |
|     | 3 | 4 | 5 |

Fig. S14

|      |               |   |
|------|---------------|---|
|      | <div>Ni</div> |   |
|      | P             | P |
| GreB | -             | + |
| Lane | 1             | 2 |

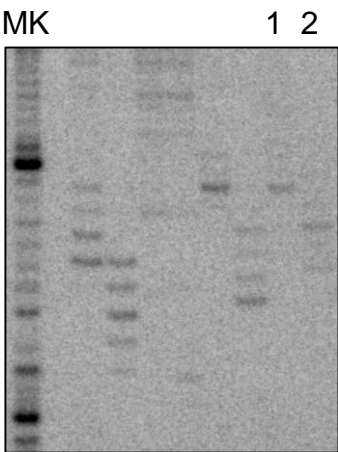

Fig. S15

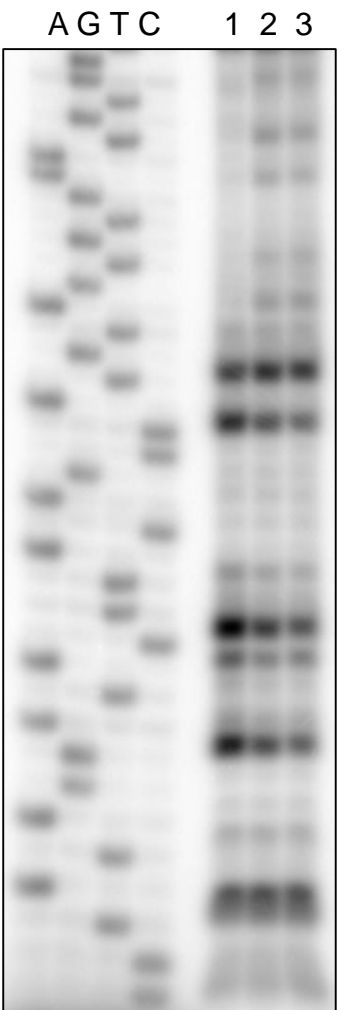

|      |     |   |   |   |
|------|-----|---|---|---|
|      | NTP | - | + | - |
| High | NTP | - | - | + |
| Lane |     | 1 | 2 | 3 |

Fig. S15 (left)

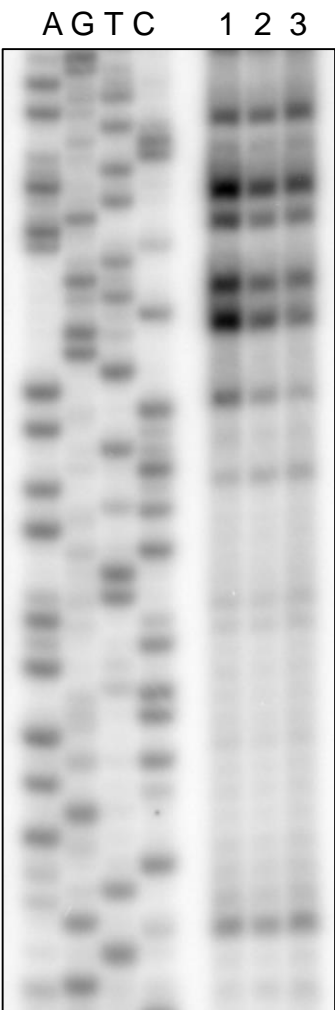

|      |     |   |   |   |
|------|-----|---|---|---|
|      | NTP | - | + | - |
| High | NTP | - | - | + |
| Lane |     | 1 | 2 | 3 |

Fig. S15 (right)

Fig. S18

GreB - +  
Lane 1 2  
Fig. S18 (left)

GreB - +  
Lane 3 4  
Fig. S18 (right)

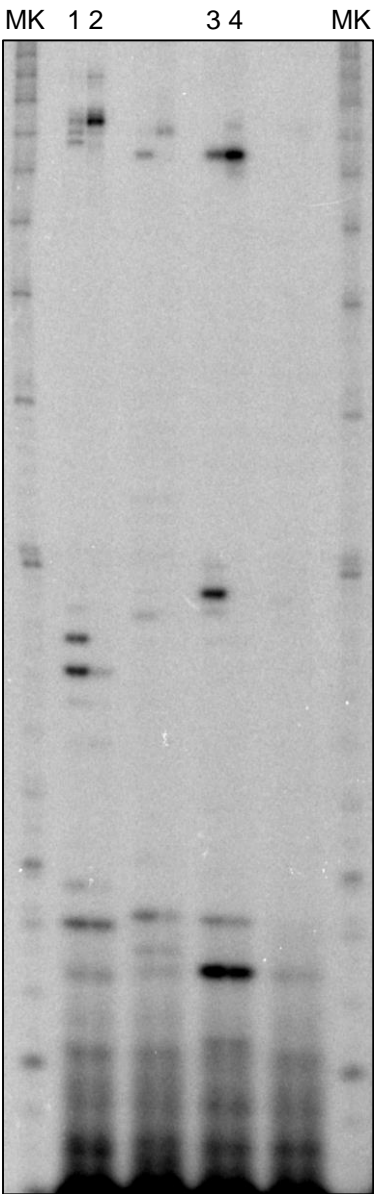

**Supplement:** Supplementary file 8 — Source data

How the deposited data were processed for this re-analysis (not part of the article)

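RNA-seq of 3 σ70-WT and 3 σ70-ΔgreAB libraries was analysed. The authors extracted total RNA at an OD600 of 0.5, made stranded libraries, sequenced them in pairs on a MiSeq, aligned the reads with STAR, counted them with HTSeq and calculated fold changes with DESeq2. The values deposited by the authors are TPM, scaled within each library to a total of 1000000. The gene lengths behind the TPM are not given in the paper's text. The 8 RNET-seq libraries were not analysed here.

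The table lists 4497 features, 4321 as genes and 176 as RNAs. Of these, 4487 were matched by locus tag to the gene table of the assembly ASM584v2, which gave names and the order of genes, and 10 were unmatched. No coordinates were taken from it. No 2 libraries were identical, and 198 features were listed at 0 in all libraries. The 10 highest features held 22.3% to 22.9% of the total in σ70-WT and 30.1% to 30.6% in σ70-ΔgreAB.

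TPM keeps no read totals, and no confidence interval from counting was given. Whole steps between low values gave relative totals of length-scaled reads of 1 to 1.44. By this rough guide to depth, no library was much shallower than the others. Low genes are the least precise, and changes at a few TPM are not firm.

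Each gene was tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend on mean expression) on log2(TPM + 1), over the 4012 features with a mean TPM of at least 1, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single genes were also compared by an exact permutation test, which cannot go below 0.1 for 3 libraries against 3. Gene lists were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation. The TPM level of named genes was tested with an exact rank-sum test. Tables were handled with Python 3.11.15 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9. The fit was tested on simulated data: of 200 genes changed by 1 on the log2 scale among 4012, 127 were called (63.5%). Of 50 more genes shifted by 0.5, 18 were called, and 13 unchanged genes were called, 8.23% of all 158 calls. That share was above the threshold of 0.05 in this single run. The simulation had independent noise between genes, no shift of all genes and far fewer changed genes than were called in the data. It therefore does not give the error rate of the calls made here.

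The genes named in the text were fixed by a rule before the data were examined: the genes the paper names that have a value, the 3 genes on each side of greA and greB, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean TPM of at least 10 and no overlap between the groups. racR, dksA, rpsU, dnaG, ssrA, rnpB and gcvB were chosen after their values were seen. The alternatives fixed at the same time were pseudocounts of 0.1 and 5, no filter and a mean TPM of at least 10, median-of-ratios scaling, quantile normalization, eBayes without a trend, the replicate number as a block, each library left out, and the other set tests.

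The TPM of all genes with G1 pauses, their change, the relation of pause score to change and the change of transcription regulator genes were planned and not run. They need an annotation of the genome release the pauses are placed on, or product names, and neither was used here. The paper's source data for Fig. 6b and Fig. 6d were not used here.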

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

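All tests in this part were chosen after the result was seen, apart from the counts over other splits of the libraries, whose predictions were written before those counts were made. The gene order is that of ASM584v2, and the order in W3110 itself was not used here. The limits of the prophages and the position of oriC were set by hand.

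The genes of the Rac prophage, which the paper does not discuss, were higher in σ70-ΔgreAB than in σ70-WT. Of 31 listed genes, 27 were tested, and their median log2 change was 4.15. By limma with Benjamini-Hochberg adjustment 22 were higher, 16 of them by over 3, 5 did not differ and none was lower. The median Rac TPM was 1.46 to 2.67 in the σ70-WT libraries, so the size of the change depends on the pseudocount. With a pseudocount of 5 the median was still 2.35, which argues against values at the floor as the whole source. A single aberrant library is ruled out by the lowest median among the σ70-ΔgreAB libraries, 53.2. Reads shared with other prophages would raise these too, and the DLP12 genes had a median of -0.33 (Qin 0.80). More copies of the whole prophage would raise its right end alike, where the median was 0.87. Loss of the racR transcript was not seen, since racR changed by -0.10 (adjusted p = 0.623 from limma). By limma its change was -0.30 with median-of-ratios scaling (adjusted p = 0.142) and -0.37 with quantile normalization (adjusted p = 0.0867). It was -0.22 without σ70-ΔgreAB replicate 1 and 0.01 without σ70-ΔgreAB replicate 3, so a partial fall is not excluded. A changed activity of the racR protein, a difference between the strains that arose in their construction and an effect of the Gre factors all stay open as hypotheses. With 1 pair of strains, these cannot be separated.

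The log2 change rose with the distance of a gene from oriC, counted in genes, with a Spearman rho of 0.299 across 4007 genes (bootstrap over blocks of genes, 0.234 to 0.360). Genes are not independent replicates, so blocks of 50 neighbouring genes were permuted (p = 0.0001, the smallest that 10000 permutations give). The relation was noticed in medians over bins of 100 genes, and Pearson and Spearman correlations were both tried. The median change was -0.02, 0.11, 0.23 and 0.54 from the nearest to the farthest group of genes by distance. In 1 of the 10 splits of the 6 libraries, the real one, rho was as large. The other 9 splits gave 0.195 to 0.244, but each puts 2 libraries of one strain with 1 of the other and so keeps part of the strain difference, and these values say little about chance. A single aberrant library does not account for it: rho was 0.253 to 0.280 in the 9 pairs between strains and -0.06 to 0.07 in the 6 pairs within them. Low expression far from oriC is argued against by a lowest rho of 0.271 within groups of similar expression. The prophages Rac, Qin and DLP12 are not the whole of it, with a rho of 0.285 without them, and neither is a region around the terminus, with 0.165 without the farthest genes (p = 0.0001, the smallest possible). A gradient of gene copy number may be part of the cause: the change rose on both arms, and the smaller lower bound of the slopes was 0.375. As the whole cause it would give 1 slope, alike on both arms, only if copy number changed evenly along the gene order used. Over the full length of an arm, the log2 change rose by 1.22 on the arm that follows oriC in the gene order (0.83 to 1.75) and by 0.59 on the other (0.37 to 0.78), a difference of 0.63 (0.18 to 1.17). The slope in the farther genes exceeded that in the nearer genes by 1.10 (0.300 to 2.11). These slopes include the Rac genes and were not fitted without them, and a different gene order in W3110 would change the distances. The slopes therefore do not decide whether copy number is the whole cause. What makes the arms differ was not tested. The paper does not report the copy number, growth rate or DNA of these cultures, and GC content was not tested.

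ssrA rose by 0.69 on the log2 scale in σ70-ΔgreAB (adjusted p = 0.000123 from limma with Benjamini-Hochberg adjustment, range over alternatives up to 1). It is the highest feature in every library, so quantile normalization sets its change to 0, and with no filter on low TPM its adjusted p was 0.171. rnpB rose by 0.81 (adjusted p = 0.000128 from limma, up to 0.380 over alternatives) and gcvB by 0.55 (adjusted p = 0.00103, up to 0.0630). After quantile normalization neither was called (0.11 for rnpB and 0.38 for gcvB), and with no filter on low TPM the adjusted p of gcvB was 0.0521. Together the 3 RNAs held 13.8% to 14.6% of the total in σ70-WT and 22.5% to 23.1% in σ70-ΔgreAB. A general gain of small noncoding RNAs is argued against by the other 52 noncoding RNA genes, whose median was 0.11 with an upper bound of 0.38, below the smallest rise of the 3. A larger share of these RNAs lowers all the others, which is opposite in direction to the median change of all genes, 0.19. The source of that shift was not tested. Effects of the library preparation on these RNAs and a biological change were not separated.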

How the results depend on the processing

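The alternatives were fixed before the data were examined, apart from those for the Rac genes, the gene order, rpoD, rpoC, nusA, nusG, rfaH, the 5 largest rises and 5 largest falls, the genes chosen afterwards and the lists with genes added or left out. The number of changed genes was 1671 to 1910 under the alternatives that keep all libraries and 1532 to 2064 across the 6 fits that each left out one library. Fits with median-of-ratios scaling shared 1510 calls with the TPM as deposited, and quantile normalization 1437, with 5 of opposite sign. greA, greB and yieE kept their direction and call under every alternative run.

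mraZ kept its direction, but its log2 change of -0.27 was no longer called with eBayes without trend, and ranged from -0.28 to -0.24 without single libraries, with 4 of the 6 fits losing the call, as fewer libraries entered. The TPM ratio of mraZ was 1.39 with median-of-ratios scaling and 1.37 with quantile normalization, and that of yieE 2.38 with quantile normalization. Without single libraries the ratios were 1.18 to 1.22 and 1.78 to 2.10. The cause was not tested.

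By median-of-ratios scaling, small changes reversed for yjcE (-0.037), minC (-0.074), rfaH (-0.057), dnaG (-0.14), ftsH (-0.19), yhbY (-0.047), dacB (-0.16), envZ (-0.10) and ompR (-0.15). Quantile normalization reversed yjcE (-0.13), minC (-0.052), rfaH (-0.14), dnaG (-0.13), dacB (-0.25), envZ (-0.20) and ompR (-0.13). Median-of-ratios scaling takes a nearly equal amount, close to the shift of 0.19, from each of these genes, which shows the cause there. Quantile normalization moved genes by unequal amounts and in both directions (ftsH from 0.015 to 0.21), and the cause of its reversals was not tested. Leaving out one library reversed 6 genes, whose changes ranged over -0.12 to 0.0025 for exuR, -0.081 to 0.31 for rfaH, -0.22 to 0.013 for racR, -0.0048 to 0.051 for ftsH, -0.021 to 0.068 for dacB and -0.12 to 0.18 for ompR. Over the 46 genes followed, 19 changes of call were weaker and 8 stronger.

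The ribosomal protein genes, with a median of -0.067, were reversed by quantile normalization (0.21), and were not called by fry (adjusted p = 0.248) or by an estimated correlation (0.438). Without σ70-WT replicate 2 their median was 0.0059. The flagellar and chemotaxis genes (median 0.016) had a direction of down by camera and up by fry, with no call by either. Their median was negative with median-of-ratios scaling (-0.10) and quantile normalization (-0.16). It was also negative without σ70-WT replicate 2 (-0.0048) and without σ70-ΔgreAB replicate 3 (-0.064). The genes near, antisense to or containing a G1 pause (median 0.49) were called by fry alone, and their median was 0.17 without σ70-WT replicate 1. The list of 5 genes with a G1 pause and yjcE had a median of -0.16, with -0.19 to -0.12 without single libraries, -0.38 with quantile normalization and -0.063 with a mean TPM of at least 10, which leaves out ileX. Without yjcE the median was -0.27, with minC in place of yjcE -0.16, and over all 10 genes named for G1 pauses 0.033, with no call by camera in any of the 3. Without minC the list of near genes had a median of 0.51, called by fry and not by camera. The mean TPM percentile of the named G1d genes was 58.2, 67.2 with minC and 64.1 with minC, gadW, mrdB and artP, and that of the named G1p genes 55.9, and 52.8 with mocA, none of them differing from other features.

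Replicate numbers do not pair the libraries, as same-numbered libraries had correlated deviations of 0.013, -0.024 and -0.009. With the replicate number as a block, 1818 genes were called, 1229 higher and 589 lower, and no named gene changed its call. The pause sets, pause score, regulator genes and a wider window around the pauses were not run. Where a gene has a few TPM, the depth limits what can be said of it.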

Differences from the paper's values

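A difference from the paper's values was counted only where it exceeded both 1.5 times and the replicate error, and none did. For mraZ this rule could not tell agreement from no change, since an unchanged ratio also lies within 1.5 times of 1.3. For yieE the paper's ratio of reads downstream of the pause is 2.5, against a whole-gene ratio of 1.91 here. For mraZ it is 1.3, against 1.20. The replicate error (SD) of the ratio was 0.40 for yieE and 0.045 for mraZ. In the TPM as deposited both ratios lay below the paper's by more than this. The paper's values count a region and those here whole genes, so they are not on the same measure. Quantile normalization gave 2.38 for yieE and 1.37 for mraZ, and median-of-ratios scaling 2.20 and 1.39.

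The paper describes genes with G1 pauses as lower in σ70-ΔgreAB. Of the 10 genes it names for G1 pauses, 5 were lower, mraZ and yieE with a call, and 6 lay below the median of all genes. Higher with a call were focA (log2 change 0.60), mrdB (0.79) and artP (0.53). Fig. 6d takes genes whose start codon lies close to a strong pause, which was not checked for the 10 genes. Of these, mocA, minC, gadW, mrdB and artP are named as near, antisense to or containing a G1 pause. The changes of these 5 therefore do not directly test the paper's statement. After quantile normalization focA was no longer called (0.30, adjusted p = 0.0865 from limma). exuR was called lower only after quantile normalization (-0.31), and gadW only after quantile normalization (-0.69) or median-of-ratios scaling (-0.59). The genes of Fig. 6d themselves were not analysed here. The paper describes genes with G1 pauses as more highly expressed than other genes. The ranks of the named genes did not differ from those of other features, with or without the genes added after the data were seen. The exact rank-sum test gave p = 0.849 for 4 G1p genes and p = 0.239 for 6 G1d genes. So few genes cannot show a modest difference, and ileX among the G1p genes was near the floor.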

Other observations

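The tests in this part were chosen after the result was seen, apart from the preset lists, the neighbours of greA and greB and the counts over other splits.

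In 1 of the 10 splits of the 6 libraries, the real one, as many genes differed; the other splits gave at most 1 gene. The other splits put 2 libraries of one strain with 1 of the other, so the strain difference inflates their spread. For the list of 5 genes with a G1 pause and yjcE 4 of the 10 splits gave a camera p as small, for the genes near, antisense to or containing one 4, for the ribosomal protein genes 6 and for the flagellar and chemotaxis genes 3. A share under 0.1 cannot be had from 10 splits. Of the 4012 genes tested, 2297 (57.3%) had no overlap between the strains, against 10% by chance.

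The log2 change of the 11 genes named for pauses (10 for G1 pauses, and yjcE) also rose with distance from oriC. Their Spearman rho was 0.70 (permutation p = 0.0207) and their Pearson r 0.70 (permutation p = 0.0181). Both used 100000 resamples across genes, which are not independent replicates. Across 4007 genes rho was 0.299. After subtraction of the median of their stretch of 100 genes, the rho of the 11 was 0.31. With the median of their stretch of 100 genes subtracted, the list of 5 genes with a G1 pause and yjcE had a median of -0.33, with 4 of 6 lower (-0.54 without yjcE, with 4 of 5 lower), and the genes near one 0.014, with 2 of 5 lower. Of the 11, 4 (mraZ, yieE, minC and mrdB) lay more than 2 standard errors from the median of their stretch. Such a distance is common, since 54.2% of all 4007 genes showed it. An effect of position and an effect of the pauses on these genes cannot be told apart, since the genes are few and single genes vary around their stretch.

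rpoD rose by 0.90 (adjusted p = 0.00027 from limma with Benjamini-Hochberg adjustment), while rpsU and dnaG before it had a median of -0.25, which argues against a rise of the whole operon as the source. rpsU was at 5804 TPM in σ70-WT replicate 2 against 3654 and 3791 in the others. dksA fell by 0.98 (adjusted p = 1.45e-05 from limma). nusA changed by -0.51, nusG by 0.33 (adjusted p = 0.0067 from limma, range over alternatives 0.000889 to 0.232), with no call after median-of-ratios scaling (0.12) and 0.64 after quantile normalization. rpoC changed by 0.23 (adjusted p = 0.0872 from limma, range 0.000535 to 0.853), with no call in the TPM as deposited, 0.024 after median-of-ratios scaling and 0.56, called, after quantile normalization. No explanation was tested for dksA, nusA, nusG and rpoC.

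The 5 largest rises under the naming rule were ydaG (log2 change 8.48), racC (listed at 0 in all σ70-WT libraries), ydaF (7.42), ydaS (6.53) and recE (6.10), all of Rac. The largest falls were tnaC (-6.40), tnaA (-6.08), tnaB (-6.06), nanC (-5.46) and dsdX (-5.44). No explanation was tested for the falls.

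Of the 6 genes next to greA, rlmE (-0.43) and yhbE (-0.42) differed, and of those next to greB, pck (-0.53), yhgF (0.79), feoA (0.57) and feoB (0.77), by limma with Benjamini-Hochberg adjustment on the TPM as deposited. Other settings changed some of these calls. obgE (-0.17, adjusted p = 0.231, range over alternatives 0.0157 to 0.541) was called lower after median-of-ratios scaling (-0.37, adjusted p = 0.0189) and quantile normalization (-0.40, adjusted p = 0.0157). ftsH (0.015, adjusted p = 0.877, range 0.0290 to 1.00) was called lower after median-of-ratios scaling (-0.19, adjusted p = 0.0464) and higher after quantile normalization (0.21, adjusted p = 0.0290). yhbY (0.16, adjusted p = 0.233, range 0.00899 to 0.747) was called higher without σ70-WT replicate 2 (0.26, adjusted p = 0.00899). rlmE lost its call without σ70-ΔgreAB replicate 2 (-0.38, adjusted p = 0.0509, range 0.00221 to 0.0509), and feoB after quantile normalization (0.46, adjusted p = 0.0501, range 0.00264 to 0.0501). Elsewhere, 84.9% of 3132 windows changed as much as that of greA and 68.7% as that of greB. These changes cannot be told apart from effects of the insertions, since 2 sites are too few to exclude them.

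The 54 ribosomal protein genes had a median of -0.07, and 49 lay below the median of all genes (camera adjusted p = 0.00163, not called under fry or an estimated correlation). The 44 flagellar and chemotaxis genes tested had a median of 0.02 (camera adjusted p = 0.184). The median was -0.46 for 80 tRNA genes and 0.74 for 10 rRNA genes, whose near-identical copies can share reads.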
